# Corticosterone accelerates behavioral inflexibility via plasticity-related gene expression in the dorsal striatum

**DOI:** 10.1038/s41386-025-02293-y

**Published:** 2025-12-09

**Authors:** Michael D. Murphy, Keegan S. Krick, Shuo Zhang, Elizabeth A. Heller

**Keywords:** Epigenetics and behaviour, Gene expression, Epigenetics and plasticity, Motivation

## Abstract

Behavioral flexibility allows organisms to modify actions based on new information, such as shifts in reward value or availability, and is promoted by the dorsomedial striatum (DMS). In contrast, behavioral inflexibility provides efficiency and automaticity in familiar contexts, and is promoted by the dorsolateral striatum (DLS). Importantly, chronic elevation of the primary stress hormone, corticosterone (CORT) in rodents or cortisol in humans, impairs behavioral flexibility through dendritic atrophy in the DMS, and promotes inflexible behavioral response strategies through dendritic outgrowth in the DLS. However, understanding of changes in gene expression underlying behavioral inflexibility is lacking. We used a food-motivated operant task in male and female mice to define gene changes that accompany the shift to inflexible behavior with CORT. We discovered that CORT-accelerated loss of behavioral flexibility is accompanied by decreased DMS- and increased DLS-specific synaptic plasticity gene expression, and that distinct genes are either differentially expressed or spliced in the transition to inflexible behavior. Splicing analysis suggests that repressed activity in the DMS during the transition to inflexible behavior may reflect both reduced expression and increased degradation of plasticity-related mRNA transcripts. Finally, given the ability of CORT to influence histone acetylation, we defined CORT-mediated H3K9ac enrichment profiles associated with synaptic plasticity gene regulation stratified by sex and striatal subregion. This study is the first to define CORT-driven epigenetic regulation in the DMS and DLS during the CORT-accelerated transition from flexible to inflexible behavior in male and female mice.

## Introduction

Goal-directed behaviors are motivated by the expectation that actions will result in desirable outcomes. With repetition, such behaviors can take on inflexible, routinized qualities that are insensitive to outcome value [1–3]. Behavioral inflexibility allows organisms to conserve cognitive resources when a given behavior has been reliably reinforced in the past, but this can occur at the expense of adapting to unexpected or negative events. Accordingly, the loss of behavioral flexibility is thought to contribute to psychopathologies, including obsessive-compulsive disorders, addiction, binging disorders, and neurodegenerative diseases [4–9].

The transition from flexible to inflexible behavior naturally occurs with extended experience with a given task and is well characterized and regulated by specific corticostriatal afferents [2, 3]. Most critically, the dorsomedial striatum (DMS) is necessary for producing flexible behavior [1–3, 10, 11], while the dorsolateral striatum (DLS) is a primary driver of inflexible behavior [1–3, 11, 12]. Still, molecular mediators are only beginning to be revealed. The present study aimed to define gene regulation that underlies the transition from behavioral flexibility to inflexibility.

Stress influences decision-making behavior [13, 14]. While acute stress can heighten vigilance and focus, promoting adaptive action [15, 16], chronic stress often impairs cognition, resulting in suboptimal decision-making [15–17] and inflexible response bias [18–20]. The glucocorticoid receptor (GR) is a primary stress hormone receptor in rodents [21–23], activated by the agonist corticosterone (CORT) in rodents and cortisol in humans [24]. Chronic elevated CORT is sufficient to hasten the loss of flexible behaviors in male rodents [18, 25–27]. In this study, we expand these findings to female mice. We quantify treatment and subregion specific gene regulation associated with this transition.

Stress-related changes in decision-making strategies are accompanied by dendritic atrophy on neurons in the DMS and dendritic outgrowth on neurons in the DLS [18]. The structural and morphological adaptations of neurons undergoing synaptic plasticity allow for the refinement of circuit outputs by increasing or decreasing the strength of neuronal connections within or between brain regions [28–30]. We discovered that CORT-accelerated loss of behavioral flexibility is accompanied by synaptic plasticity-related gene expression or alternative splicing in the DMS and DLS. This study is a comprehensive examination of sex- and striatal-subregion-specific gene expression, alternative splicing, and histone acetylation during the loss of behavioral flexibility following extended training or CORT exposure.

## Materials and methods

### Animals

Eight-week-old male and female C57BL/6 J mice were purchased from The Jackson Laboratory (https://www.jax.org/strain/000664) and were housed under a 12-h light-dark cycle (lights on 7:00 AM) at 23 °C. Mice were allowed a week to habituate, then calorie-restricted to maintain 90 ± 5% of their individual baseline body weight for the remainder of the experiments. Mice were housed in same-sex cages with two to four age- and sex-matched cagemates. All experiments were performed in accordance with the University of Pennsylvania Institutional Animal Care and Use Committee and were conducted in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals.

### Operant response training

Training began after 2 weeks of water (Vehicle, CORT, or CORT + MIF) administration when mice were 11 weeks old. Mice were habituated to handling for 3 days prior to the initiation of training, and all training sessions were held between 7:30 A.M. and 11:30 A.M. Sessions began by turning on the house light and ventilation fan within each sound-attenuating chamber (Med Associates, MED-307W, Fairfax, VT). Each operant conditioning chamber was designated to one sex and water condition to avoid distracting scents. Mice underwent one session per day, during which pressing a lever initially resulted in a 20 mg sugar pellet reward outcome (Bio-Serv, F07595, Flemington, NJ). Mice progressed to the next training phase when at least 18/20 (90%) of possible reinforcers were earned within the two 40-min sessions. The session would end when a subject earned 20 reinforcers or after 40-min. Food port entries, lever presses, reinforcers earned, and session times were recorded to compute food port entry rates and lever pressing rates.

Operant conditioning proceeded in a fashion similar to prior investigations [31–33]. After training mice according to a fixed ratio 1 (FR1) schedule of reinforcement, described above, mice graduated to a random interval 30s (RI-30s) schedule of reinforcement. Here, responses are not reinforced for randomized periods averaging 30s, after which, the next lever press is reinforced. RI schedules, with time, induce routinized habit-based response strategies because they uncouple the predictive relationship between actions and outcomes. Again, mice were required to accumulate 90% of available pellets to proceed to the next phase of the experiment. After three successful sessions of training according to the RI-30s schedule, mice graduated to an RI-60s schedule. Mice completed either three (limited training) or eight (extended training) sessions of RI-60s training, and the following day proceeded to the devaluation test. For molecular experiments, tissue was collected 1 h after the mouse’s final RI-60s training session.

### Reward devaluation

Each mouse was placed individually in a clean empty cage without bedding, where it had free access to 2 g of the same sugar pellets used as reinforcers for 1.5 h. After freely consuming the reward, mice were transferred to their respective operant conditioning chambers. Lever-pressing was monitored for 10 min in an unrewarded test. Since training responses (food port entries and lever presses) varied based on session timeout, response rates were calculated to inform reinforcer value. Data are expressed as % baseline, referring to the response rate generated during testing compared to the last two RI-60s training days, as previously described in the literature [34–39]. Raw lever pressing rates for the last two RI-60s sessions and the unrewarded test are also shown per mouse. Next, mice were returned to cages containing sucrose pellets for another 1.5 h to repeat the consumption test. The purpose of the consumption test was to provide a measure for each subject’s relative value for the sucrose pellet, with the expectation that after free consumption, the sucrose pellet would be devalued by the mice. Finally, mice were returned to their home cages. Pellet intake was measured by weighing the sugar pellets before and after each consumption session.

### Statistical analysis for behavioral studies

Data are expressed as mean ± standard error of the mean (SEM). Statistical analyses were performed using GraphPad Prism software (version 10.2.2, La Jolla, CA). For all behavioral analyses, we employed an ANOVA followed by a Tukey or Šidák post-hoc test with an alpha of 0.05 to correct for multiple comparisons. Sex as a biological variable was considered in the statistical analyses of all behavioral results. Two-way ANOVA was used to compare two variables (i.e., sex and training), and post-hoc comparisons followed interaction effects. Three-way ANOVA was used to compare three variables (i.e., sex, CORT, and training), with post-hoc comparisons following interaction effects. Full F statistics are reported for ANOVAs, while degrees of freedom (DF) are reported for post-hoc comparisons. The “training day” variable was included as a repeated-measure across all operant conditioning sessions to analyze food port entry rates and lever pressing rates for individual mice undergoing multiple days of operant sessions. The “training duration” variable was included as a discrete variable (limited or extended) when analyzing testing session data, as mice could only receive one pre-training before testing. The Grubbs test was used to identify outliers. Outlier mice were removed from all analyses without replacement. A table of all relevant statistical analyses for each Figure and Supplemental Figure has been provided, with all experimental variables included.

### Tissue collection

Mice were euthanized 1 h after their final RI-60s training session by cervical dislocation. The whole brain was immediately extracted and chilled for a few seconds in phosphate-buffered saline (PBS, pH 7.4) with cOmplete, EDTA-free Protease Inhibitor tablets (Roche, 4693159001, Manheim, Germany) on wet ice. The brain was then placed in a chilled slicer matrix, coronally sectioned at 1 mm increments, and two slices (Fig. S6A, Bregma +0.14 mm A.P. and +1.18 mm A.P. [40]), containing the regions of interest were placed in a sterile dish with chilled PBS + protease inhibitor. Bilateral 2 mm-diameter biopsy punches were taken for each region of interest from two coronal slices (4 total punches per region per animal), placed in individual microcentrifuge tubes, and immediately flash frozen in a metal tube rack placed on dry ice. Samples were stored at −80 °C. Given that the DMS and DLS have some degree of overlap in the central part between the substructures [41, 42], samples potentially contained small amounts of the reciprocal subregion.

### RNA and chromatin isolation for sequencing

The same tissue samples were processed for RNA and chromatin using single sample sequencing (S3EQ) [43–46]. Samples were submitted to Azenta Life Sciences (Plainfield, NJ) for sequencing, where RNA underwent additional quality control assays for RIN (8.5 to 9.9) and RNA concentration (28–98 ng/µL). ChIP DNA underwent tape station (Azenta) and nanodrop (Azenta) analysis to ensure quality before sequencing.

## Results

### Chronic CORT administration accelerates the loss of behavioral flexibility

Operant conditioning occurs when mice engage in a behavior (e.g., lever pressing) to earn a reinforcement (e.g., sucrose). A limited number of operant training days results in flexible operant behavior, which is sensitive to changes in reinforcement value or availability. Extended training causes motor sequences to become routinized, resulting in inflexible behavior, which is insensitive to changes in reinforcement value [47, 48]. Stress exposure promotes inflexible behavior through activation of the glucocorticoid receptor (GR), a primary factor controlling the stress response [49], and plasma CORT increases with chronic stress [50, 51]. To examine the molecular underpinnings of CORT-accelerated behavioral inflexibility, we trained both male and female mice in a standard protocol for operant conditioning under limited and extended training conditions [31–33], with CORT or vehicle treatment for 2 weeks prior to and throughout training and testing (Figs. 1A, B and S1A–C; Table S1). We assigned mice to either vehicle (1% ethanol) or CORT (50 µg/mL) drinking water groups. The CORT dose was based on previous literature [25, 26, 52] and a dose-response study that confirmed an average CORT dose of 8 mg/kg/day in male and female mice (Fig. 1B; *n* = 12–13 mice/group, two-way ANOVA, main effect of Sex, *F*_(1, 23)_ = 1.842, *p* = 0.1878; Table 1).

**Fig. 1:**
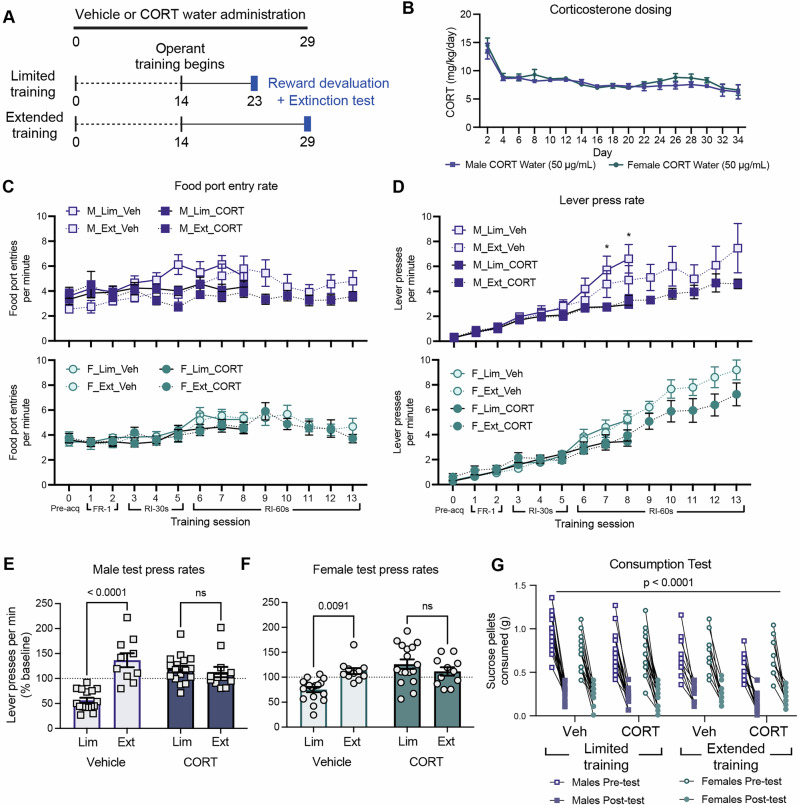
Chronic CORT administration accelerates the loss of behavioral flexibility. **A** Behavioral timeline where CORT or vehicle water administration began 14 days before training and lasted throughout the duration of training and testing. All mice underwent 2 days of FR-1 training, 3 days of RI-30s training, then either 3 days of RI-60s training for limited training groups or 8 days of RI-60s training for extended training groups. Mice progressed to a reward devaluation and testing the day after their final RI-60s training session. **B** There was no sex difference in CORT dosing when adjusting for body weight and water intake per cage [*n* = 12–13 cages/sex, two-way ANOVA, main effect of Time, *F*_(16, 296)_ = 18.36, *p* < 0.0001; main effect of Sex, *F*_(1, 23)_ = 1.842, *p* = 0.1878]. **C, D** The average food port entry rate per minute or lever pressing rate per minute ± SEM by sex (male or female), training duration (limited or extended), and treatment (vehicle or CORT) is shown across each day of the operant conditioning task. CORT had no effect on food port entries in limited [*n* = 16–17 mice/group, three-way ANOVA, main effect of Training Day, *F*_(8, 495)_ = 10.96, *p* < 0.0001; main effect of Sex, *F*_(1, 62)_ = 1.147, *p* = 0.2884; main effect of CORT, *F*_(1, 62)_ = 3.515, *p* = 0.0655] or extended groups [*n* = 10–12 mice/group, three-way ANOVA, main effect of Training Day, *F*_(13, 516)_ = 6.474, *p* < 0.0001; main effect of Sex, *F*_(1, 40)_ = 2.652, *p* = 0.1113; main effect of CORT, *F*_(1, 40)_ = 1.495, *p* = 0.2286]. CORT decreased the lever pressing rates in limited [*n* = 16–17 mice/group, three-way ANOVA, main effect of Training Day, *F*_(8, 423)_ = 76.77, *p* < 0.0001; main effect of Sex, *F*_(1, 53)_ = 0.2827, *p* = 0.5971; main effect of CORT, *F*_(1, 53)_ = 6.999, *p* = 0.0107] and extended groups [*n* = 10–12 mice/group, three-way ANOVA, main effect of Training Day, *F*_(13, 516)_ = 83.37, *p* < 0.0001; main effect of Sex, *F*_(1, 40)_ = 3.321, p = 0.0759; main effect of CORT, *F*_(1, 40)_ = 4.346, *p* = 0.0435]. All mice exhibited an increase in lever pressing as the random interval for training increased. **E**, **F** In an unrewarded lever pressing test following sensory-specific satiety devaluation, vehicle-extended training and both CORT training groups do not attenuate lever pressing and display inflexible lever pressing [*n* = 10–17 mice/group, three-way ANOVA followed by Tukey post hoc tests, main effect of Training Duration, *F*_(1, 52)_ = 0.7872, *p* < 0.0001; main effect of Sex, *F*_(1, 52)_ = 12.85, *p* = 0.987; main effect of CORT, *F*_(1, 52)_ = 38.91, *p* = 0.0002; VehMalesLimited v VehMalesExtended, DF = 103, *p* < 0.0001; VehMalesLimited v CORTMalesLimited, DF = 103, *p* < 0.0001; VehMalesLimited v CORTMalesExtended, DF = 103, *p* < 0.0001; VehFemalesLimited v VehFemalesExtended, DF = 103, *p* = 0.0091; VehFemalesLimited v CORTFemalesLimited, DF = 103, *p* < 0.0001; VehFemalesLimited v CORTFemalesExtended, DF = 103, *p* = 0.0478]. Lever presses per minute from the test are reported as the percent of an individual’s baseline from the average of the individual’s last two completed training sessions. **G** All mice reduced free consumption of the sucrose reward following testing compared to their pre-test consumption during sensory-specific satiety devaluation [*n* = 10–17 mice/group, three-way ANOVA, main effect of Pre v Post Consumption Test, *F*_(1, 107)_ = 594.4, *p* < 0.0001]. See Table 1 for detailed statistics for Fig. 1. See Fig. S1 for detailed plasma CORT levels and Table S1 for subsequent statistics.

**Table 1:** Detailed statistics for Fig. 1.

Figure	Metric	ANOVA comparison	*F*(DFn, DFd)	p value
Fig. 1B	Corticosterone dosing	Time	*F* (16, 296) = 18.36	<0.0001
		Sex	*F* (1, 23) = 1.842	0.1878
		Time x Sex	*F* (16, 296) = 0.5286	0.9313
Fig. 1C	Food port entry rate - limited training	Training day	*F* (8, 495) = 10.96	<0.0001
		Sex	*F* (1, 62) = 1.147	0.2884
		CORT	*F* (1, 62) = 3.515	0.0655
		Training day x Sex	*F* (8, 495) = 1.664	0.1047
		Training day x CORT	*F* (8, 495) = 1.363	0.2102
		Sex x CORT	*F* (1, 62) = 0.3044	0.5831
		Training day x Sex x CORT	*F* (8, 495) = 1.082	0.3744
Fig. 1C	Food port entry rate - limited training	Males: Vehicle v CORT D0 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D1 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D2 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D3 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D4 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D5 (Šídák post-hoc)	DF = 476	0.8445
		Males: Vehicle v CORT D6 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D7 (Šídák post-hoc)	DF = 476	0.9972
		Males: Vehicle v CORT D8 (Šídák post-hoc)	DF = 476	<0.0001
Fig. 1C	Food port entry rate - limited training	Females: Vehicle v CORT D0 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D1 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D2 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D3 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D4 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D5 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D6 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D7 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D8 (Šídák post-hoc)	DF = 476	>0.9999
Fig. 1C	Food port entry rate - extended training	Training day	*F* (13, 516) = 6.474	<0.0001
		Sex	*F* (1, 40) = 2.652	0.1113
		CORT	*F* (1, 40) = 1.495	0.2286
		Training day x Sex	*F* (13, 516) = 1.180	0.2906
		Training day x CORT	*F* (13, 516) = 2.513	0.0024
		Sex x CORT	*F* (1, 40) = 0.2365	0.6294
		Training day x Sex x CORT	*F* (13, 516) = 1.673	0.063
Fig. 1C	Food port entry rate - extended training	Males: Vehicle v CORT D0 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D1 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D2 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D3 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D4 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D5 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D6 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D7 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D8 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D9 (Šídák post-hoc)	DF = 556	0.9999
		Males: Vehicle v CORT D10 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D11 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D12 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D13 (Šídák post-hoc)	DF = 556	>0.9999
Fig. 1C	Food port entry rate - extended training	Females: Vehicle v CORT D0 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D1 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D2 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D3 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D4 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D5 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D6 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D7 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D8 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D9 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D10 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D11 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D12 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D13 (Šídák post-hoc)	DF = 556	>0.9999
Fig. 1D	Lever pressing rate - limited training	Training day	*F* (8, 423) = 76.77	< 0.0001
		Sex	*F* (1, 53) = 0.2827	0.5971
		CORT	*F* (1, 53) = 6.999	0.0107
		Training day x Sex	F (8, 423) = 0.2266	0.986
		Training day x CORT	*F* (8, 423) = 8.977	<0.0001
		Sex x CORT	*F* (1, 53) = 1.362	0.2484
		Training day x Sex x CORT	*F* (8, 423) = 1.217	0.2872
Fig. 1D	Lever pressing rate - limited training	Males: Vehicle v CORT D0 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D1 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D2 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D3 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D4 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D5 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D6 (Šídák post-hoc)	DF = 476	>0.9999
		Males: Vehicle v CORT D7 (Šídák post-hoc)	DF = 476	0.0042
		Males: Vehicle v CORT D8 (Šídák post-hoc)	DF = 476	<0.0001
Fig. 1D	Lever pressing rate - limited training	Females: Vehicle v CORT D0 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D1 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D2 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D3 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D4 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D5 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D6 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D7 (Šídák post-hoc)	DF = 476	>0.9999
		Females: Vehicle v CORT D8 (Šídák post-hoc)	DF = 476	0.6345
Fig. 1D	Lever pressing rate - extended training	Training day	*F* (13, 516) = 83.37	<0.0001
		Sex	*F* (1, 40) = 3.321	0.0759
		CORT	*F* (1, 40) = 4.346	0.0435
		Training day x Sex	F (13, 516) = 4.321	<0.0001
		Training day x CORT	*F* (13, 516) = 4.045	<0.0001
		Sex x CORT	*F* (1, 40) = 0.1337	0.7165
		Training day x Sex x CORT	*F* (13, 516) = 0.3406	0.9853
Fig. 1D	Lever pressing rate - extended training	Males: Vehicle v CORT D0 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D1 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D2 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D3 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D4 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D5 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D6 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D7 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D8 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D9 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D10 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D11 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D12 (Šídák post-hoc)	DF = 556	>0.9999
		Males: Vehicle v CORT D13 (Šídák post-hoc)	DF = 556	0.8447
Fig. 1D	Lever pressing rate - extended training	Females: Vehicle v CORT D0 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D1 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D2 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D3 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D4 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D5 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D6 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D7 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D8 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D9 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D10 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D11 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D12 (Šídák post-hoc)	DF = 556	>0.9999
		Females: Vehicle v CORT D13 (Šídák post-hoc)	DF = 556	>0.9999
Fig. 1E, F	Male and Female test press rates	Training Duration	*F* (1, 52) = 0.7872	<0.0001
		Sex	*F* (1, 52) = 12.85	0.987
		CORT	*F* (1, 52) = 38.91	0.0002
		Training duration x Sex	F (1, 52) = 0.005158	0.0292
		Training duration x CORT	*F* (1, 52) = 0.4073	< 0.0001
		Sex x CORT	*F* (1, 52) = 6.164	0.6316
		Training duration x Sex x CORT	*F* (1, 52) = 9.935	0.1414
Fig. 1E, F	Male and Female test press rates	Veh_Male_Limited training v Veh_Male_Extended training (Tukey post-hoc)	DF = 103	<0.0001
		Veh_Male_Limited training v CORT_Male_Limited training (Tukey post-hoc)	DF = 103	<0.0001
		Veh_Male_Limited training v CORT_Male_Extended training (Tukey post-hoc)	DF = 103	<0.0001
		CORT_Male_Limited training v Veh_Male_Extended training (Tukey post-hoc)	DF = 103	0.8207
		CORT_Male_Limited training v CORT_Male_Extended training (Tukey post-hoc)	DF = 103	0.9995
		Veh_Female_Limited training v Veh_Female_Extended training (Tukey post-hoc)	DF = 103	0.0091
		Veh_Female_Limited training v CORT_Female_Limited training (Tukey post-hoc)	DF = 103	<0.0001
		Veh_Female_Limited training v CORT_Female_Extended training (Tukey post-hoc)	DF = 103	0.0478
		CORT_Female_Limited training v Veh_Female_Extended training (Tukey post-hoc)	DF = 103	0.9333
		CORT_Female_Limited training v CORT_Female_Extended training (Tukey post-hoc)	DF = 103	0.9141
		Veh_Male_Limited training v Veh_Female_Limited training (Tukey post-hoc)	DF = 103	<0.0001
		CORT_Male_Limited training v CORT_Female_Limited training (Tukey post-hoc)	DF = 103	0.997
		Veh_Male_Extended training v Veh_Female_Extended training (Tukey post-hoc)	DF = 103	0.5883
		CORT_Male_Extended training v CORT_Female_Extended training (Tukey post-hoc)	DF = 103	>0.9999
Fig. 1G	Consumption test	Pre v Post	*F* (1, 107) = 594.4	<0.0001
		Sex	*F* (1, 107) = 0.6156	0.4344
		CORT	*F* (1, 107) = 9.567	0.0025
		Pre v Post x Sex	*F* (1, 107) = 2.705	0.103
		Pre v Post x CORT	*F* (1, 107) = 1.677	0.1981
		Sex x CORT	*F* (1, 107) = 6.795	0.2487
		Pre v Post x Sex x CORT	*F* (1, 107) = 2.401	0.1242

Either two-way or three-way analysis of the variance (ANOVA) tests were run with either a Šidák or Tukey post-hoc to correct for multiple comparisons. Corresponding figures, metrics, ANOVA comparisons, F statistics, and *p* values are shown.

We first tested the hypothesis that CORT extinguishes behavioral flexibility in both male [25–27] and female mice. To avoid modeling natural variation in pressing rates, we confirmed that groups did not differ during FR-1, RI-30s, nor through RI-60s day 3. Subjects were assigned to limited or extended training groups based on days 2 and 3 of random interval (RI-)60 s lever pressing rates during (Fig. S2A; Table S2). Food port entry was reduced by CORT in both males and females (Fig. 1C; *n* = 10–17 mice/group, three-way ANOVA, main effect of Training Day, *F*_(13, 1051)_ = 12.29, *p* < 0.0001; main effect of Sex, *F*_(1, 107)_ = 0.1941, *p* = 0.6604; main effect of CORT, *F*_(1, 107)_ = 7.502, *p* = 0.0072; Table 1). Lever pressing increased across training days, as expected. CORT decreased lever pressing rates during training in both male and female mice, compared to vehicle (Fig. 1D; *n* = 10–17 mice/group, three-way ANOVA, main effect of Training Day, *F*_(13, 1051)_ = 132.5, *p* < 0.0001; main effect of CORT, *F*_(1, 107)_ = 22.97, *p* < 0.0001; interaction effect of Training x CORT, *F*_(13, 1051)_ = 9.861, *p* < 0.0001; Table 1), as previously reported with CORT-treated male mice [26]. There was no sex difference in lever pressing rates among vehicle or CORT groups (Fig. 1D; *n* = 10–17 mice/group, three-way ANOVA, main effect of Sex, *F*_(1, 107)_ = 0.855, *p* = 0.3572; interaction effect of Sex x CORT, *F*_(1, 107)_ = 2.17, *p* = 0.1437; Table 1).

Following limited or extended training, mice underwent sucrose reward devaluation through satiety, followed by an unrewarded lever pressing test. It is known that non-devalued limited and extended training male mice do not differ in lever pressing rates during an unrewarded probe test [31, 33, 39], even with chronic stress or CORT treatment [25–27]. However, devalued extended training male mice press more during an unrewarded probe test, indicating a transition to inflexible behavior [25–27, 31, 33, 39]. We therefore hypothesized that limited operant training with CORT would cause insensitivity to reward devaluation and behavioral inflexibility in both male and female mice. We confirmed this with a standard reinforcer devaluation paradigm previously applied only to male rodents. As expected, mice that underwent limited training reduced lever pressing relative to their training baseline, demonstrating sensitivity to reduced reinforcer value. Alternatively, mice that underwent extended training did not integrate reinforcer value into their response strategies, with response rates equivalent to their training baseline (Fig. 1E; *n* = 10–17 mice/group, three-way ANOVA followed by Tukey post-hoc tests, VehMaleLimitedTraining v VehMaleExtendedTraining, DF = 103, *p* < 0.0001; Table 1; Fig. 1F; *n* = 10–17 mice/group, three-way ANOVA followed by Tukey post-hoc tests, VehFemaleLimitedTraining v VehFemaleExtendedTraining, DF = 103, *p* = 0.0131; Table 1; Fig. S3A–H; Table S3). Furthermore, CORT-treated mice with limited training did not exhibit sensitivity to reinforcer value, responding as during training and to the same extent as the extended training groups (Fig. 1E; *n* = 10–17 mice/group, three-way ANOVA followed by Tukey post-hoc tests, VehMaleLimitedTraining v CORTMaleLimitedTraining, DF = 103, *p* < 0.0001; CORTMaleLimitedTraining v VehMaleExtendedTraining, DF = 103, *p* = 0.7106; Table 1; Fig. 1F; *n* = 10–17 mice/group, three-way ANOVA followed by Tukey post-hoc tests, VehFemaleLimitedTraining v CORTFemaleLimitedTraining, DF = 103, *p* < 0.0001; CORTFemaleLimitedTraining v VehFemaleExtendedTraining, DF = 103, *p* = 0.9946; Table 1). Insensitivity to reinforcer value was not due to a failure to devalue the sucrose, as all mice consumed less sucrose in the post-probe consumption test (Fig. 1G; *n* = 10–17 mice/group, three-way ANOVA, main effect of Pre v Post Consumption Test, *F*_(1, 107)_ = 594.4, *p* < 0.0001; Table 1). These differences in testing press rates were also not attributable to differences in baseline training press rates (Fig. S2B, C; Table S2). Finally, we linked CORT treatment to GR by confirming that co-administering mifepristone, a GR antagonist, rescues the CORT-accelerated loss of behavioral flexibilty in both male and female mice (Fig. S4A–H; Table S4). Taken together, we showed that CORT is sufficient to extinguish behavioral flexibility in both male and female mice.

### Dorsal striatum plasticity gene expression signatures during the CORT-accelerated loss of behavioral flexibility

The dorsomedial striatum (DMS) is necessary for producing flexible behavior [1–3, 10], while the dorsolateral striatum (DLS) is a primary driver of inflexible behavior [1–3, 12]. The role of each brain region in each action strategy is supported by behaviorally relevant changes in synaptic morphology and physiology. We thus hypothesized that plasticity-related gene expression in the DMS and DLS reflects flexible or inflexible behavior, respectively. Having established that CORT accelerates the loss of behavioral flexibility (Fig. 1E, F), we next tested the hypothesis that chronic CORT decreases DMS plasticity gene expression following limited training (Fig. 2A). To test this, we reproduced the operant training paradigm (Fig. S5A–C; Table S5) and performed RNA-sequencing on DMS or DLS collected 1 h after the final RI-60s training session (Figs. 2A and S6A), a time point known to induce plasticity-related gene expression [53]. 

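RNA was sequenced from tissue punches of the DMS and DLS of male and female mice that drank vehicle or CORT (50 µg/ml) and were killed without behavior at day 14, after limited training at day 22 or after extended training at day 28. The CORT intake is given as 8 mg/kg/day in the paper's main text and as about 7 mg/kg/day in its supplementary methods and in the sample labels. The analysis used 71 libraries in 24 groups of sex, region, treatment and training, with 3 libraries in each group except the male DMS CORT group without behavior, which had 2. All no behavior libraries carry one batch label and all limited and extended training libraries another, so batch and the absence of training cannot be told apart. The authors trimmed the reads and quantified them with kallisto against mm39, and deposited TPM, an abundance corrected for transcript length, for 56923 rows, each library summing to 1000000. TPM keeps no depth, so the number of reads behind each value is unknown and no counting interval is given. The table as used here has no column of gene names, so rows were analysed as unnamed features. The counts of changed features at the conclusions about plasticity genes cover all features tested and not the plasticity gene list, which was not used here. Of the 45524 rows above 0 in some library, 23395 reached 0.5 TPM in at least 3 libraries and were tested. Libraries had between 16021 and 19708 features at 0.5 TPM or more (median 17631). By group, the median was 17143 with vehicle and 17349 with CORT after limited training, 17112.5 with vehicle and 17499 with CORT after extended training, and 17840.5 with vehicle and 17949 with CORT without behavior. Pearson correlation of log2(TPM + 0.5) across features between libraries of one group lay between 0.969 and 0.988, and no 2 libraries were identical. Differential expression was tested on log2(TPM + 0.5) with limma's moderated test with a mean-variance trend, in 1 model of 24 group means over all 71 libraries, and p-values were adjusted by the Benjamini-Hochberg method over the 4 contrasts of a family at a false discovery rate (FDR) of 0.05. A fold change on this scale understates the change of features with low TPM. Because TPM values of a library sum to a constant, a few abundant features can shift all the others. The 10 most abundant features held between 20.7% and 47.8% of the TPM of a library, with the highest share in extended training female DMS vehicle replicate 2. The number of features called in a contrast is therefore also given after median-of-ratios scaling, which centers the libraries on 18021 features and used factors between 0.657 and 1.40.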

Sequencing results were quality controlled through principal component analysis (Figs. 2A and S6B–E). 

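Principal components were computed from log2(TPM + 0.5) of the 500 most variable features in all 71 libraries. PC1 held 43.8% of the variance, and training accounted for a share of 0.976 of the spread of its scores (R2). When the trained libraries were analysed alone, limited against extended training accounted for 0.020 of the spread on their own PC1. PC2 held 9.78% of the variance, with an R2 of 0.112 for region and of 0.030 for training, and the trained libraries fell into separate clusters along it. PC3 held 5.65%, with an R2 of 0.580 for region. A set of 18 features, 16 of which were among the 20 with the largest weights on PC2, moved together, with a median pairwise correlation of 0.990 across trained libraries. The mean of the set was between 16.6 and 48.3 TPM in 27 trained libraries, at most 0.148 TPM in the other 21 trained libraries and at most 0.058 TPM in the 23 libraries without behavior. After limited training, all 3 vehicle DMS libraries of each sex were on the high side and all 3 vehicle DLS libraries on the low side, while with CORT 1 of 3 DMS libraries and 2 of 3 DLS libraries of each sex were high. Leaving these 18 features out, PC2 held 6.80% and its R2 for region was 0.658. With all tested features, PC1 held 29.0% and PC2, with an R2 of 0.565 for region, held 11.0%.

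**Figure D1:**
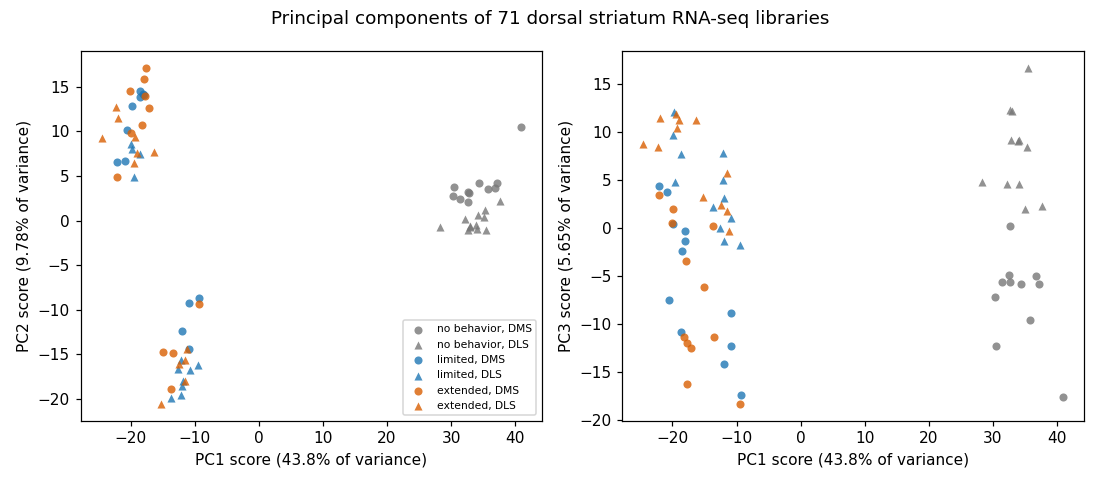
Scores of the 71 libraries on PC1 against PC2 (left) and PC1 against PC3 (right), computed from the 500 most variable features. Each point is 1 library, color gives the training and shape the region. Libraries without behavior lie apart on PC1, and the trained libraries form separate clusters on PC2 that each hold both regions.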

To ensure gene expression changes were not a result of differing cell-type proportions, we applied cell-type deconvolution and confirmed consistent cell type proportions across all groups (Fig. S7A–D).

**Fig. 2:**
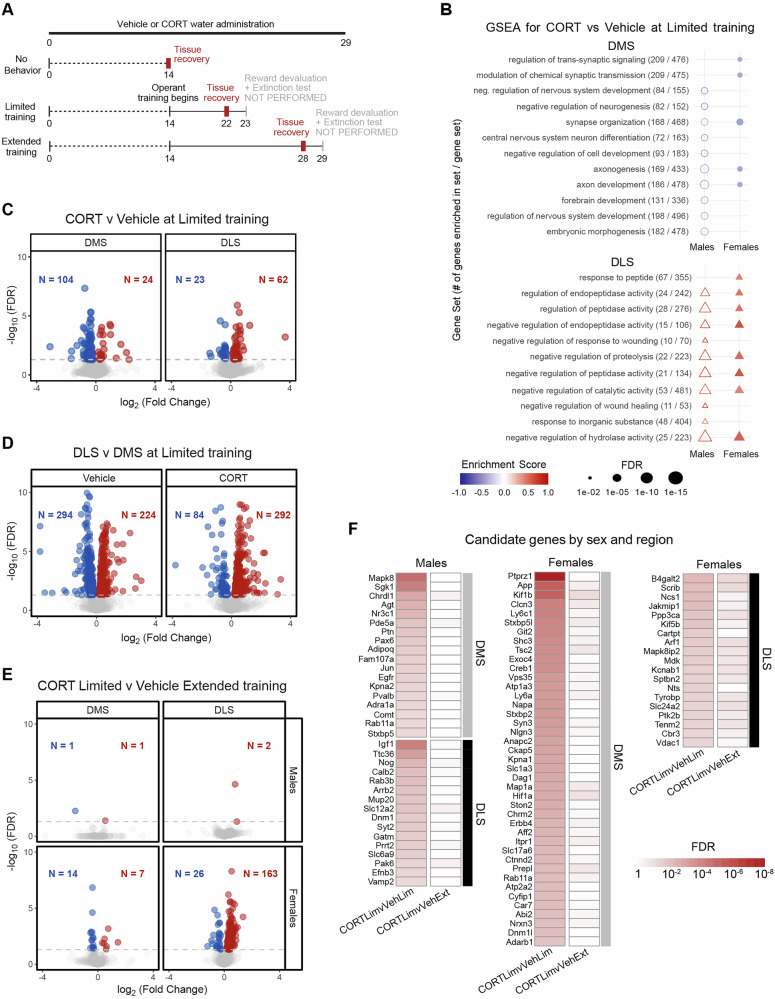
Dorsal striatum plasticity gene expression signatures during the CORT-accelerated loss of behavioral flexibility. **A** Behavioral timeline for tissue recovery from No Behavior, Limited training, and Extended training time points. **B** A gene set enrichment analysis (GSEA) based on all differential gene expression was performed for CORT versus vehicle groups after limited training. An independent GSEA was performed for each sex and brain region combination (*n* = 3/sex/region/treatment/training). The top ten GSEA terms by false discovery rate (FDR; Benjamini-Hochberg adjusted *p*-value) are shown for each combination of sex and brain region. The enrichment score is a scaling of the relative enrichment (red) or de-enrichment (blue) of a gene set term. Selection criteria included the top ten regulation terms per sex and region combination that have an FDR < 0.05. DLS terms were positively enriched for cellular activity regulation terms. DMS terms were negatively enriched for plasticity-related terms. See Fig. S5 for tissue recovery locations and Fig. S6 RNAseq principal component analyses. **C**–**E** Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance cutoff (horizontal line at FDR = 0.05). Pearson’s Chi-squared tests are performed for DEGs from each comparison (Tables S6–S8). **C** Differential gene expression from CORT versus vehicle groups produces a decrease in plasticity gene expression in the DMS and an increase in plasticity gene expression in the DLS. See Fig. S10 for detailed volcano plots and Fig. S11 for unique or overlapping DEGs. **D** Differential gene expression from DLS versus DMS groups produces similar amounts of up- and downregulated genes in vehicle groups, and produces less downregulation and more upregulation in CORT-treated groups. See Fig. S12 for detailed volcano plots and Fig. S13 for unique and overlapping DEGs. **E** Differential gene expression from CORT-limited versus vehicle-extended groups produces low differences in male DMS and DLS plasticity gene expression, while producing higher differences in female DMS and DLS plasticity gene expression. See Fig. S15 for detailed volcano plots and Fig. S16 for unique and overlapping DEGs. **F** Candidate genes by sex and region were determined by comparing the p.adjust values from the differential expression (DESeq2) of the CORT-limited training versus vehicle-limited training groups (CORTLimvVehLim) against the false discovery rate (FDR) values from the CORT-limited training versus vehicle-extended training groups (CORTLimvVehExt). Genes that were changed in the CORTLimvVehLim comparison (FDR < 0.05) and were also not changed in the CORTLimvVehExt comparison (FDR > 0.05) are shown.

To test our hypothesis on plasticity-related gene expression in the DMS, we applied three bioinformatic approaches to agnostically identify functional terms associated with all DEGs for CORT versus vehicle groups (sex-, brain region-, and training duration-matched): gene set enrichment analysis (GSEA), weighted gene co-expression network analysis (WGCNA), and Mouse Pathway-level Information Extractor Model (MousiPLIER) [54, 55]. GSEA found that CORT decreased enrichment for synapse organization, axon development, and other plasticity-related gene sets in the DMS, but not in the DLS, following limited training compared to vehicle (Fig. 2B). Similarly, WGCNA found enrichment of plasticity terms in the DMS between CORT and vehicle-limited training groups (Fig. S8A–D). WGCNA additionally identified differential enrichment of alternative splicing, metabolic pathways, and glial cell functions in response to CORT and operant conditioning, highlighting non-neuronal adaptations to these stimuli and potentially to behavioral and molecular outputs.

To further test the non-neuronal adaptations to CORT and operant conditioning, we applied MousiPLIER, a machine learning approach to identify latent variables related to immune and inflammatory cell functions [55]. We tested CORT treatment against vehicle groups and identified gene networks implicated in metabolism, intracellular signaling cascades, and alternative splicing that were differentially activated by CORT treatment (Fig. S9). MousiPLIER further identified non-neuronal cell-types, such as microglia, cycling basal cells, and vascular endothelial cells, differentially activated via CORT treatment, confirming that plasticity-related activity is only one component of CORT-accelerated molecular phenomenology, and non-neuronal cell types contribute to molecular changes in the dorsal striatum (Fig. S9). For the purpose of this study, we will predominantly expand on plasticity-related functions. However, there remains a wealth of discovery regarding non-plasticity functional changes and differential activity across non-neuronal cell types.

To deepen our understanding of decreased plasticity-related gene set enrichment in the DMS, we next examined gene expression at the individual gene level. Using an approach orthogonal to GSEA, we defined a list of 1157 plasticity-related genes included in the gene ontology (GO) terms, “synaptic signaling” (GO:0099536/2023-07-25) and “cognition” (GO:0050890/2023-07-25). We selected these GO terms because they are enriched in both our dataset and in a meta-analysis of stress-regulated gene expression across behavioral paradigms [56]. We focus on differential plasticity related gene expression between the DMS and DLS, to complement the known physiological transition from DMS to DLS activity during extended training [57]. We aimed to complement these findings by capturing some of the molecular adaptations of these regions that are known to regulate action strategy.

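In the male DMS after limited training, 209 of the 23395 features tested differed between CORT and vehicle (limma, FDR 0.05, 3 libraries per group), of which 203 were lower and 6 higher with CORT. In the female DMS, 319 features differed, of which 20 were lower and 299 higher. Sample quality weights moved these counts most, to 3453 and 2779. With each contrast adjusted on its own, the counts were 17 in the male DMS and 338 in the female DMS. With only the libraries compared in the model, they were 21 and 70. The male DMS count thus depended on the joint adjustment with the other contrasts. With median-of-ratios scaling, 16 features were lower and 15 higher in the male DMS, and 218 lower and 339 higher in the female DMS. Over all features, the median log2 fold change on the TPM scale was -0.20 in the male DMS and 0.01 in the female DMS, and scaling set both to 0. With both sexes in 1 model and sex as a covariate (6 libraries per treatment), 955 features were lower and 86 higher in the DMS, against 318 and 350 after scaling. With the replicate number as a block, 286 features differed with both sexes together. The male DMS count depended on single libraries, from 33 features without limited training male DMS CORT replicate 1 to 464 without replicate 2 of that group.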

In CORT versus vehicle groups, we found that chronic CORT downregulated expression of plasticity-related genes following limited training in the DMS (Fig. S10A), in concordance with the GSEA outcomes (Fig. 2B). 

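In the male DLS after limited training, 13 features differed between CORT and vehicle (limma, FDR 0.05), 7 lower and 6 higher with CORT, and in the female DLS 642 differed, 2 lower and 640 higher. After median-of-ratios scaling, 9 were lower and 12 higher in the male DLS, and 195 lower and 224 higher in the female DLS. The median log2 fold change over all features in the female DLS was 0.12 on the TPM scale and -0.01 after scaling. Both sexes together gave 0 changed features in the DLS with limma (2676 at an unadjusted p under 0.05), and 5 after scaling. Without limited training female DLS vehicle replicate 2 the female DLS count was 101, and without limited training male DLS CORT replicate 3 the male DLS count was 51.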

Next, we measured the expression of plasticity-related genes in the DLS, finding that chronic CORT increased plasticity gene expression in this region compared to vehicle (Figs. 2C; Table S6; and S10B). Specifically, in the DLS, CORT upregulated ~3x more plasticity genes than it downregulated; while in the DMS, CORT downregulated ~4x more plasticity genes than it upregulated (Fig. 2C and Table S6). Additionally, the vast majority of these DEGs were unique by sex and region (Figs. 2C and S11A, B). This ratio of CORT-influenced subregion-specific differential expression in DMS and DLS persisted into extended training (Fig. S10C, D). 

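Summed over the sexes, 223 calls were lower and 305 higher with CORT in the DMS, and 9 were lower and 646 higher in the DLS (limma on log2(TPM + 0.5), all features). With median-of-ratios scaling, 234 calls were lower and 354 higher in the DMS, and 204 lower and 236 higher in the DLS. From the opposite balance of plasticity genes in the regions, the paper concludes that CORT lowers plasticity gene expression in the DMS and raises it in the DLS.

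**Figure D2:**
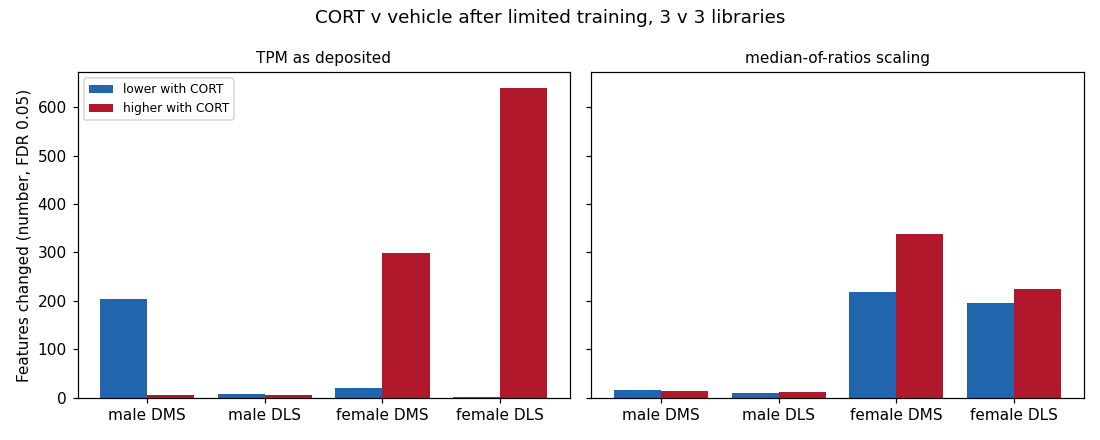
Number of features lower (blue) and higher (red) with CORT than with vehicle after limited training at an FDR of 0.05, for each sex and region with 3 libraries per group, from TPM as deposited (left) and after median-of-ratios scaling (right). On the TPM scale the calls of the male DMS are mostly lower (203 of 209) and those of the female DLS mostly higher (640 of 642), and after scaling neither is mostly in one direction.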

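Of the 1164 features that differed between CORT and vehicle after limited training in at least 1 combination of sex and region, 1145 (98.4%) differed in exactly 1, and after median-of-ratios scaling 970 of 999 (97.1%). Only 2 features were shared between the sexes in the DMS and 1 in the DLS. A call in one group and not in another does not by itself show that the groups differ, so the difference between the CORT effects was tested as an interaction in the same limma model. The CORT effect differed between the regions for 48 features in males and 411 in females, and between the sexes for 28 features in the DMS and 64 in the DLS. Of the features called in 1 region only, the difference between regions was called for 5 of 222 in males and 297 of 957 in females. Of those called in 1 sex only, the difference between sexes was called for 22 of 524 in the DMS and 57 of 653 in the DLS. After scaling, the 4 interaction counts were 86, 1050, 8 and 67. Adjusted per contrast, they were 0 (limma, 2202 at an unadjusted p under 0.05), 985, 1 and 244. With 1 library left out, they fell as low as 9, 41, 2 and 1. Of 100 splits of treatment, 76 gave as many calls as the real one for the region difference in males. For the sex difference in the DMS, 7 did. Chance cannot be excluded for these. Of the 48 features in males, 4 belonged to the set of 18 that followed PC2, as did 15 of the 86 in males and 7 of the 1050 in females after scaling.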

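After extended training, 28 features were lower and 48 higher with CORT than with vehicle in the male DMS, 12 lower and 125 higher in the male DLS, 94 lower and 739 higher in the female DMS, and 8 lower and 1592 higher in the female DLS (limma, FDR 0.05). With median-of-ratios scaling the numbers lower and higher were 27 and 17 in the male DMS, 53 and 76 in the male DLS, 192 and 174 in the female DMS, and 169 and 227 in the female DLS. The male DMS count was 3 with each contrast adjusted on its own and 1341 with sample quality weights. Features called after both limited and extended training numbered 2 in the male DMS, each with opposite directions after the 2 trainings, 0 in the male DLS, 91 in the female DMS, of which 91 were in the same direction, and 402 in the female DLS, of which 401 were in the same direction. After scaling they numbered 1, 0, 74 and 134, of which 1, 0, 74 and 133 were in the same direction. The female DMS count was 276 without extended training female DMS vehicle replicate 2, the library with the highest share of TPM in its 10 most abundant features, and 2530 without replicate 3 of that group.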

When comparing DLS versus DMS plasticity gene expression, CORT downregulated plasticity DEGs and upregulated greater DEGs compared to vehicle following limited training (Figs. 2D; Table S7; and S12A, B and Table S7), and these changes persisted through extended training (Fig. S12C, D). 

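Between DLS and DMS after limited training, 1838 features were lower and 257 higher in the DLS of vehicle males and 489 lower and 406 higher in CORT males, while vehicle females had 6005 lower and 110 higher and CORT females 2386 lower and 151 higher (limma, FDR 0.05). After median-of-ratios scaling the calls were close to balanced, with 886 lower and 920 higher in vehicle males, 740 and 723 in CORT males, 1735 and 1569 in vehicle females, and 1349 and 1181 in CORT females. On the TPM scale the median log2 fold change over all features was -0.15 in vehicle males, 0.00 in CORT males, -0.25 in vehicle females and -0.15 in CORT females. After extended training, 3033 features were lower and 168 higher in vehicle males, 1619 and 152 in CORT males, 2891 and 259 in vehicle females, and 2063 and 396 in CORT females. Sample quality weights gave 9626 features in extended training vehicle females, against 3150, and 771 in vehicle males, against 3201. With only the libraries compared in the model, there were 135 in extended training vehicle females and 269 in vehicle males. With scaling the numbers after extended training became 1576 and 1959, 755 and 902, 1496 and 1591, and 1562 and 1650. The 18 features that followed PC2 were all among those lower in the DLS of vehicle-limited males, vehicle-limited females and CORT-extended females, and none was called in the CORT-limited groups.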

The number of unique and overlapping DEGs was somewhat similar by sex and treatment (Figs. 2D; Table S7; and S13A, B). GSEA of these data highlighted subregion-specific or overlapping functional pathways among males or females (Fig. S13C). Together, these analyses support our hypothesis that chronic CORT reduces DMS plasticity gene expression while increasing DLS plasticity gene expression following limited training compared to vehicle groups.

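Among the features that differed between DLS and DMS after limited training, 1699 were called in vehicle males only, 396 in vehicle and CORT males, all in the same direction, and 499 in CORT males only. In females, 5047 were called with vehicle only, 1068 with both treatments and 1469 with CORT only. Between the sexes, 1435 features were called in vehicle males and vehicle females, of which 1434 had the same direction, and 402 in CORT males and CORT females. With median-of-ratios scaling, the features called with both treatments numbered 604 in males and 706 in females, and those called in both sexes 903 with vehicle and 695 with CORT.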

We found that the loss of behavioral flexibility following extended training was recapitulated by CORT treatment following limited training (Fig. 1E, F). Additionally, when comparing vehicle-extended to vehicle-limited training groups, GSEA found reductions in plasticity gene set enrichment in the DMS (Fig. S14A) with greater reduction in plasticity gene expression in the female DMS (Fig. S14B). 

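Between vehicle-extended and vehicle-limited training, 10 features were lower and 15 higher after extended training in the male DMS, 78 lower and 5 higher in the male DLS, 503 lower and 6 higher in the female DMS, and 23 lower and 4 higher in the female DLS (limma, FDR 0.05). After median-of-ratios scaling, 4 were lower and 11 higher in the male DMS, 14 and 27 in the male DLS, 69 and 35 in the female DMS, and 11 and 13 in the female DLS. The median log2 fold change over all features in the female DMS was -0.15 on the TPM scale. The male DMS count of 25 became 1317 with sample quality weights and 0 with each contrast adjusted on its own (limma, 1988 at an unadjusted p under 0.05). The counts depended on single libraries. In the male DLS, limma called 17 features without extended training male DLS vehicle replicate 2 and 1915 without replicate 3 of that group. In the female DMS, without extended training female DMS vehicle replicate 2 limma called 0 features (2680 at an unadjusted p under 0.05), without limited training female DMS vehicle replicate 3 it called 1 and without replicate 1 of that group 7, while it called 3136 without extended training female DMS vehicle replicate 1 and 1932 without replicate 3 of that group.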

We thus tested the hypothesis that plasticity gene expression during vehicle-extended training was recapitulated during CORT-limited training in males. Indeed, CORT-limited versus vehicle-extended gene expression in males showed almost no differential gene expression (Figs. 2E; Table S8; and S15A, B). 

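Between CORT-limited and vehicle-extended males, 33 features were lower and 13 higher with CORT-limited training in the DMS, and 17 lower and 101 higher in the DLS (limma, FDR 0.05). Scaling by median of ratios gave 8 lower and 12 higher in the DMS and 82 lower and 61 higher in the DLS. When each contrast was adjusted on its own instead of with the female contrasts, 0 features differed in either region of males (1284 in the DMS and 2516 in the DLS at an unadjusted p under 0.05). With 1 library left out, the count lay between 39 and 93 in the DMS, and in the DLS it was 30 without extended training male DLS vehicle replicate 2 and 1580 without replicate 3 of that group.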

Alternatively, in females, gene expression differed between CORT-limited training and vehicle-extended training and was unique by region (Figs. 2E; Table S8; S15C, D; and S16A, B and Table S8). These results suggest that plasticity-related gene expression during vehicle-extended training is recapitulated by limited training with CORT in male, but not female, mice (Fig. S17A–D).

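In females, 23 features were lower and 1173 higher in CORT-limited than in vehicle-extended DMS, and 14 lower and 2523 higher in the DLS (limma, FDR 0.05). After median-of-ratios scaling, 91 were lower and 144 higher in the DMS and 248 lower and 533 higher in the DLS. Of the features called in either region of females, 91.6% were called in 1 region and 289 in both, and after scaling 98.6% in 1 region and 14 in both. With 1 library left out, the female DMS count lay between 207 (extended training female DMS vehicle replicate 2) and 3322 (replicate 3 of that group), and the female DLS count between 1041 and 1755. The difference between the male and female contrasts was not tested. The paper found few plasticity DEGs in males and more in females. Its Fig. S17 also reports that fold changes of DEGs with CORT and with training correlated strongly in males only. From these results the paper proposes that CORT with limited training recapitulates vehicle-extended expression in males but not females.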

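The log2 fold changes of CORT-limited against vehicle-limited and of vehicle-extended against vehicle-limited were correlated across the 23395 features, which are not independent replicates. The paper's Fig. S17 made this correlation for DEGs, so the values here are not the same measure. Pearson's r was 0.668 in the male DMS, 0.586 in the male DLS, 0.607 in the female DMS and 0.472 in the female DLS, and Spearman's rho was 0.628, 0.496, 0.567 and 0.242. Both contrasts subtract the same vehicle-limited libraries, which produces a positive correlation with no effect at all. In 100 simulations of unchanged groups against shared controls, r had a median of 0.495 and 95% of values lay between 0.300 and 0.658, so only the male DMS was above that range. The male DMS value was 0.641 after median-of-ratios scaling, 0.641 without the 18 features that followed PC2 and 0.727 with features of a mean log2 above 1. With 1 library left out it lay between 0.567 (limited training male DMS CORT replicate 1) and 0.727 (limited training male DMS vehicle replicate 2). The range was simulated only for all features on the TPM scale with 3 libraries per group. With the vehicle-limited libraries split so that the contrasts shared none, the median r over the splits was 0.266 in the male DMS (0.228 to 0.312), 0.213 in the male DLS (0.188 to 0.267), 0.266 in the female DMS (0.168 to 0.301) and 0.149 in the female DLS (0.065 to 0.160), against a simulated range from -0.290 to 0.203.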

We next defined a set of high-confidence candidate genes that may be driving the CORT-accelerated loss of behavioral flexibility. We compiled a list of differentially expressed plasticity genes due to CORT by comparing CORT-limited training versus vehicle-limited training groups (CORTLimvVehLim). We then identified which of those plasticity genes were no longer differentially expressed when behavioral flexibility was lost in both groups (CORTLimvVehExt) (Fig. 2F). This analysis provides the first list of candidate genes for CORT-influenced gene regulation in male and female DMS and DLS, which suggests distinct gene expression responses to CORT and training by sex and region.

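The same 2-step selection was applied to all features. Of the features that differed between CORT-limited and vehicle-limited training, 203 of 209 in the male DMS, 12 of 13 in the male DLS, 178 of 319 in the female DMS and 84 of 642 in the female DLS were no longer called between CORT-limited and vehicle-extended training (limma, FDR 0.05). Of these, 75 in the male DMS, 6 in the male DLS, 104 in the female DMS and 72 in the female DLS still differed from vehicle-extended training in the same direction at an unadjusted p under 0.05. Sample quality weights moved the male DLS number most, to 907. With median-of-ratios scaling the selection gave 28, 20, 493 and 202 features. No feature of the set of 18 that followed PC2 was selected.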

### Alternative splicing signatures during the loss of behavioral flexibility

Similar to gene expression, we hypothesized that CORT and training regulated differential alternative splicing in a region-specific manner during the loss of behavioral flexibility. Alternative splicing is an activity-dependent process that regulates transcript isoform abundance and produces functional protein differences such as differential stability, localization, binding properties, or enzymatic activity [58, 59]. Importantly, neuronal activation regulates distinct genes by either differential alternative splicing or differential expression, requiring distinct bioinformatic analyses [45, 60, 61]. We first quantified alternative splicing events in each region, sex, and treatment condition. Next, we measured alternative splicing of plasticity-related genes as defined above. Critically, we found that plasticity-related genes were regulated by either differential expression or alternative splicing across sex and region (Fig. 3A), such that distinct sets of plasticity genes are regulated at the level of total mRNA or the ratio of distinct isoforms.

**Fig. 3:**
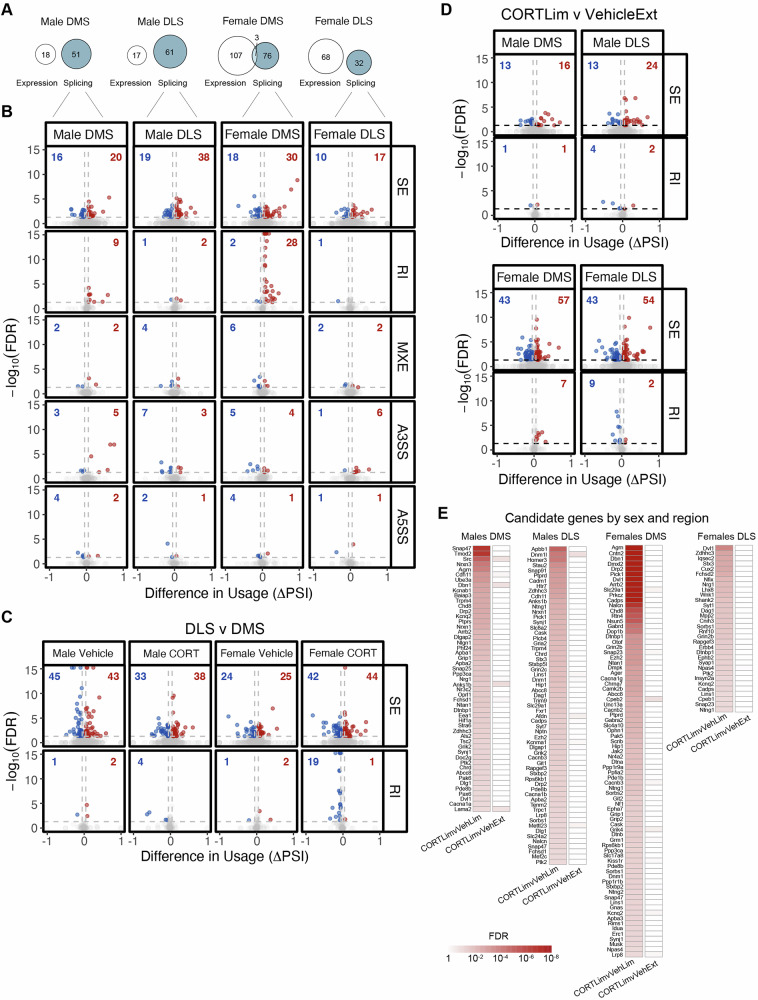
Alternative splicing signatures during the loss of behavioral flexibility. **A** 1157 genes were selected as plasticity-related genes from gene ontology terms: “synaptic signaling” and “cognition”. Of these genes, differential gene expression and differential splice events took place in distinct sets of plasticity genes across sex and region when comparing CORT versus vehicle groups following limited training. **B** CORT administration increased or decreased the number of spliced exons (SEs) inclusions among plasticity genes following limited training. CORT administration increased the number of retained introns (RIs) in the DMS following limited training. There was no established trend for differences in mutually exclusive exons (MXE), alternative 3’ splice site (A3SS), or alternative 5’ splice site (A5SS). See Fig. S18 for relative proportions of SEs, RIs, MXEs, A5SSs, and A3SSs. See Fig. S19 for a gene set enrichment analysis (GSEA) of all differential splice events. **C** Differential inclusion of plasticity gene SEs was the largest difference between DLS and DMS across sex and treatment. The DLS had increased RIs in vehicle females, and the DLS had decreased RIs in male and female CORT groups. **D** There were considerable differences in SEs when comparing CORT-limited training to vehicle-extended groups. Additionally, the female DLS had fewer included RIs, and the female DMS had more included RIs when comparing CORT-limited training to vehicle-extended groups. The male DLS and DMS had relatively low changes in RIs by the same comparison. **E** Candidate genes by sex and region were determined by comparing the false discovery rate (FDR) values from the splice event difference in usage false discovery rate (FDR) of the CORT-limited training versus vehicle-limited training groups (CORTLimvVehLim) against the p.adjust values from the CORT-limited training versus vehicle-extended training groups (CORTLimvVehExt). Genes that were changed in the CORTLimvVehLim comparison (FDR < 0.05) and were also not changed in the CORTLimvVehExt comparison (FDR > 0.05) are shown.

Given that we observed region and sex-specific alternative splicing regulation of plasticity genes when comparing vehicle-extended training to vehicle-limited training (Fig. S14C), we hypothesized that CORT regulates alternative splicing of plasticity-related genes. We quantified five types of alternative splicing events (skipped exon, SE, retained intron, RI, mutually exclusive exon, MXE, alternative 3′ splice site, A3SS, or alternative 5′ splice site, A5SS) in CORT versus vehicle groups following limited training across. Among plasticity-related genes, alternative SEs exhibited the greatest number of differential splicing events between CORT and vehicle groups following limited training, while the number of differential RI events was particularly distinct among DMS groups (Figs. 3B and S18). Interestingly, GSEA analysis revealed sex- and region-specific term enrichment, and possible cell-type differences, across all alternatively spliced genes (Fig. S19). Comparing sex- and treatment-matched DLS versus DMS groups further suggested SEs were the most commonly disrupted splice event following limited training (Fig. 3C). When comparing DLS versus DMS splice events, CORT treatment also produced a female-DLS-specific decrease (or female-DMS-specific increase) in RIs at the same limited training time point (Fig. 3C). Our analyses suggest that SEs in the DMS and DLS are sensitive to CORT in both sexes, while RIs in the female DMS and DLS are more sensitive to CORT than in males.

Similar to differential expression (Fig. 2E), we hypothesized that alternative splicing of plasticity-related genes during extended training was recapitulated during CORT-limited training. When comparing CORTLimvVehExt training, we found both increased and decreased inclusion SEs in the DMS and DLS (Fig. 3D). There were differential alternative RI events in the DMS and DLS in females, but not males (Fig. 3D). Our analyses demonstrated that CORT, directly and/or indirectly, regulated total transcript levels or alternative splicing of distinct sets of plasticity-related genes following limited training.

We similarly sought to identify high-confidence candidate genes whose alternative splicing was influenced by CORT and may be driving the loss of behavioral flexibility. We used a similar approach to Fig. 2F to identify which plasticity genes were differentially spliced due to CORT at limited training (CORTLimvVehLim) and no longer differentially expressed when comparing behaviorally inflexible groups (CORTLimvVehExt) (Fig. 3E). This analysis provides the first list of candidate genes for direct and/or indirect CORT-influenced alternative splicing in male and female DMS and DLS. We find a greater number of commonly alternatively spliced genes across sex and region in response to CORT and training compared to the uniqueness of the differential expression candidates (Fig. 2E).

### Sex- and region-specific contributions of H3K9ac to gene regulation during the CORT-accelerated loss of behavioral flexibility

Given our findings of CORT-accelerated loss of behavioral flexibility in male and female mice correlating to altered plasticity gene expression, we next examined CORT-mediated chromatin regulation as a potential adaptation at plasticity-related genes. Acute GR activation recruits CREB-binding protein and p300 acetyltransferase to glucocorticoid response elements and increases global histone 3 lysine 9 acetylation (H3K9ac) enrichment in vitro [62, 63], while chronic restraint stress reduces H3K9ac enrichment in mouse hippocampus [64]. Therefore, we hypothesized that GR activation via chronic CORT administration is sufficient to decrease global H3K9ac in mouse DMS and DLS. We measured global H3K9ac by ChIP-sequencing following limited training with CORT or vehicle in the DMS and DLS of the same mice from which we performed RNA-sequencing. We found H3K9ac enrichment in promoter, intragenic, and intergenic regions (Fig. 4A). Given the relevance of promoter H3K9ac enrichment to gene expression, we restricted H3K9ac peak calling to promoter regions ± 3 kb from the transcription start site. Using aggregated H3K9ac promoter signal across all genes with called peaks, we compared CORTLimvVehLim training groups and found that chronic CORT decreased gene promoter H3K9ac enrichment globally compared to vehicle groups (Fig. 4B–E), as expected.

**Fig. 4:**
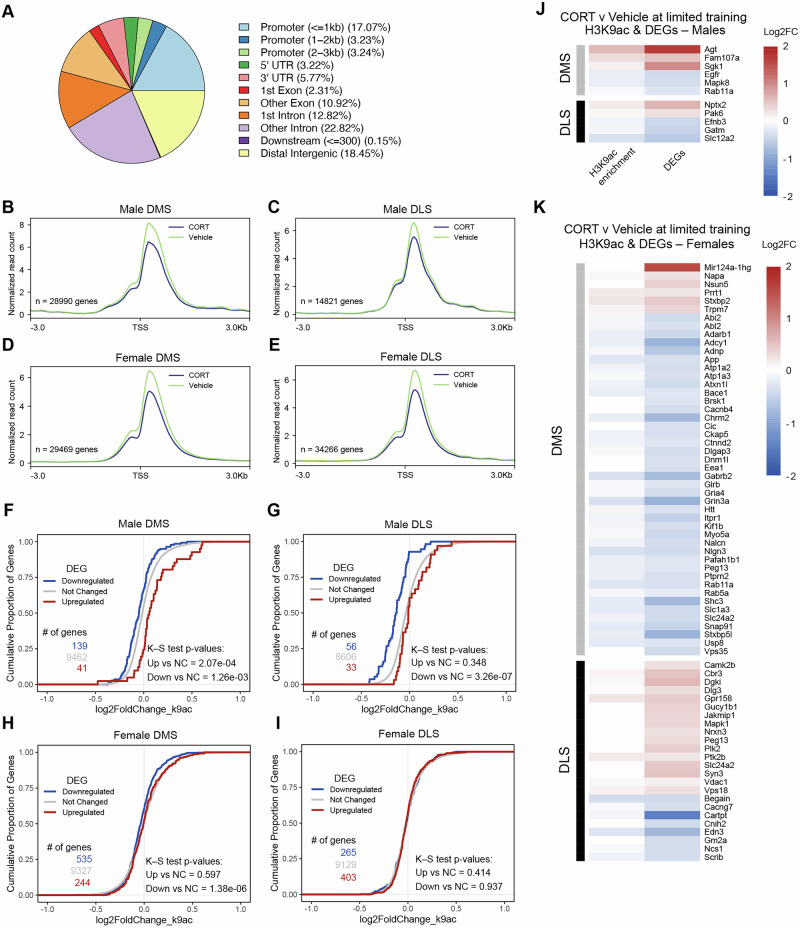
Sex- and region-specific contributions of H3K9ac to gene regulation during the CORT-accelerated loss of behavioral flexibility. **A** H3K9ac enrichment distribution across all sample genomes (*n* = 3/sex/region/treatment/training). **B**–**E** H3K9ac enrichment signal around the transcription start site (TSS). CORT produces a global deenrichment of H3K9ac signal at all gene promoters centered around transcription start sites ± 3 kb for male and female DMS and DLS. **F**–**I** Empirical cumulative distribution function (ECDF) of relative H3K9ac enrichment across the cumulative proportion of genes among differentially expressed genes (DEGs) for male and female DMS and DLS when comparing CORT versus vehicle groups. A leftward shift denotes reduced H3K9ac enrichment, while a rightward shift denotes increased H3K9ac enrichment. Kolmogorov-Smirnov tests are used to test the cumulative H3K9ac enrichment between upregulated (Up) or downregulated (Down) DEGs against genes that were not changed (NC). See Fig. S20 for the additional time points. **J**, **K** H3K9ac enrichment and deenrichment magnitude correlate with unique differentially expressed plasticity genes in male and female DMS and DLS.

Given our findings of region-specific differences in gene expression due to CORT administration (Fig. 2B–F), we further hypothesized that CORT differentially enriched H3K9ac relevant to differential gene expression, in a brain region-specific manner, following limited training. Differential H3K9ac enrichment analysis was performed between chronic CORT and vehicle groups disaggregated by sex and brain region to obtain log2 fold-change values for H3K9ac enrichment across all differentially expressed genes. In CORT treated tissue, H3K9ac was deenriched at downregulated DEGs in male DMS, male DLS, and female DMS (Fig. 4F–I). H3K9ac was enriched at upregulated DEGs only in the male DMS (Fig. 4F). Sex and region specific correlations between H3K9ac and DEGs were also found in behavior-naive and extended training timepoints (Fig. S20A–H).

We next measured the relationship between CORT-induced differential H3K9ac enrichment and plasticity gene expression. Heatmaps were generated for plasticity DEGs from CORT versus vehicle comparisons that exhibited increased H3K9ac enrichment and increased differential gene expression, or decreased H3K9ac enrichment and decreased differential gene expression. Gene expression and promoter H3K9ac signal of plasticity-related genes following CORT treatment at limited training were unique by sex and subregion (Fig. 4J, K), providing a list of plasticity genes whose expression is potentially regulated by dynamic H3K9ac in response to CORT and training. Taken together, our data supported the hypothesis that differential gene expression positively correlates with H3K9ac in the DMS, suggesting region-specific differences in chromatin regulation due to chronic CORT treatment.

## Discussion

The present study found that CORT accelerates reward value insensitivity after limited operant conditioning in male and female mice, a time point when value-based flexible decision making would normally occur (Fig. S21). We established that CORT is necessary for accelerating the transition to behavioral inflexibility and is reversible by mifepristone. Our findings build on prior studies in male rodents, in which chronic stress or CORT induces a loss of flexible decision-making [13, 18, 19], manifesting as reward value insensitivity [25–27]. CORT-accelerated reward devaluation may reflect diminished positive valence of rewards [27, 65–67]. And indeed, we found that chronic CORT reduced overall reward seeking while interfering with reward devaluation and accelerating the transition to inflexible behavior.

We sought to identify molecular mechanisms implicated in the transition to inflexible behavior. We found that the transition from limited to extended training was sufficient to reduce plasticity-related gene expression in the DMS. Remarkably, we found that CORT and limited training synergized to decrease plasticity-related gene expression in the DMS and increase this in the DLS. Importantly, when comparing both behaviorally inflexible (CORT-limited to vehicle-extended) groups, we find that males exhibit very similar differential expression while females exhibit unique differential expression. Therefore, CORT accelerated the onset of similar plasticity gene expression changes in males, while unique plasticity genes were regulated by the natural or CORT-accelerated shift to inflexible behavior in females. Additionally, our findings support dorsal striatal subregion-specific sensitivity to CORT and resulting activity patterns [68–70], and now contextualizes these as sex-specific as well.

Other groups report similar sex-specific molecular phenomena concurrent with behavioral similarities [71]. For example, CORT-release pellet implantation in mice disrupts reward-seeking behaviors by decreasing dopamine reuptake in male DMS and reducing total dopamine levels in female DMS [71]. Further characterization of candidate genes from our differential expression analysis exemplifies sex-specific cellular and molecular responses to the same stimuli while maintaining expected behavioral outcomes. For instance, in male DMS, there is a decrease in mitogen activated protein kinase 8 (Mapk8), while female DMS exhibits decreased cAMP response element binding protein 1 (Creb1). Mapk8 is a stress activated protein that controls phosphorylation of T-SNARE protein and neurotransmitter vesicle release, which subsequently modulates dopaminergic cell activity [72, 73]. Meanwhile, Creb1 is a transcription factor canonically implicated with learning and memory by promoting neurotrophic factors and modulating synaptic architecture [74]. These differences in neuronal responses contribute to synaptic plasticity through different modalities, but interestingly, the aggregate response across the unique plasticity DEGs still facilitates behavioral inflexibility.

Our MousiPLIER results and candidate genes also highlight the potential for sex- and subregion-specific non-neuronal adaptations that may contribute to CORT-altered plasticity. For instance, male DMS also exhibited decreased chordin-like 1 (Chrdl1) protein, while female DMS exhibited decreased protein tyrosine phosphatase receptor type z1 (Ptprz1). Chrdl1 is released by astrocytes to promote the maturation of neuronal connections via GluA2 AMPA receptors and a net reduction in synaptic kinetics [75]. Meanwhile, Ptprz1 is implicated in astrocyte and oligodendrocyte cell maturation and regulation of myelination[76, 77]. Again, these adaptations were found to be unique by sex and subregion, and highlight unique biological strategies for adaptation to stress and learning among non-neuronal cells in the brain. Future studies should explore this potential for non-neuronal cells and pathways outside of canonical plasticity functions to influence both morphology- and circuit-level neuronal adaptation.

The role of CORT in driving neuronal plasticity relevant to inflexible behavior is supported by previous studies in which stress or CORT increases dendritic density and complexity of DLS neurons [18, 78] and DLS-dependent learning [79, 80]. Alternatively, DMS loss-of-function enhances DLS-guided behavior acquisition [10, 81, 82], and stress reduces dendritic arbor complexity and plasticity in the DMS [18]. Although CORT-limited and vehicle-extended groups both exhibit behavioral inflexibility, it remains to be seen whether the plasticity-related gene expression changes due to CORT-limited or vehicle-extended training directly constitute similar morphological changes in the DMS and DLS. Future studies should interrogate whether these overlapping or unique plasticity gene events constitute similar or unique morphology, dendritic complexity, or circuit-level activity. The current study offers subregion-specific gene-regulatory insights into the canonical transition between DMS- and DLS-guided behavior, in the presence or absence of CORT. One limitation is that our findings reflect the interaction effects of operant learning and chronic CORT on behavioral and molecular outputs. Future studies should additionally evaluate how additional regions that contribute to inflexible behaviors —such as the amygdala [20, 83] and prefrontal cortex [84, 85]—modify their cell-type specific plasticity gene expression in response to CORT or operant conditioning.

Regarding mechanisms by which CORT regulates gene expression, we considered that chronic stress desensitizes neuronal GR and reduces downstream gene expression in the prefrontal cortex and hippocampus [86, 87]. Our chronic CORT treatment also led to a global deenrichment of H3K9ac at DMS and DLS gene promoters following operant conditioning [64]. Our findings of CORT-reduced H3K9ac enrichment may be due to GR desensitization, which would be the first evidence for striatal-specific GR desensitization following chronic CORT. Alternatively, our chronic CORT may not desensitize GR in vivo, and downstream GR signaling from CORT treatment may be sufficient for the molecular changes observed. A limitation of our experimental design was only producing a chronic CORT state; future studies should consider the effects of acute CORT on operant and molecular outputs.

This study is the first to include both male and female mice in a study of CORT-accelerated behavioral inflexibility. We found very few DEGs between CORT-limited training and vehicle-extended training males, suggesting a single set of DEGs to promote inflexible behavior downstream of either extended or CORT-limited training. CORT may bring these gene expression patterns online earlier to produce inflexible decision-making phenotypes. It is also possible that CORT produces unique gene expression, particularly in females, that is not present during the natural shift to inflexible behavior but contributes to accelerated inflexible behaviors. Gene expression in both male and female mice was unique and displayed subregion- and treatment-specific activity patterns that correspond to loss of behavioral flexibility. Yet we found a high number of female-specific CORT-driven DEGs, SEs, and RI events, and correlated H3K9ac/DEG enrichment loci, suggesting that females use overlapping, but distinct, gene expression pathways downstream of extended or CORT-limited training to drive inflexible behavior.

Beyond gene expression, we examined alternative splicing, which regulates >95% of expressed genes in neurons [58, 59]. Critically, activity-dependent alternative splicing profiles are distinct from DEG profiles, yet few studies examine both modes of gene expression [60]. We found that plasticity genes are either differentially expressed or differentially spliced due to chronic CORT. SEs were the most commonly altered splicing event, which can influence transcript diversity and protein function [58]. Additionally, increased RIs in the DMS have the dual capacity to predispose transcripts for degradation, reducing expression [88] or increasing the proportion of nuclear-retained mRNA poised for export and translation under neuronal stimulation [89, 90]. As such, the repressed DMS activity we found during the transition to inflexible behavior may reflect both reduced gene expression and potentially increased degradation of plasticity-related mRNA transcripts due to changes in retained intron proportions. Future studies should consider the molecular impact of GR antagonism as potentially protective against stress- or CORT-induced gene expression changes.

In sum, we discovered that DMS repression and DLS upregulation of synaptic plasticity gene expression accompany the natural and CORT-accelerated loss of behavioral flexibility in male and female mice. Our results support striatal subregion and sex-specific contributions to flexible decision-making via differential gene expression, alternative splicing, and permissive chromatin. Future endeavors should consider sex- and region-specific profiling of GR transcription factor binding or other chromatin modifications that may contribute to chronic stress-potentiated gene dysregulation and behavioral outcomes.

## Supplementary information

Supplemental Materials

Table S2

Table S3

Table S4

Table S5

Table S8

Dataset 1

Dataset 2

## Data Availability

The datasets used and analysed during the current study are available on Gene Expression Omnibus (GEO#: GSE312440), and code is available on GitHub (https://github.com/HellerLAbeats). Additional data are available from the corresponding author on reasonable request. Detailed methods are described in the supplemental materials.

# Supplementary material for: Corticosterone accelerates behavioral inflexibility via plasticity-related gene expression in the dorsal striatum
**Source:** Neuropsychopharmacology. 2025 Dec 9;51(3):588–603. doi: 10.1038/s41386-025-02293-y
**Supplement:** Supplementary file 1 — Supplemental Materials

## Supplemental Materials and Methods

### Corticosterone and Mifepristone water administration

Corticosterone (CORT) (Sigma Aldrich, C2505, St. Louis, MO) and mifepristone (MIF) (Sigma-Aldrich, M8046) were dissolved in 100% molecular grade ethanol and then added to autoclaved mouse drinking water, such that the ultimate ethanol concentration was 1%. Vehicle-treated groups received 1% ethanol in their drinking water. Mice had ad libitum access to water, which was weighed and replaced with fresh solutions every two days. A CORT concentration of 50µg/mL was used for mice undergoing operant behavior. Water bottle weights and mouse body weights per cage were used to calculate the average CORT dose per cage of ~7mg/kg/day (**Figure 1B**). Mifepristone groups undergoing operant behavior received the same 50µg/mL of CORT plus 25µg/mL of MIF. The average MIF dose per cage was ~4mg/kg/day for the 25µg/mL groups (**Figure S4B**). Mice underwent two weeks of water administration before beginning behavior, and water administration continued throughout the duration of behavior.

### Blood collection

Microcentrifuge collection tubes were kept on wet ice, and 100µL of 0.5 M EDTA was added to each sample tube prior to collection to avoid coagulation. Mice were allowed to freely move on cage tops, rather than restraining for blood collection, to avoid undue stress. 15-30µL blood samples were obtained by lateral tail vein laceration, aspirated with a 10µL pipette, and added to microcentrifuge sample tubes. Kwik Stop Styptic Powder (MiracleCorp, Dayton, OH) was applied with gauze to tail lacerations to clot bleeding and relieve pain after collection. Samples were centrifuged at 3000 rpm and 4 °C for 15 min. Plasma was transferred to new microcentrifuge tubes and stored at -20 °C. Blood samples were collected once a week for six weeks between 12:00PM and 1:30PM. Two night time points were selected between these

weekly blood draws on night four and night ten and were conducted between 12:00AM and 1:30AM. Operant training and testing data for mice that experienced repeated blood collection have been omitted from our dataset due to the additional stress. Subsequent operant cohorts did not receive blood draws.

## CORT ELISA

Blood plasma CORT was measured using a commercially available enzyme-linked immunosorbent assay (ELISA) kit (Abcam, AB108821, Cambridge, United Kingdom) according to the manufacturer's protocol. Briefly, plasma samples and a serial dilution of a stock CORT solution were added to a 96-well plate pre-coated with a CORT-specific antibody. Biotinylated CORT was then added, followed by washes. An avidin-biotin-peroxidase complex was added, and unbound conjugates were washed away. Finally, 3,3',5,5'-tetramethylbenzidine was catalyzed by hydrogen peroxide oxidoreductase to produce a blue color product that changed into yellow after adding an acidic stop solution. A microplate reader was then used to detect the absorbance of each well at 570 nm. The density of yellow coloration is inversely proportional to the amount of CORT captured by the plate, and the relative sample absorbance compared to the serial dilution can define the amount of CORT captured per sample. Either two-way or three-way analysis of the variance (ANOVA) tests were run with effect sizes reported as the standard omega squared ( $\omega^2$ ) (% of total variation) for each main effect [1].

## Solution preparation for RNA and chromatin processing

The following solutions were prepared as previously described [2,3], with the addition of sodium butyrate (Sigma Aldrich, B5887) to prevent the removal of acetylation histone modifications. Cell Lysis Buffer (10 mM Tris-HCl (pH 8.0), 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.5% NP-40 in H<sub>2</sub>O, 10 mM sodium butyrate (Sigma Aldrich, B5887)),

47 BSA Blocking Buffer (0.5% Bovine serum albumin in 1X PBS),  
48 Dilution Buffer (16.7 mM Tris-HCl (pH 8.0), 1.1% Triton-X 100, 0.01% SDS, 167 mM NaCl, 1.2  
49 mM EDTA in H<sub>2</sub>O, 10 mM sodium butyrate),  
50 Nuclear Lysis Buffer (50 mM Tris-HCl (pH 8.0), 5 mM EDTA, 1% SDS in H<sub>2</sub>O)  
51 Wash Buffer 1 (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1%  
52 SDS in H<sub>2</sub>O, 10 mM sodium butyrate (Sigma Aldrich, B5887)),  
53 Wash Buffer 2 (20 mM Tris-Cl pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS  
54 in H<sub>2</sub>O),  
55 Wash Buffer 3 (250 mM LiCl, 10 mM Tris-HCl pH 8.0, 1% sodium deoxycholate, 1 mM EDTA,  
56 1% IGEPAL CA-630 in H<sub>2</sub>O),  
57 TE Buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA in H<sub>2</sub>O),  
58 Elution Buffer (0.1 M NaHCO<sub>3</sub>, 1% SDS in H<sub>2</sub>O).

## 59 RNA extraction and purification

60 Tissue samples were homogenized in 185 µL Cell Lysis Buffer with a protease inhibitor (Roche,  
61 4693159001) using a pellet pestle motor, and spun for five minutes (1000 xg, 4 °C). The RNA-  
62 containing cytosolic supernatant and nuclei-containing pellet were separated and subjected to  
63 RNA extraction and purification or ChIP, respectively. RNA extraction and purification continued  
64 using the RNeasy Micro kit (Qiagen, 74004, Hilden, Germany). The cytosolic (RNA) fraction was  
65 mixed with 600 µL RLT buffer and 430µL 100% ethanol, followed by a 30-second spin (12,000  
66 xg) in the RNeasy mini-spin columns. Columns were washed with 700µL of RW1 for a 30-  
67 second spin (12,000 xg), and then a DNase solution was allowed to incubate on the column  
68 membranes for 15 min. Columns were spun twice for 30 seconds at 12,000 xg, first with 650 µL  
69 of RW1, then 500 µL of RPE. Then, two more 2-minute spins at 12,000 xg, first with 500 µL of  
70 RPE, then without liquid to dry the columns. 30 µL of RNase-free H<sub>2</sub>O was added to each

column, and a 1-minute spin at 12,000 xg was used to elute RNA into fresh microcentrifuge tubes. RNA concentration was obtained using a Qubit 4 Fluorometer and RNA HS Assay Kit (Invitrogen, Eugene, OR). RNA was then flash-frozen on a metal tube rack placed on dry ice, then stored at -80 °C.

## Chromatin extraction and sheering

Chromatin processing continued using the nuclei pellet obtained from S3EQ. Pellets were resuspended in PBS and fixed with 11% formaldehyde for six minutes (350 rpm, 22 °C). 100 µL 1 M glycine was added, and samples were rocked for five minutes to stop cross-linking (500 rpm, 22 °C). Samples were centrifuged for five minutes (5500 × g, 4 °C), and the supernatant was discarded. The pellet was resuspended in 200 µL Nuclear Lysis Buffer, transferred to TPX tubes (Diagenode, C30010010, Denville, NJ), and incubated on ice for 10 minutes. Samples were then sonicated in a Bioruptor® (Diagenode) for three runs (high setting, 30 s on, 30 s off, 10 cycles). 10 µL of the 200 µL of chromatin was taken for quality control analysis. Dilution buffer was added to reach 1000 µL total. 10% input (relative to each IP) was collected from each sample for normalization in qChIP analysis. Samples and 10% input were then flash-frozen on a metal tube rack placed on dry ice, then stored at -80 °C.

## Chromatin immunoprecipitation (ChIP)

0.5X chromatin volume per sample of M280 Sheep anti-Rabbit Dynabeads (Invitrogen, 11204D) were washed three times in BSA blocking buffer. The beads were suspended in 1.5X bead volume of dilution buffer, and either a rabbit polyclonal H3K4me3 antibody (07-473, EMD Millipore, Burlington, MA) or a rabbit polyclonal H3K9ac antibody (C15410004, Diagenode) was added at a ratio of 1 µg antibody to 15 µL beads. The beads were then rotated for six hours (4 °C) to bind the antibody. The remaining diluted chromatin was thawed on wet ice, then

combined with antibody-bound beads (1  $\mu$ L bead-antibody slurry/1.6  $\mu$ L chromatin) and placed on a rotator for 12 hours overnight (4  $^{\circ}$ C). Samples were then washed with 1 mL of ice-cold Wash Buffer 1, Wash Buffer 2, Wash Buffer 3, and TE Buffer using a DynaMag<sup>TM</sup>-2 (Invitrogen, 12321D) to preserve beads between washes. Samples were rotated for five minutes during each wash (22  $^{\circ}$ C). Following washes, samples were rocked with 200  $\mu$ L of elution buffer for 20 min (500 rpm, 22  $^{\circ}$ C), centrifuged for three minutes (14,000 xg), and placed back on the DynaMag<sup>TM</sup>-2. The supernatant from each sample was transferred to fresh tubes. The 10  $\mu$ L chromatin for QC and 10% input per sample were thawed on wet ice, and all volumes were brought to 200  $\mu$ L using Elution Buffer.

### DNA clean-up

The 10  $\mu$ L chromatin for QC and 10% input per sample were thawed on wet ice, and all volumes were brought to 200  $\mu$ L using Elution Buffer. 8  $\mu$ L of 5 M NaCl and 2  $\mu$ L of proteinase K (10 mg/mL) were added to each QC chromatin, 10% input, and ChIP-ed sample. All samples were incubated for 4 hours on a thermoblock (300 rpm, 65  $^{\circ}$ C) for reverse crosslink and protein digestion. Proteinase K was heat-inactivated by incubating the samples for an extra 15 minutes (78  $^{\circ}$ C), and then all DNA samples were purified using QIAmp Micro DNA kits (Qiagen, 56304). 200  $\mu$ L of Buffer AL and 200  $\mu$ L of 100% ethanol were mixed with each sample, then samples were transferred to QIAmp Mini Elute columns and spun for 1 minute (12,000 xg). Columns were spun twice for 1 minute at 12,000 xg, first with 500  $\mu$ L of Buffer AW1, then 500  $\mu$ L of Buffer AW2. 30  $\mu$ L of ddH<sub>2</sub>O was added to each column, and a 1-minute spin at 12,000 xg was used to elute DNA into fresh microcentrifuge tubes. The QC chromatin was used to obtain DNA concentration from a Qubit 4 Fluorometer and DNA HS Assay Kit (Invitrogen), and DNA fragment size was verified at ~300bp with an Agilent 2100 bioanalyzer. Sample DNA and 10% inputs were then flash-frozen on a metal tube rack, placed on dry ice, then stored at -80  $^{\circ}$ C.

## Sequencing alignment and data analysis

Raw fastq files were trimmed to remove adapters, and read quality was measured using fastqc and multiqc. RNAseq reads were quality-controlled using FastQC [4] and MultiQC [5]. Then adapters were trimmed and aligned using kallisto to the mm39 genome. Aligned reads were then analyzed for differential expression using DESEQ2 [6] (version 1.38.3). 

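The libraries analysed here numbered 3 in each of 23 groups and 2 in the male DMS CORT group without behavior. The 4 contrasts of CORT with vehicle without behavior gave 928 changed features together (limma, FDR 0.05), of which 319 came from the male DMS, where CORT had 2 libraries. After median-of-ratios scaling the numbers were 1813 and 537.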

All experimental groups were maintained for statistical analysis (i.e., n=3 per sex, brain region, water treatment, and training), and were within the standard number of samples and total comparisons for sequencing experiments [7,8]. The Benjamini-Hochberg correction for multiple hypotheses testing with a false discovery rate set to 0.05 was used to calculate adjusted p-values [9]. All sequencing data reported are adjusted p-values, and significance was attributed to adjusted p-values (FDR) for differential genes below 0.05. Plasticity-related genes were subsetted following DESEQ2 analysis and adjusted p-value calculation inclusive of all genes between the compared experimental groups.

The R package clusterProfiler (version 4.14.3) was used to generate gene set enrichment analyses (GSEA) based on all DEGs, and adjusted p-values (q-values) were calculated using the Benjamini and Hochberg correction for multiple hypotheses testing with a false discovery rate set to 0.05 [10]. GSEA results were chosen by selecting the top five to ten gene set terms by adjusted p-value per group. Principal component analyses were conducted to verify replicate concordance based on experimental variables (**Figure S6B–E**). Several other R packages were used for data visualization. Raw sequencing files will be made available by request.

We used CIBERSORTx to impute cell fraction from our bulk RNA-seq data [11]. Briefly, we created a signature matrix from mouse striatum scRNA-seq data, which contains 15 well-annotated cell types [11,12]. For each cell type, we kept no more than 100 cells to increase the computation speed. Both bulk RNA-seq data and scRNA-seq reference were normalized to

143 Count Per Million (CPM). Cell fraction imputation runs with S-mode for batch correction with  
144 other parameters as default.

#### 145 Splicing data analysis

146 To quantify differential alternative splicing as a consequence of corticosterone treatment, we  
147 utilized the rMATS [13] package to identify gene regions that were differentially included in the  
148 final transcript. Briefly, reads were aligned to the mm39 genome using the splice-aware aligner  
149 STAR using standard ENCODE parameters [14]. Aligned reads were then used to perform a  
150 paired analysis of differential splicing using rMATS. As reads were trimmed prior to alignment,  
151 the flag-variable-read-length was utilized to include trimmed reads as junction reads. The JCEC  
152 output files, which include both junction reads and on-target exonic reads to define PSI values,  
153 were used for all downstream visualization and analysis. Events were considered significant  
154 with an FDR < 0.05 and |DPSI| > 5%. These cutoffs have been used by the field to classify  
155 events that can be robustly validated by biochemical methods.

#### 156 ChIP-seq data analysis

157 Paired-end raw reads were mapped to the mm39 reference genome using bowtie2(v2.1.0) [15]  
158 with parameters:-q--local--very-sensitive--no-mixed--no-unal--dovetail--phred33. Properly and  
159 uniquely aligned reads were selected using samtools view function (v1.9) [16] with parameters:-  
160 bS-q 20-f 0x2. Then, picard (v2.23.4) [17] was used to remove duplicates from filtered read  
161 pairs. Reads overlapping with blacklist regions [18] were further removed using bedtools  
162 intersect function (v2.29.2) [19]. Peaks of each H3K9ac/GR ChIP-seq library were called by  
163 MACS2 [20] with corresponding input as control with parameters:-f BAMPE-g mm-q 0.01.  
164 Additional one-way ANOVAs between H3K9ac enrichment and differentially expressed genes  
165 were performed using the R package, "rstatix" [21].

Supplemental Figures S1 – S21 & Supplemental Tables S1 – S8

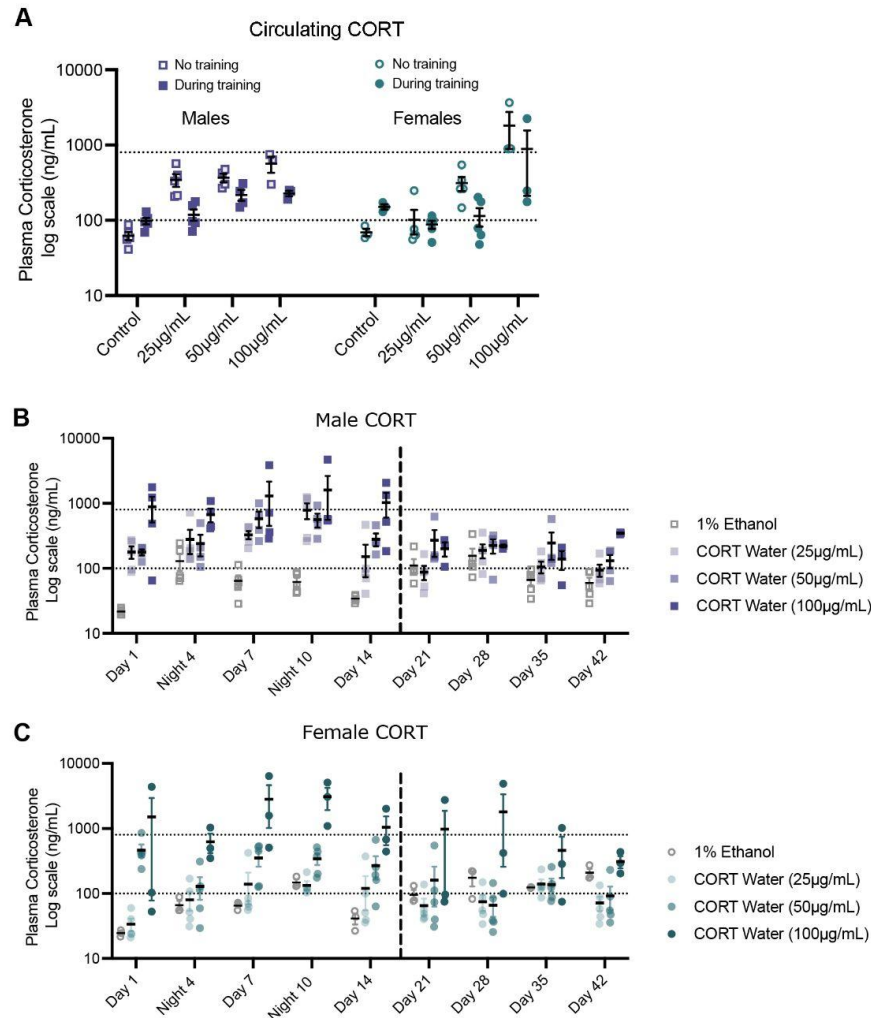

**Figure S1: CORT administration produces elevated plasma CORT.** **A** Circulating CORT increased with increasing chronic CORT dose from 25µg/mL to 100µg/mL [22–24], and CORT (50µg/mL) produced the most consistently elevated levels of CORT in both males and females [n = 3–5 mice/group, three-way ANOVA, main effect of Training,  $F_{(1, 50)} = 4.426$ ,  $p = 0.0404$ ; main effect of Sex,  $F_{(1, 50)} = 3.483$ ,  $p = 0.0679$ ; main effect of CORT Dose,  $F_{(3, 50)} = 10.04$ ,  $p < 0.0001$ ]. Physiological cutoffs for chronic stress-like levels were set between 100 – 800ng/mL [25,26]. Data shown as log10 to account for the ten-fold change in circulating CORT between controls

and low or moderate dose, and a hundred-fold change between controls and the high dose group. **B, C** Male [n = 3-5 mice/group, two-way ANOVA, main effect of Time,  $F_{(8, 104)} = 6.171$ ,  $p < 0.0001$ ; main effect of CORT Dose,  $F_{(3, 13)} = 14.15$ ,  $p = 0.0002$ ] and female [n = 3-5 mice/group, two-way ANOVA, main effect of Time,  $F_{(8, 96)} = 4.128$ ,  $p = 0.0003$ ; main effect of CORT Dose,  $F_{(3, 12)} = 3.859$ ,  $p = 0.0382$ ] plasma CORT levels increased with increasing CORT dose. There was no difference in plasma CORT between day and night. The onset of operant conditioning (vertical line) introduces multiple new stimuli such as the operant chamber, interactive levers, and rewards. This increased plasma CORT for vehicle groups, but not for CORT administration groups. See **Table S1** for detailed statistics.

| Figure          | Metric           | ANOVA comparison           | F(DFn, DFd)          | p value  | $\omega^2$ |
|-----------------|------------------|----------------------------|----------------------|----------|------------|
| <b>Fig. S1A</b> | Circulating CORT | Training                   | $F(1, 50) = 4.426$   | 0.0404   | 4.082      |
|                 |                  | Sex                        | $F(1, 50) = 3.483$   | 0.0679   | 3.212      |
|                 |                  | CORT Dose                  | $F(3, 50) = 10.04$   | < 0.0001 | 27.79      |
|                 |                  | Training x Sex             | $F(1, 50) = 0.2140$  | 0.6456   | 0.1974     |
|                 |                  | Training x CORT Dose       | $F(3, 50) = 1.700$   | 0.1789   | 4.704      |
|                 |                  | Sex x CORT Dose            | $F(3, 50) = 5.304$   | 0.003    | 14.67      |
|                 |                  | Training x Sex x CORT Dose | $F(3, 50) = 0.6328$  | 0.5973   | 1.751      |
|                 |                  |                            |                      |          |            |
| <b>Fig. S1B</b> | Male CORT        | Time                       | $F(8, 104) = 6.171$  | < 0.0001 | 16.67      |
|                 |                  | CORT Dose                  | $F(3, 13) = 14.15$   | 0.0002   | 21.31      |
|                 |                  | Time x CORT Dose           | $F(24, 104) = 2.502$ | 0.0008   | 20.27      |
|                 |                  |                            |                      |          |            |
| <b>Fig. S1C</b> | Female CORT      | Time                       | $F(8, 96) = 4.128$   | 0.0003   | 7.323      |
|                 |                  | CORT Dose                  | $F(3, 12) = 3.859$   | 0.0382   | 28.66      |
|                 |                  | Time x CORT Dose           | $F(24, 96) = 2.888$  | 0.0001   | 15.37      |

**Table S1: Detailed statistics for Figure S1.** Either two-way or three-way analysis of the variance (ANOVA) tests were run with effect sizes reported as the standard omega squared ( $\omega^2$ ) (% of total variation) for each main effect [1]. Corresponding figures, metrics, ANOVA comparisons, F statistics, and p values are shown.

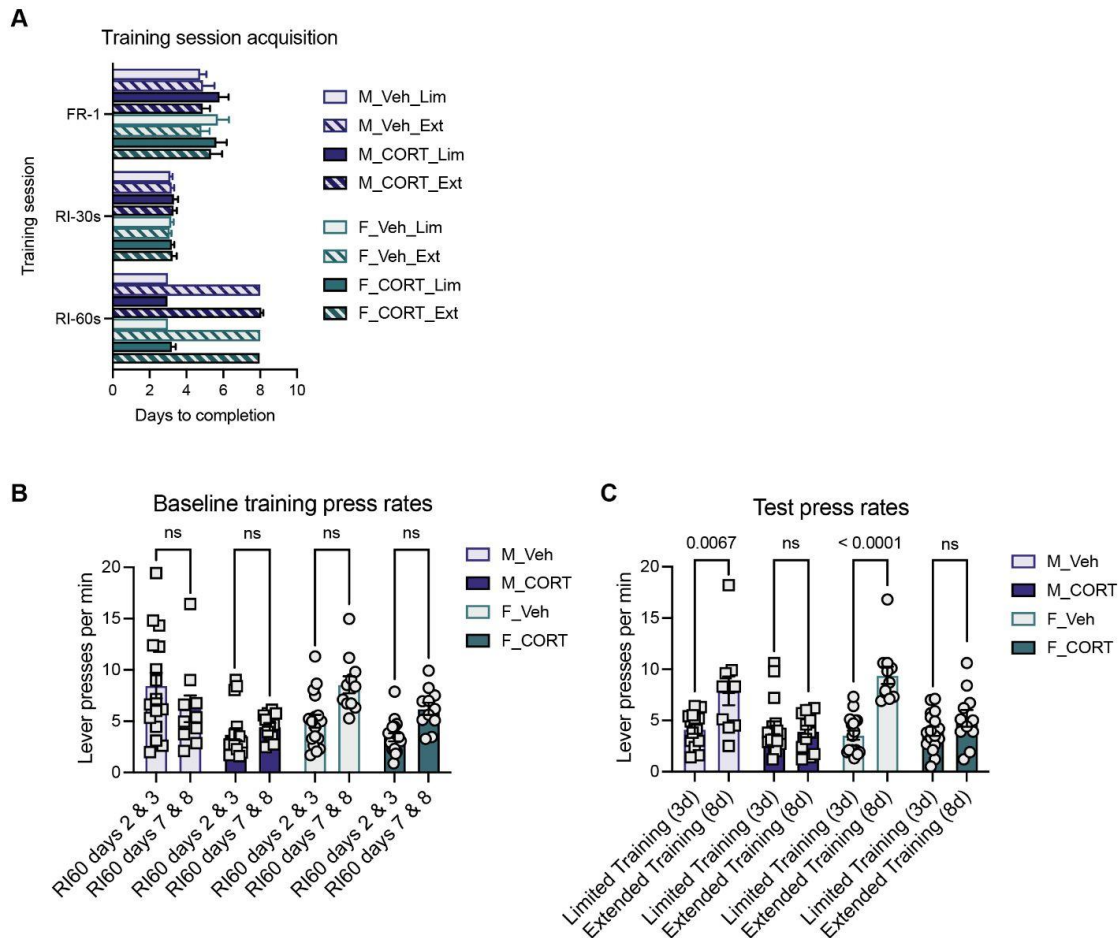

**Figure S2: CORT reduces operant task engagement and increases tested behavioral inflexibility.** **A** There was no CORT or sex difference in the number of days it took for mice to progress to the next training session within limited [ $n = 16-17$  mice/group, three-way ANOVA, main effect of Training Session,  $F_{(2, 171)} = 67.35$ ,  $p < 0.0001$ ; main effect of CORT,  $F_{(1, 171)} = 1.074$ ,  $p = 0.3016$ ; main effect of Sex,  $F_{(1, 171)} = 0.2843$ ,  $p = 0.5946$ ] or extended groups [ $n = 10-12$  mice/group, three-way ANOVA, main effect of Training Session,  $F_{(2, 120)} = 257.1$ ,  $p < 0.0001$ ; main effect of CORT,  $F_{(1, 120)} = 0.8404$ ,  $p = 0.3611$ ; main effect of Sex,  $F_{(1, 120)} = 0.01145$ ,  $p = 0.915$ ]. **B** CORT reduced training press rates [ $n = 10-17$  mice/group, three-way ANOVA, main effect of Training Duration,  $F_{(1, 103)} = 4.353$ ,  $p = 0.0394$ ; main effect of CORT,  $F_{(1, 103)} = 20.49$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 103)} = 0.01839$ ,  $p = 0.8924$ ], however there was no significant difference in baseline training press rates between limited and extended groups [ $n = 10-17$  mice/group, three-way ANOVA followed by Tukey post-hoc tests, Males Vehicle: Limited v Extended,  $DF = 103$ ,  $p = 0.5272$ ; Males CORT: Limited v Extended,  $DF = 103$ ,  $p = 0.9977$ ; Females Vehicle: Limited v Extended,  $DF = 103$ ,  $p = 0.1967$ ; Females CORT: Limited v Extended,  $DF = 103$ ,  $p = 0.2162$ ]. **C** Test lever pressing rates significantly differed for vehicle but not CORT groups, and did not differ by sex [ $n = 10-17$  mice/group, three-way ANOVA followed by Tukey post-hoc tests, main effect of Training Duration,  $F_{(1, 103)} = 29.85$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 103)} = 0.9448$ ,  $p = 0.3333$ ; main effect of CORT,  $F_{(1, 103)} = 15.77$ ,  $p =$

0.0001; Males Vehicle: Limited v Extended,  $DF = 103$ ,  $p = 0.0067$ ; Males CORT: Limited v Extended,  $DF = 103$ ,  $p > 0.9999$ ; Females Vehicle: Limited v Extended,  $DF = 103$ ,  $p < 0.0001$ ; Females CORT: Limited v Extended,  $DF = 103$ ,  $p = 0.8874$ ]. See **Table S2** for detailed statistics.

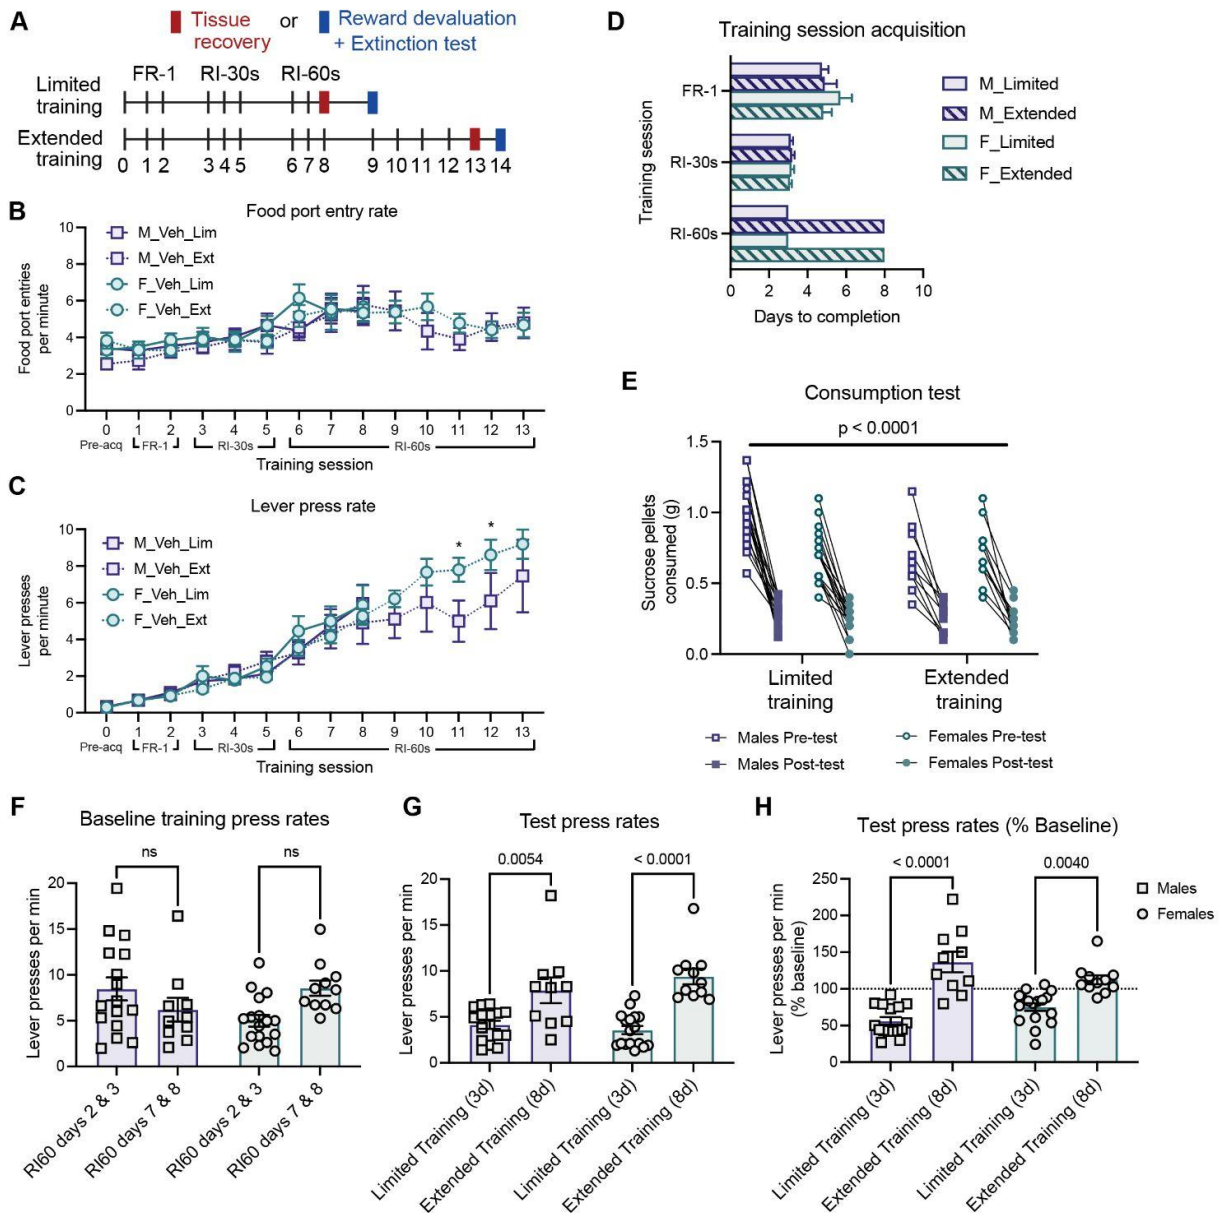

**Figure S3: An extended number of operant training sessions promotes inflexible behavior in male and female mice.** **A** Behavioral timeline of limited or extended operant conditioning. All mice underwent two days of FR-1 training, three days of RI-30s training, then either three days of RI-60s training for limited training groups, or eight days of RI-60s training for

extended training groups. Mice progressed to a reward devaluation and testing the day after their final RI-60s training session. **B, C** The average food port entry rate per minute or lever pressing rate per minute  $\pm$  SEM is shown across each day of the operant learning task. The average food port entry rate [ $n = 10-17$  mice/group, two-way ANOVA, main effect of Training Day,  $F_{(13, 508)} = 11.69$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 52)} = 0.2301$ ,  $p = 0.6335$ ] and lever pressing rate [ $n = 10-17$  mice/group, two-way ANOVA, main effect of Training Day,  $F_{(13, 508)} = 73.3$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 52)} = 0.09666$ ,  $p = 0.7571$ ] for males and females were not different during behavioral acquisition. **D** There was no sex difference in the number of days it took for mice to progress to the next training session [ $n = 10-17$  mice/group, three-way ANOVA, main effect of Training Session,  $F_{(2, 100)} = 60.68$ ,  $p < 0.0001$ ; main effect of Training Duration,  $F_{(1, 50)} = 73.17$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 50)} = 0.5698$ ,  $p = 0.4539$ ]. **E** All mice reduced free consumption of the sucrose reward following testing compared to their pre-test consumption during sensory-specific satiety devaluation [ $n = 10-17$  mice/group, two-way ANOVA, main effect of Pre v Post Consumption Test,  $F_{(1, 52)} = 286.3$ ,  $p < 0.0001$ ]. **F** There was no difference in baseline training press rates based on training duration (limited or extended) or sex [ $n = 10-17$  mice/group, two-way ANOVA, main effect of Training Duration,  $F_{(1, 50)} = 0.3759$ ,  $p = 0.5426$ ; main effect of Sex,  $F_{(1, 50)} = 0.2932$ ,  $p = 0.5906$ ]. **G** Test lever pressing rates significantly differed based on training duration, but not by sex [ $n = 10-17$  mice/group, two-way ANOVA, main effect of Training Duration,  $F_{(1, 50)} = 41.68$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 50)} = 0.4005$ ,  $p = 0.5297$ ]. **H** Mice tested following limited training reduced their lever pressing rate below their individual baselines, while mice undergoing extended training increased lever pressing rates during testing [ $n = 10-17$  mice/group, two-way ANOVA followed by Tukey post-hoc tests, main effect of Training Duration,  $F_{(1, 50)} = 58.31$ ,  $p < 0.0001$ ; Males: Limited v Extended,  $DF = 50$ ,  $p < 0.0001$ ; Females: Limited v Extended,  $DF = 50$ ,  $p = 0.0040$ ]. Individual baselines were defined by the lever-pressing rate on the two previous days of RI-60s training. See **Table S3** for detailed statistics.

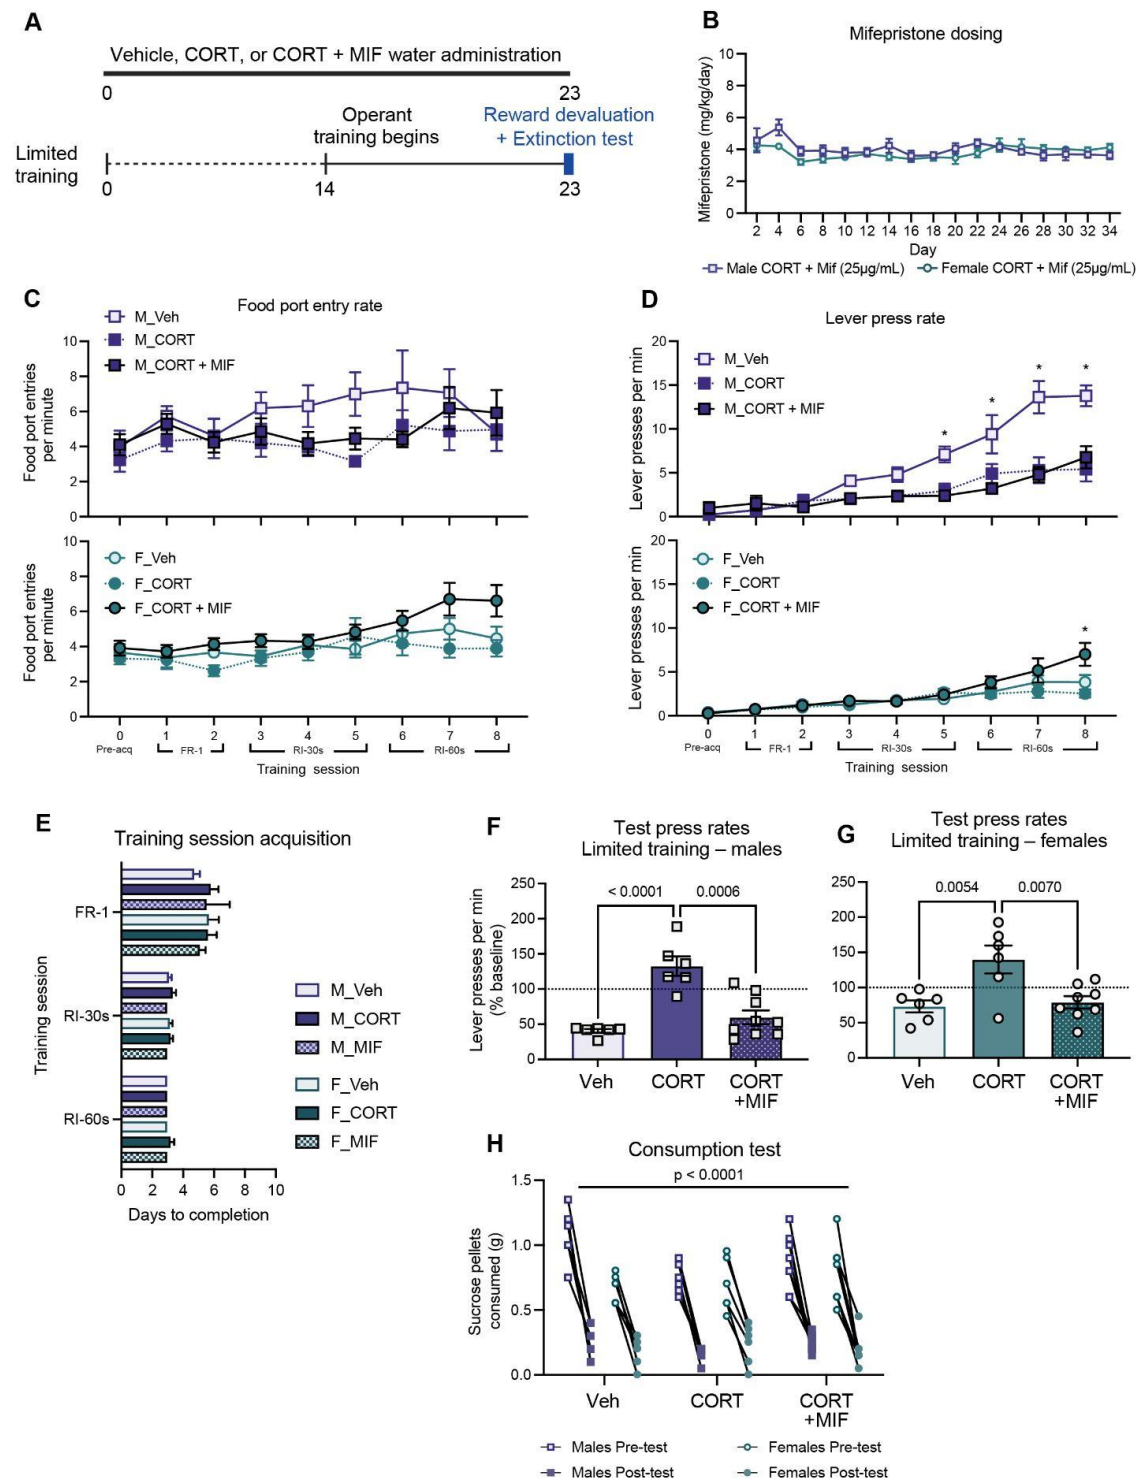

**Figure S4: CORT-accelerated loss of behavioral flexibility is attributable to GR binding.**

**A** Behavioral timeline where vehicle, CORT, or CORT + MIF water administration began 14 days before training and lasted throughout the duration of limited operant training and testing. **B** There was no sex difference in MIF dosing when adjusting for body weight and water intake per

cage [n = 3 cages/group, two-way ANOVA, main effect of Time,  $F_{(16, 64)} = 4.619$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 4)} = 0.397$ ,  $p = 0.5628$ ]. **C, D** The average food port entry rate per minute or lever pressing rate per minute  $\pm$  SEM by sex (male or female) and treatment (vehicle, CORT, or CORT + MIF) is shown across each day of the operant conditioning task. CORT had no effect on food port entries [n = 6-9 mice/group, three-way ANOVA, main effect of Training Day,  $F_{(8, 208)} = 5.122$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 26)} = 3.78$ ,  $p = 0.0628$ ; main effect of Treatment,  $F_{(1, 26)} = 0.1190$ ,  $p = 0.7329$ ]. Treatment with CORT or CORT + MIF decreased the male lever pressing rates [n = 6-9 mice/group, three-way ANOVA, main effect of Training Day,  $F_{(8, 208)} = 67.32$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 26)} = 18.38$ ,  $p = 0.0002$ ; main effect of Treatment,  $F_{(1, 26)} = 7.004$ ,  $p = 0.0136$ ]. All mice exhibited an increase in lever pressing as the random interval for training increased. **E** There was no treatment or sex difference in the number of days it took for mice to progress to the next training session [n = 6-9 mice/group, three-way ANOVA, main effect of Training Session,  $F_{(2, 78)} = 18.14$ ,  $p < 0.0001$ ; main effect of Treatment,  $F_{(1, 78)} = 0.02273$ ,  $p = 0.8806$ ; main effect of Sex,  $F_{(1, 78)} = 0.7299$ ,  $p = 0.3955$ ]. **F, G** In an unrewarded lever pressing test following sensory-specific satiety devaluation, vehicle and CORT + MIF groups attenuate lever pressing while CORT groups do not attenuate lever pressing and display an inflexible lever pressing response [n = 6-9 mice/group, two-way ANOVA followed by Tukey post-hoc tests, main effect of Treatment,  $F_{(1, 35)} = 4.3342$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(2, 35)} = 25.48$ ,  $p = 0.0446$ ; VehMales v CORTMales,  $DF = 35$ ,  $p < 0.0001$ ; VehMales v MIFMales,  $DF = 35$ ,  $p = 0.8193$ ; CORTMales v MIFMales,  $DF = 35$ ,  $p = 0.0006$ ; VehFemales v CORTFemales,  $DF = 35$ ,  $p = 0.0054$ ; VehFemales v MIFFemales,  $DF = 35$ ,  $p = 0.9991$ ; CORTFemales v MIFFemales,  $DF = 35$ ,  $p = 0.007$ ]. Lever presses per minute from the test are reported as the percent of an individual's baseline from the average of the individual's last two completed training sessions. **H** All mice reduced free consumption of the sucrose reward following the test compared to their pre-test consumption during sensory-specific satiety devaluation [n = 6-9 mice/group, three-way ANOVA, main effect of Pre v Post Consumption Test,  $F_{(1, 26)} = 224.9$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 26)} = 12.87$ ,  $p = 0.0014$ ; main effect of Treatment,  $F_{(1, 26)} = 0.3385$ ,  $p = 0.5657$ ]. See **Table S4** for detailed statistics.

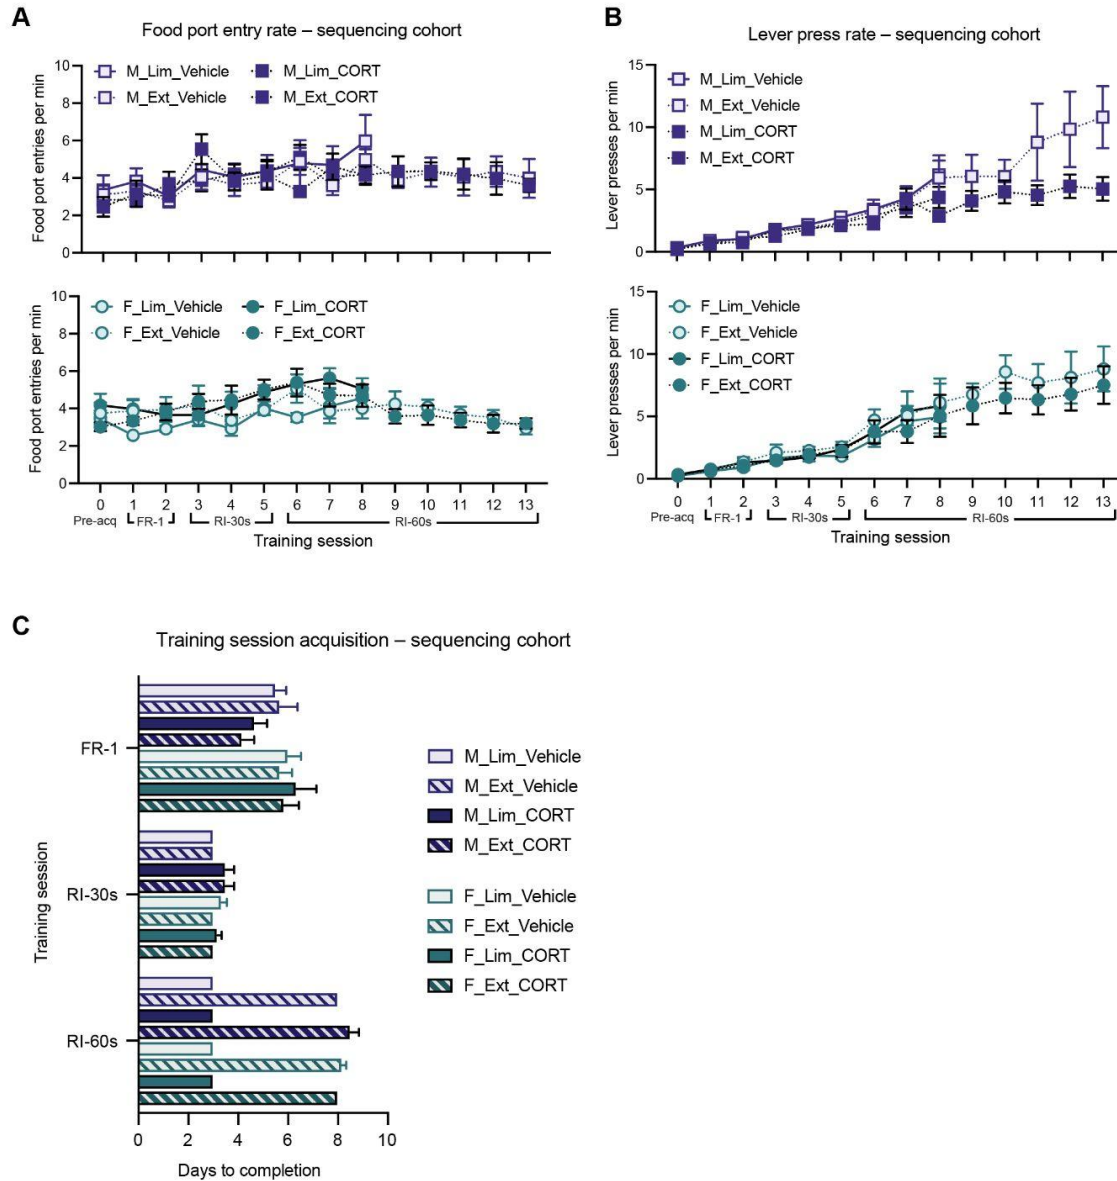

**Figure S5: Sequencing cohort behavior recapitulates other cohorts.** **A, B** The average food port entry rate per minute or lever pressing rate per minute  $\pm$  SEM by sex (male or female) and treatment (vehicle or CORT) is shown across each day of the operant conditioning task. CORT had no effect on food port entries [ $n = 6$  mice per Limited training group, three-way ANOVA, main effect of Training Day,  $F_{(8, 160)} = 7.191$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 20)} = 0.0338$ ,  $p = 0.856$ ; main effect of Treatment,  $F_{(1, 20)} = 0.4266$ ,  $p = 0.5211$ ;  $n = 5-6$  mice per Extended training group, three-way ANOVA, main effect of Training Day,  $F_{(13, 247)} = 3.22$ ,  $p = 0.0002$ ; main effect of Sex,  $F_{(1, 19)} = 0.009277$ ,  $p = 0.9243$ ; main effect of Treatment,  $F_{(1, 19)} = 0.02793$ ,  $p = 0.869$ ]. CORT had no effect on lever pressing rates [ $n = 6$  mice per Limited training group, three-way ANOVA, main effect of Training Day,  $F_{(8, 160)} = 35.86$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 20)} = 0.04979$ ,  $p = 0.8257$ ; main effect of Treatment,  $F_{(1, 20)} = 0.03699$ ,  $p = 0.8494$ ;  $n =$

5-6 mice per Extended training group, three-way ANOVA, main effect of Training Day,  $F_{(13, 247)} = 42.94$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 19)} = 0.5484$ ,  $p = 0.468$ ; main effect of Treatment,  $F_{(1, 19)} = 2.876$ ,  $p = 0.1062$ . All mice exhibited an increase in lever pressing as the random interval for training increased. **C** There was no treatment or sex difference in the number of days it took for mice to progress to the next training session [ $n = 6$  mice per Limited training group, three-way ANOVA, main effect of Training Session,  $F_{(2, 60)} = 65.95$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 60)} = 3.073$ ,  $p = 0.0847$ ; main effect of Treatment,  $F_{(1, 20)} = 0.01818$ ,  $p = 0.8932$ ;  $n = 5-6$  mice per Extended training group, three-way ANOVA, main effect of Training Session,  $F_{(2, 57)} = 191.5$ ,  $p < 0.0001$ ; main effect of Sex,  $F_{(1, 57)} = 0.6014$ ,  $p = 0.4413$ ; main effect of Treatment,  $F_{(1, 57)} = 0.2673$ ,  $p = 0.6072$ ]. See **Table S5** for detailed statistics.

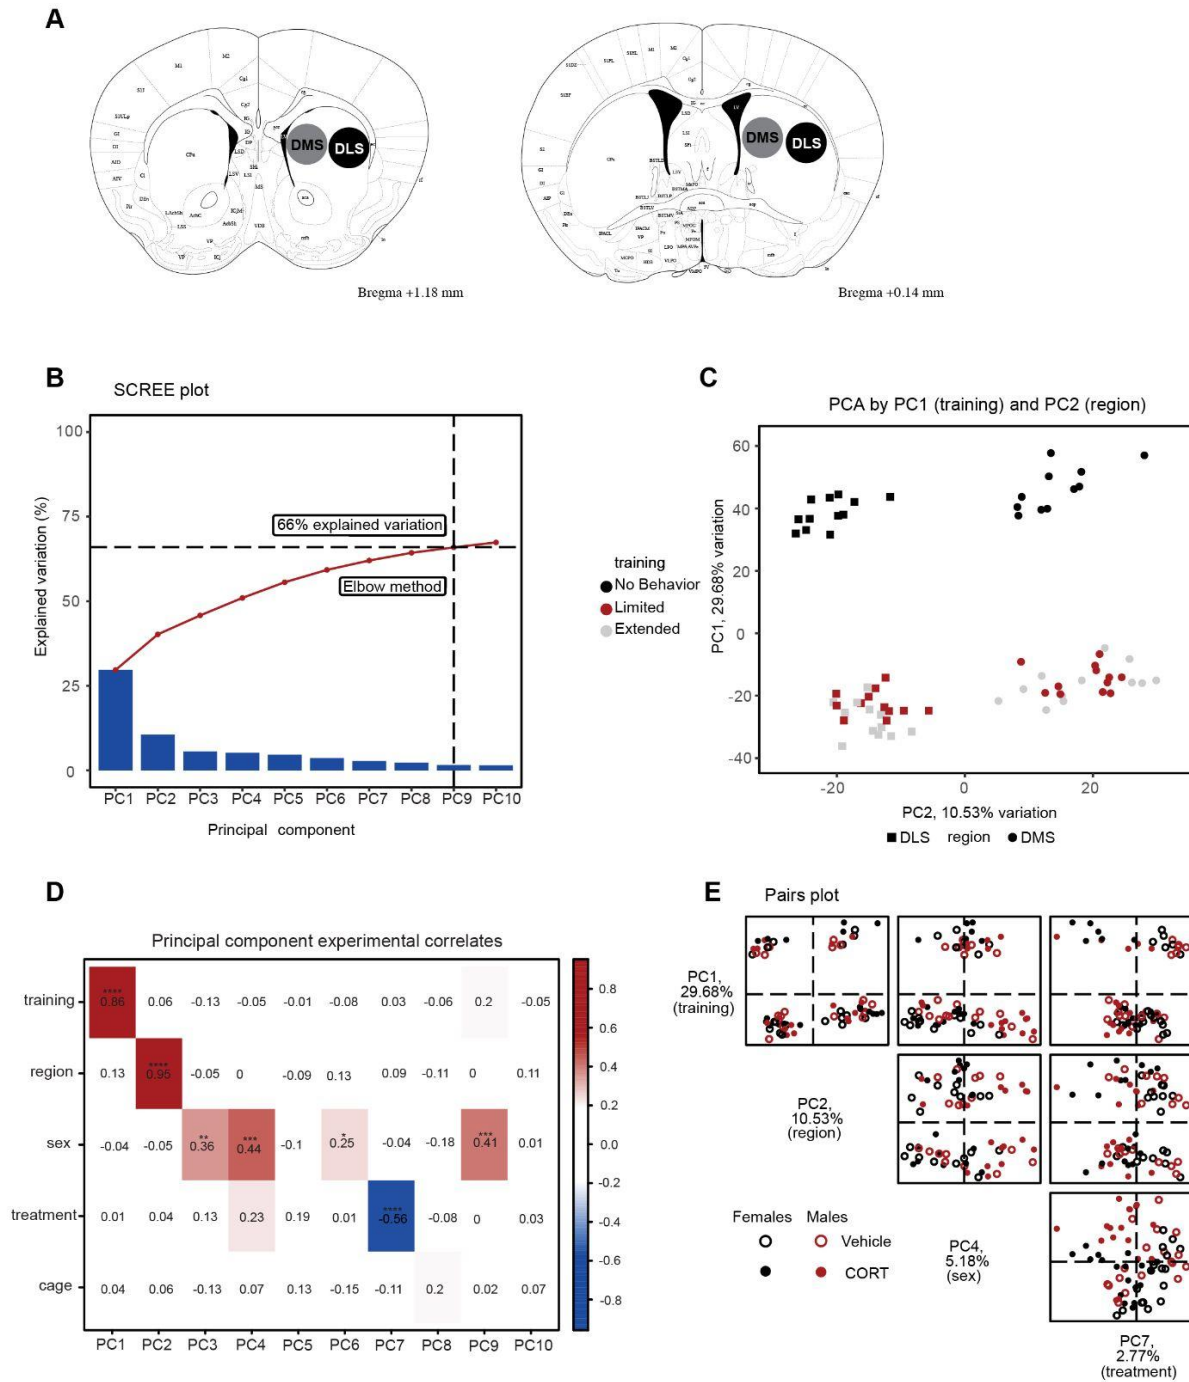

**Figure S6: Behavioral timeline with tissue recovery locations and principal component analyses of RNA sequencing.** **A** Coronal slices from the Paxinos Mouse Brain Atlas [27] showing tissue recovery locations. The left hemisphere has known anatomical structures, while the right hemisphere highlights the locations selected for the 2mm tissue punch biopsies of the DMS and DLS. **B** A scree plot displaying the amount of experimental variation explained by each principal component. The elbow method was used to find the inflection point (PC9) at

which all additional principal components add an insignificant amount of variation. Up to 66% of experimental variation is explained at this inflection point. **C** A biplot of individual samples organized in space by the top two principal components. 

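The first 9 principal components of the 500 most variable features held 72.3% of the variance over the 71 libraries, 61.3% with all tested features and 59.8% with the 2000 most variable features.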

PC1 splits samples by training (no training vs any amount of training (Limited + Extended)), while PC2 splits samples by region (DLS or DMS). **D** A Pearson's correlation between principal components and known experimental correlates. 

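Sex accounted for 0.232 of the spread of PC4 scores and 0.394 of PC5 (R2 over 71 libraries, 500 most variable features), and the share explained by treatment was at most 0.043 on each of the first 9 components. With all tested features, treatment accounted for 0.242 of PC7, sex for 0.257 of PC4 and region for 0.565 of PC2. Within the trained libraries alone, region accounted for 0.493 of PC2 and sex for 0.475 of PC3.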

Training (PC1), region (PC2), sex (PC3, PC4, PC6, PC9), and treatment (PC7) significantly correlate with principal components, while no significant cage/cohort difference can be detected by a principal component analysis. **E** A pairs plot displaying the most significant principal components by experimental correlation is plotted in pairs to show individual subject segregation in space by each combination of principal components. Training (PC1), brain region (PC2), sex (PC4), and CORT treatment (PC7) are shown in axis pairs along with the relative percentage of variability explained for each PC.

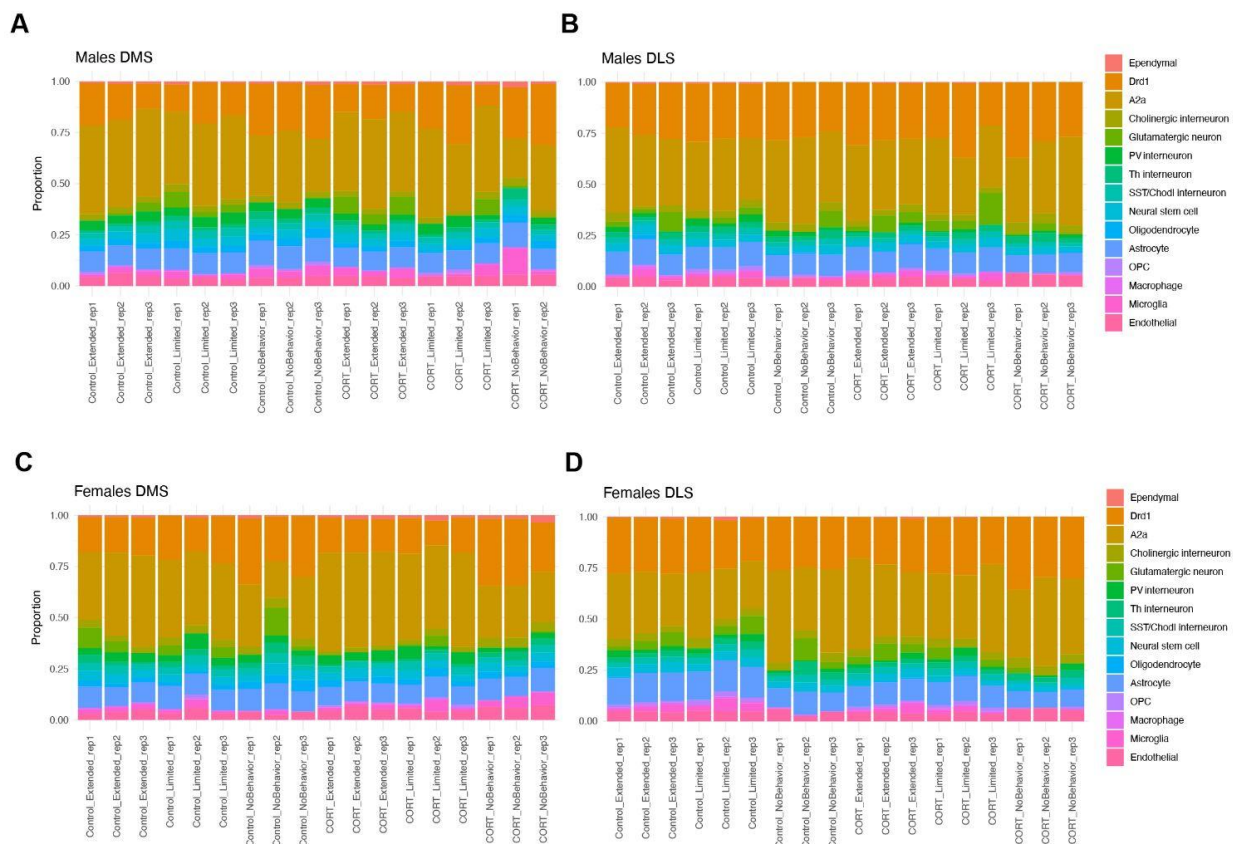

**Figure S7: RNA sequencing deconvolution analysis reveals multiple cell-types in bulk sequencing population. A–D** CIBERSORT deconvolution analysis from each RNA sequencing sample across sex, region, treatment, and training timepoint. Comparable proportions of cell types were observed across samples.

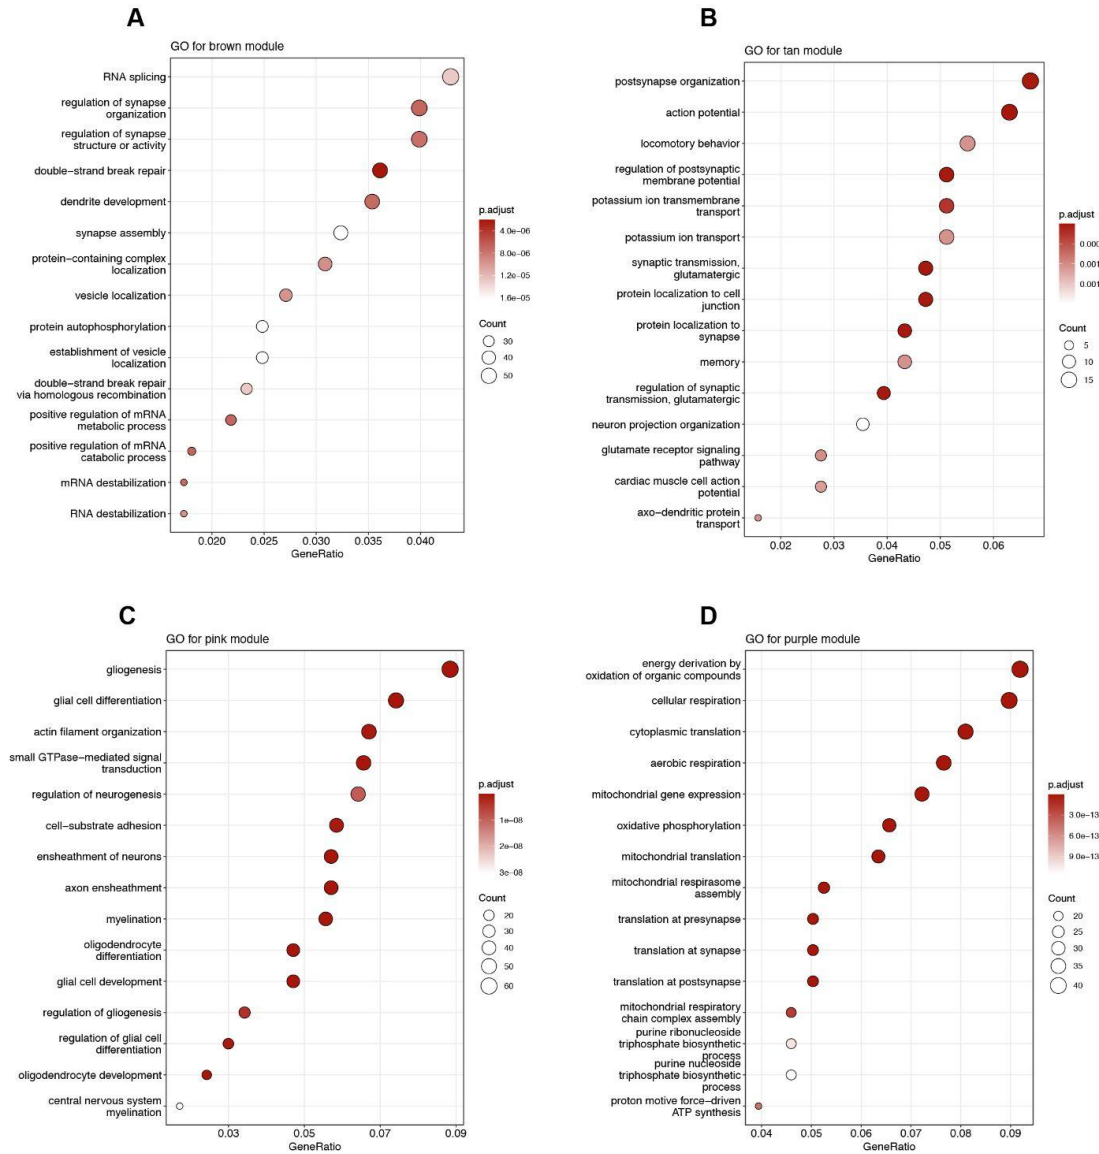

**Figure S8: Gene ontology (GO) functions correlated with weighted gene co-expression network analyses (WGCNA).** Weighted gene co-expression networks for CORT vs vehicle samples matched by experimental group (i.e., sex, brain region, training timepoint) were generated as color-coded modules. GO analyses were run for every sex, region, and training timepoint comparison and tested against their corresponding modules for significance. These GOs highlight functional differences for the following experimental conditions: **A–B** Female DMS CORT\_Limited v Vehicle\_Limited, **C** Male DMS/DLS CORT\_NoBehavior v Vehicle\_NoBehavior, **D** Male DMS CORT\_Limited v Vehicle\_Limited.

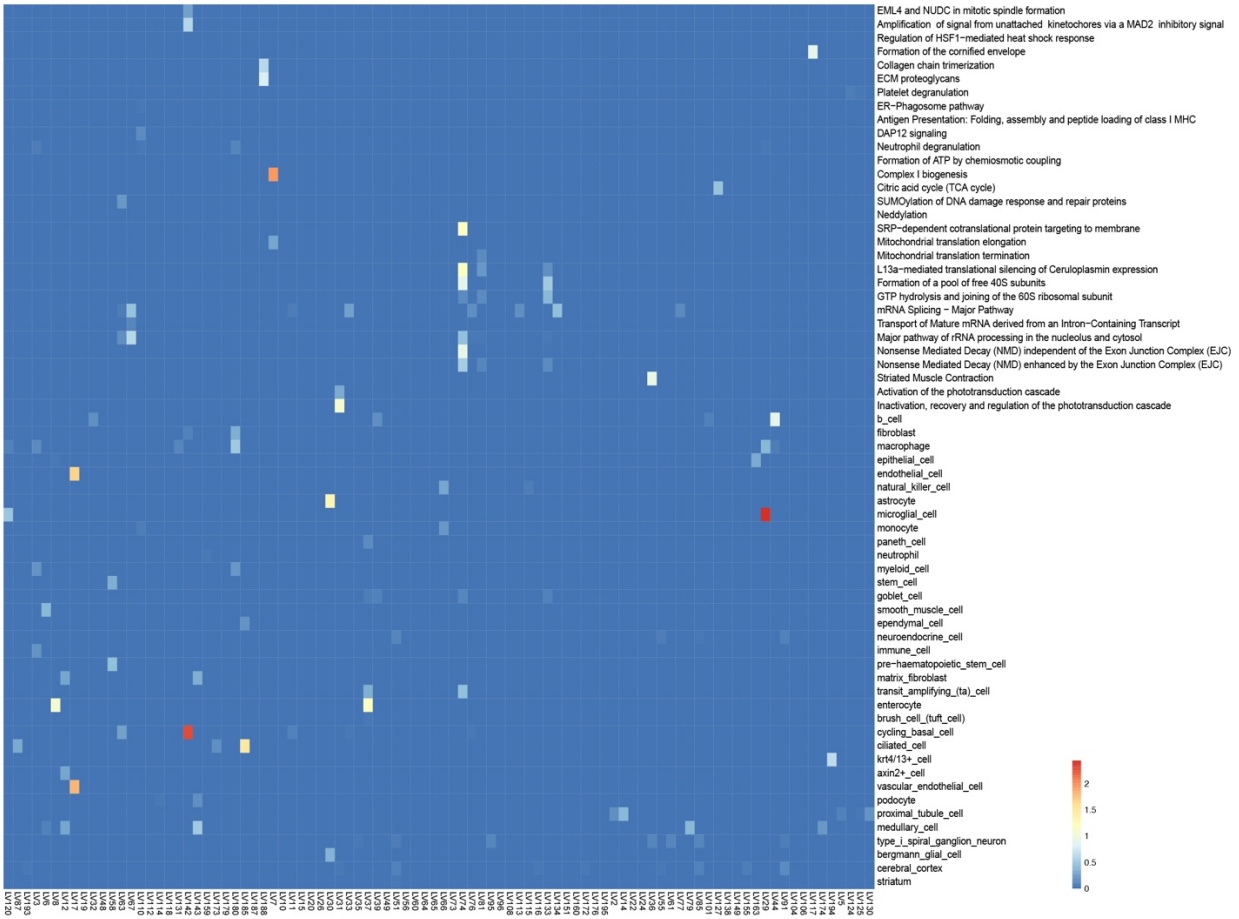

**Figure S9: Non-neuronal functional analysis of RNA sequencing using MousiPLIER.** RNA sequencing gene space was transformed into de novo latent variables (latent variables) by comparing CORT treatment to vehicle groups (sex-, brain region-, and training timepoint-matched). Differentially expressed LVs are listed on the x-axis. One or more pathways or cell types associated with the differential LVs are matched to the corresponding LVs on the y-axis.

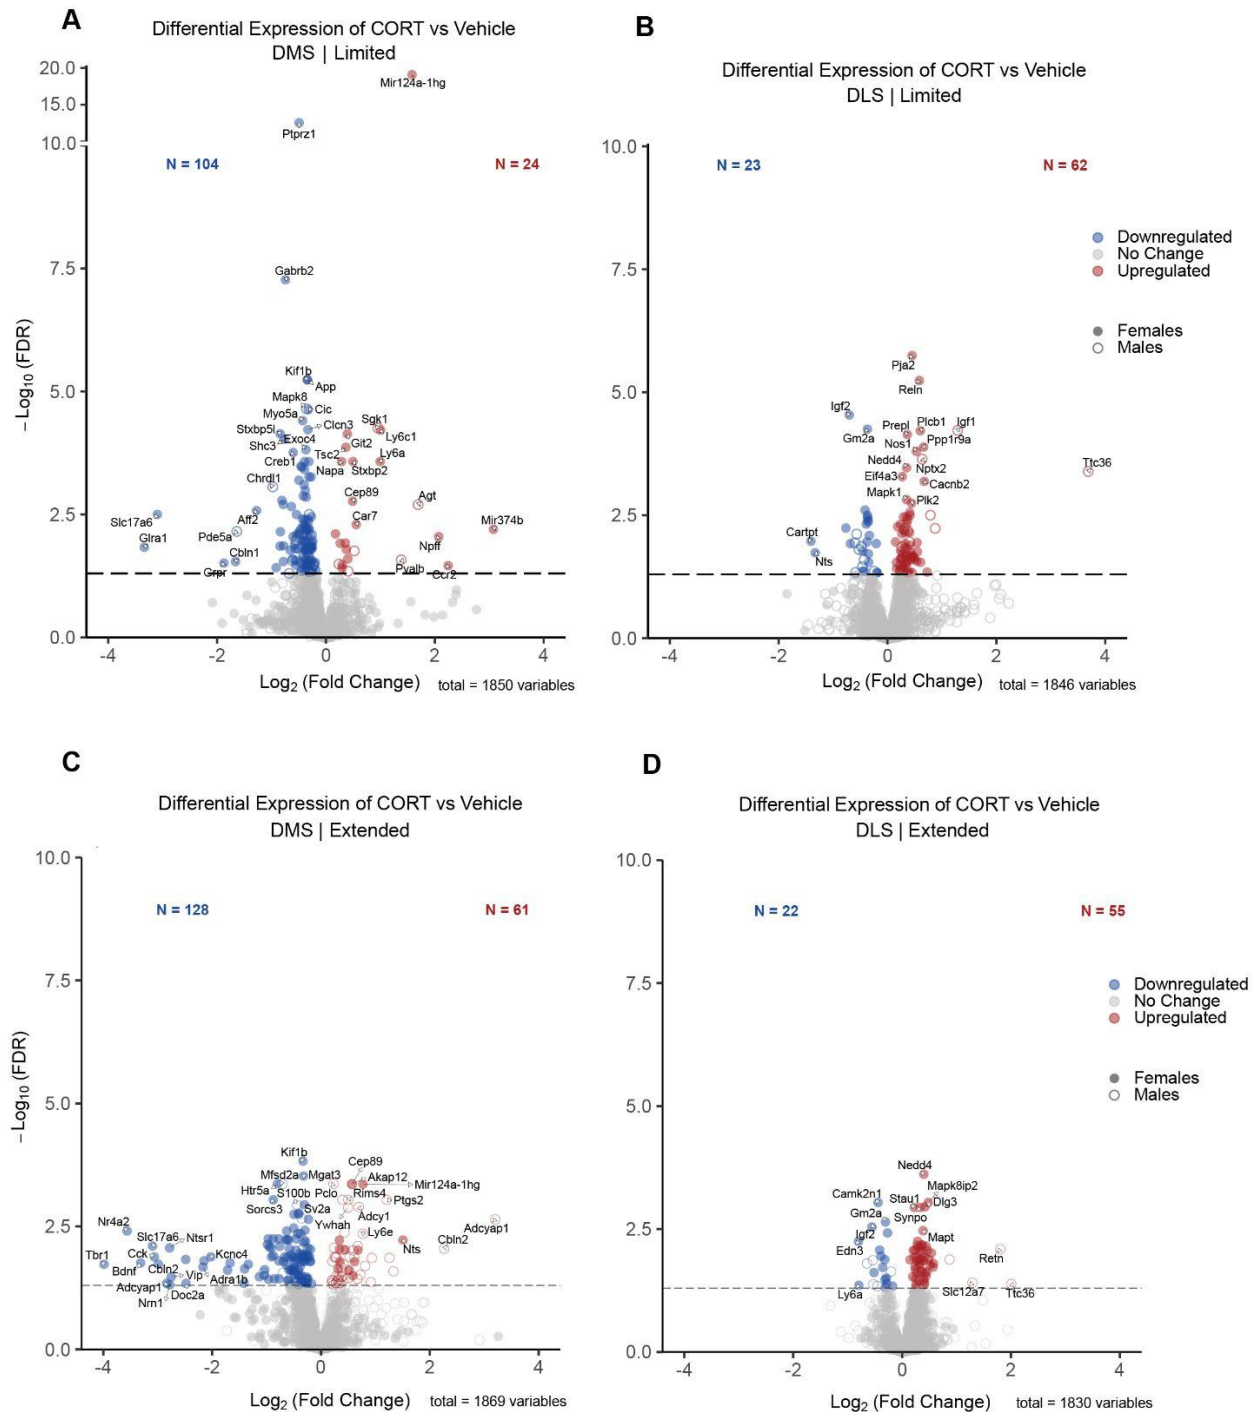

**Figure S10: Differential gene expression from CORT versus vehicle groups following limited training.** A–B Expanded Figure 2C. A–D Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance cutoff (horizontal line at  $\text{FDR} = 0.05$ ). Differential gene expression from CORT versus vehicle groups produces a decrease in plasticity gene expression in the DMS and an increase in plasticity gene expression in the DLS.

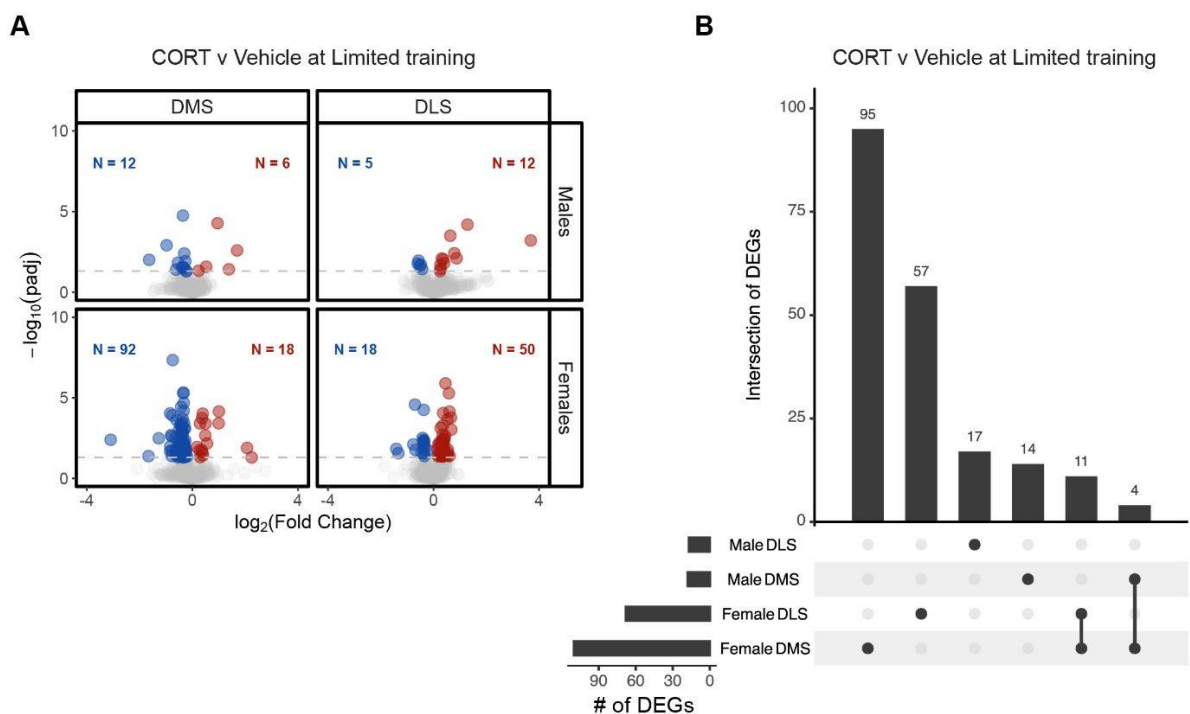

**Figure S11: CORT produces unique differential gene expression by region and sex during limited training.** Data from Figure 2C has been disaggregated by brain region and sex. **A** Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” DEGs Significance cutoff (horizontal line at FDR = 0.05). **B** Upset plot highlighting the number of DEGs unique or overlapping between region and sex.

| Figure 2C: Pearson's Chi-squared test across DEGs |     |      |    |        |
|---------------------------------------------------|-----|------|----|--------|
|                                                   |     |      |    |        |
| Raw Table                                         |     |      |    |        |
|                                                   |     | Down | Up | NonSig |
|                                                   | DMS | 104  | 24 | 1722   |
|                                                   | DLS | 23   | 62 | 1761   |
|                                                   |     |      |    |        |

|                            |                     |           |           |           |
|----------------------------|---------------------|-----------|-----------|-----------|
|                            |                     |           |           |           |
| Expectation                |                     |           |           |           |
|                            |                     | Down      | Up        | NonSig    |
|                            | DMS                 | 63.56872  | 43.04654  | 1743.385  |
|                            | DLS                 | 63.43128  | 42.95346  | 1739.615  |
|                            |                     |           |           |           |
|                            |                     |           |           |           |
| Residuals                  |                     |           |           |           |
|                            |                     | Down      | Up        | NonSig    |
|                            | DMS                 | 5.071025  | -2.902999 | -0.512162 |
|                            | DLS                 | -5.076516 | 2.906143  | 0.5127166 |
|                            |                     |           |           |           |
|                            |                     |           |           |           |
| Pearson's Chi-squared test |                     |           |           |           |
|                            | X-squared = 68.885  |           |           |           |
|                            | df = 2              |           |           |           |
|                            | p-value = 1.101e-15 |           |           |           |

**Table S6: Pearson's Chi-squared test across DEGs for Figure 2C.**

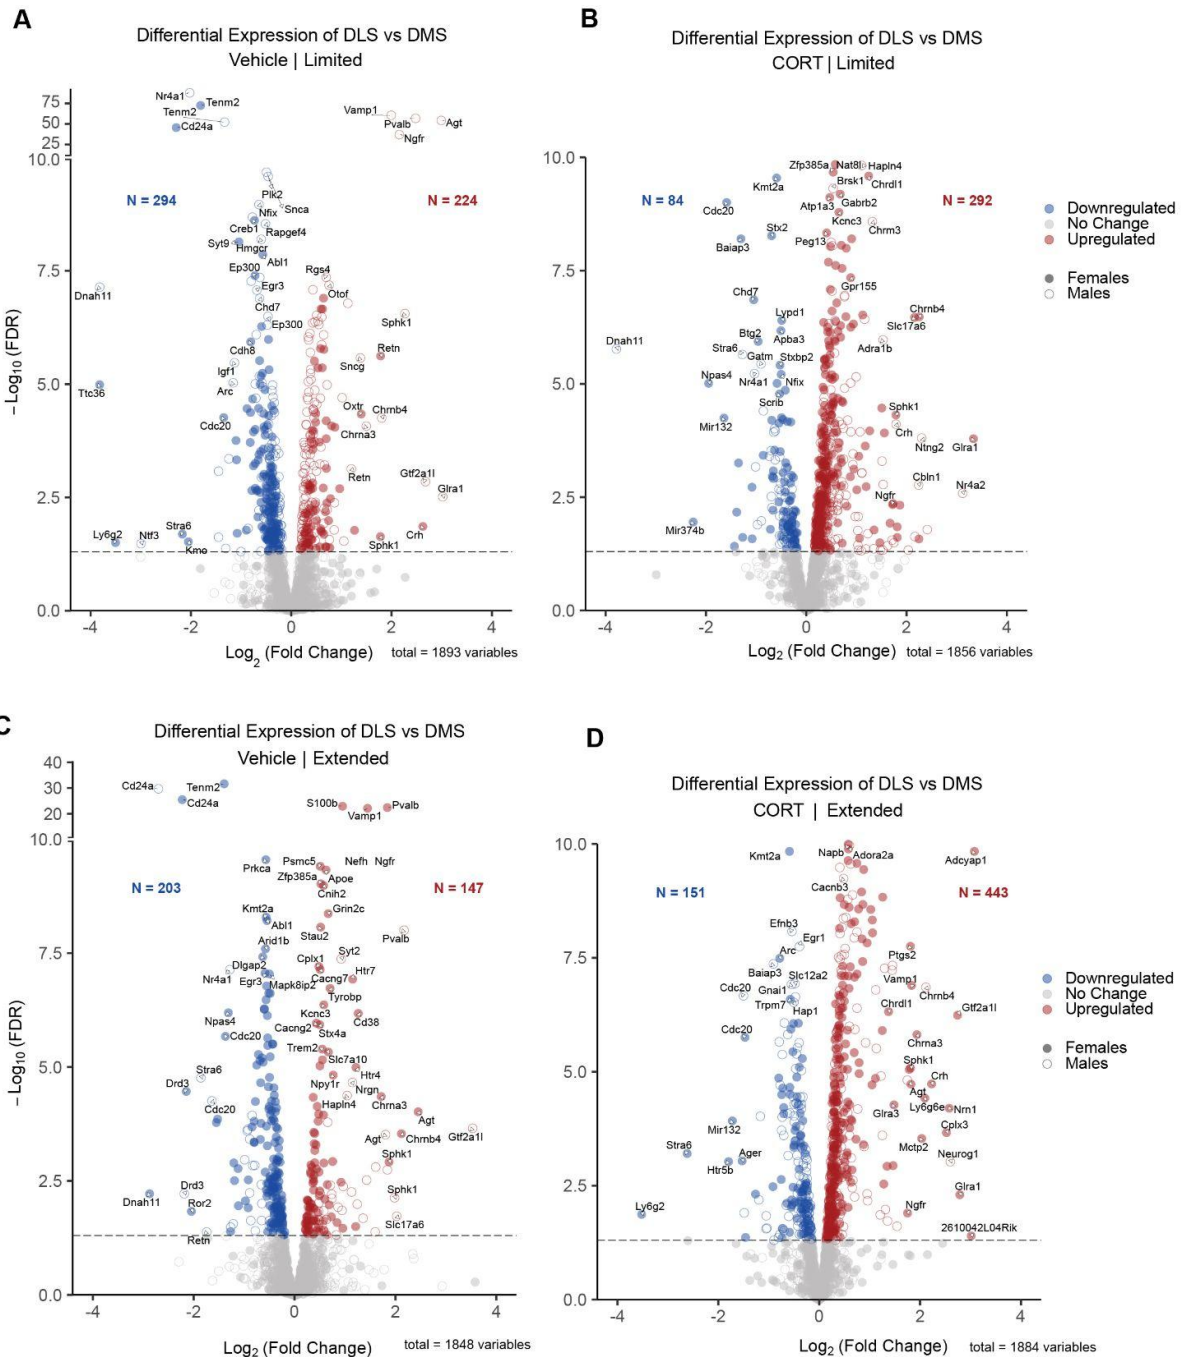

**Figure S12: Differential gene expression from DLS versus DMS groups following limited training.** A–B Expanded Figure 2D. A–D Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance cutoff (horizontal line at FDR = 0.05). Differential gene expression from DLS versus DMS groups produces similar amounts of up and downregulated genes in vehicle groups and produces less downregulation and more upregulation in CORT-treated groups.

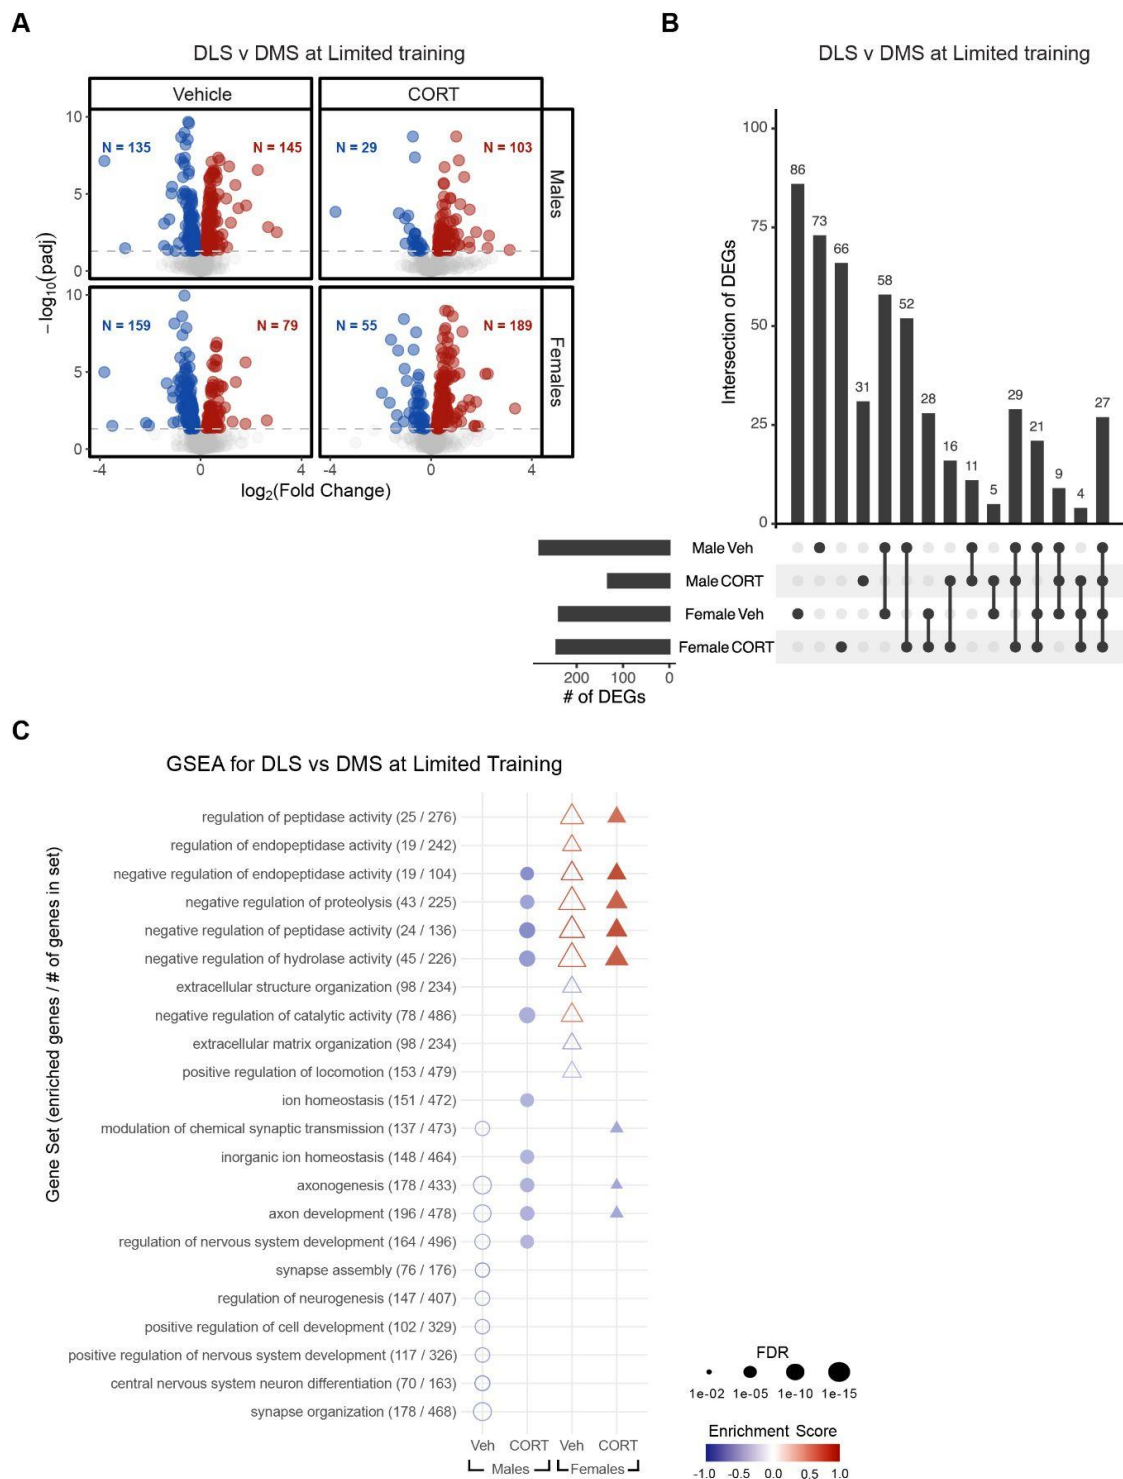

**Figure S13: The DLS produces treatment and sex specific differential gene expression responses, compared to the DMS, during limited training.** Data from Figure 2D has been disaggregated by treatment and sex. **A** Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” DEGs Significance cutoff

(horizontal line at FDR = 0.05). **B** Upset plot highlighting the number of DEGs unique or overlapping between treatment and sex. **C** Gene set enrichment analysis for DLS versus DMS at Limited training based on differential gene expression. Term selection was restricted to the ten lowest FDRs per comparison. Vehicle male DLS exhibited a deenrichment of synaptic plasticity-related terms, while CORT male DLS and both female groups exhibited substantial change in protein regulation. Notably, the males exhibited more DLS deenrichment of gene sets, while females exhibited more DLS enrichment of gene sets.

| Figure 2D: Pearson's Chi-squared test across DEGs |         |           |           |           |
|---------------------------------------------------|---------|-----------|-----------|-----------|
|                                                   |         |           |           |           |
| Raw Table                                         |         |           |           |           |
|                                                   |         | Down      | Up        | NonSig    |
|                                                   | Vehicle | 294       | 224       | 1375      |
|                                                   | CORT    | 84        | 292       | 1480      |
|                                                   |         |           |           |           |
|                                                   |         |           |           |           |
| Expectation                                       |         |           |           |           |
|                                                   |         | Down      | Up        | NonSig    |
|                                                   | Vehicle | 190.8653  | 260.5463  | 1441.588  |
|                                                   | CORT    | 187.1347  | 255.4537  | 1413.412  |
|                                                   |         |           |           |           |
|                                                   |         |           |           |           |
| Residuals                                         |         |           |           |           |
|                                                   |         | Down      | Up        | NonSig    |
|                                                   | Vehicle | 7.465198  | -2.264127 | -1.753792 |
|                                                   | CORT    | -7.539241 | 2.286583  | 1.771187  |

|                            |                    |  |  |  |
|----------------------------|--------------------|--|--|--|
|                            |                    |  |  |  |
|                            |                    |  |  |  |
| Pearson's Chi-squared test |                    |  |  |  |
|                            | X-squared = 129.14 |  |  |  |
|                            | df = 2             |  |  |  |
|                            | p-value < 2.2e-16  |  |  |  |

**Table S7: Pearson's Chi-squared test across DEGs for Figure 2D.**

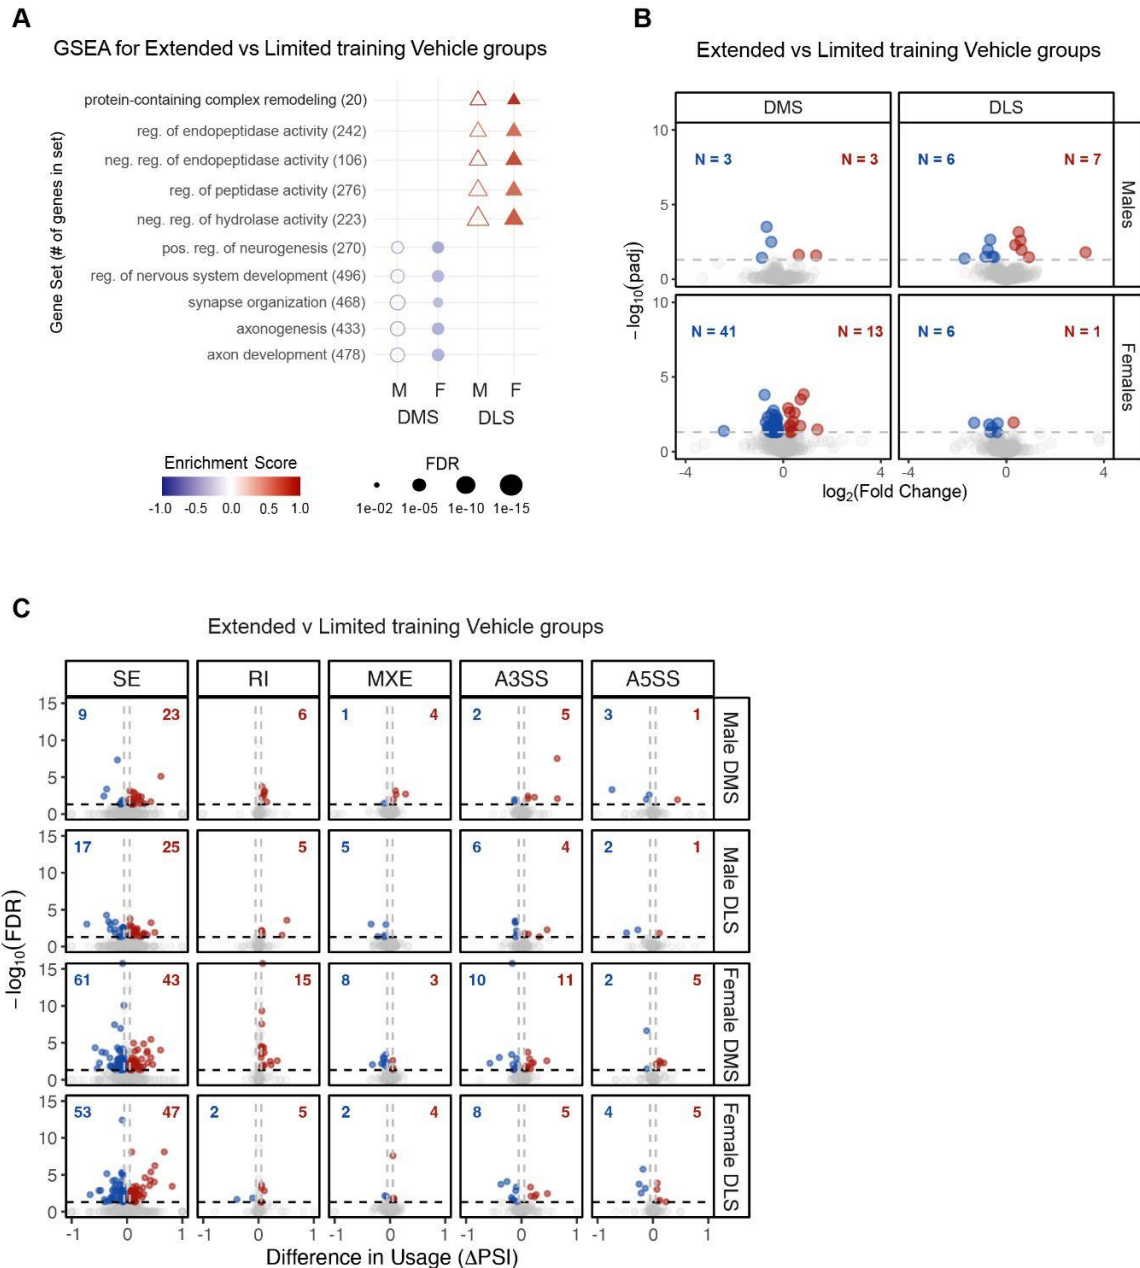

**Figure S14: The dorsal striatum undergoes sex- and subregion-specific gene regulation as behaviors become routinized.** **A** Gene set enrichment analysis for extended versus limited training based on differential gene expression. Term selection was restricted to the five lowest FDRs shared among male and female DMS or DLS. The DMS had a depletion of synaptic plasticity-related terms in both male and female mice following extended training compared to limited training. The DLS had an enrichment of activity-regulation-related terms. **B** Differential gene expression of extended training compared to limited training groups by region and sex ( $n = 3/\text{training duration}/\text{sex}/\text{region}$ ). Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance cutoffs (horizontal line at  $\text{FDR} = 0.05$ , vertical lines at  $|\Delta\text{PSI}| > 5\%$ ). Vehicle male DMS, male DLS, and female DLS

exhibited low amounts of differential plasticity gene expression. The female DMS exhibited the most amount of differential plasticity gene expression, most of which was downregulated. **C** Alternative splice events across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance cutoff (horizontal line at FDR = 0.05). Extended training, when compared to limited training, produced increased and decreased inclusion of spliced exons (SEs) in the DMS and DLS of male and female mice, and increased the inclusion of retained introns (RIs) in the DMS and DLS of male and female mice. There was dysregulation but no established trend for differences in mutually exclusive exons (MXE), alternative 3’ splice site (A3SS), or alternative 5’ splice site (A5SS).

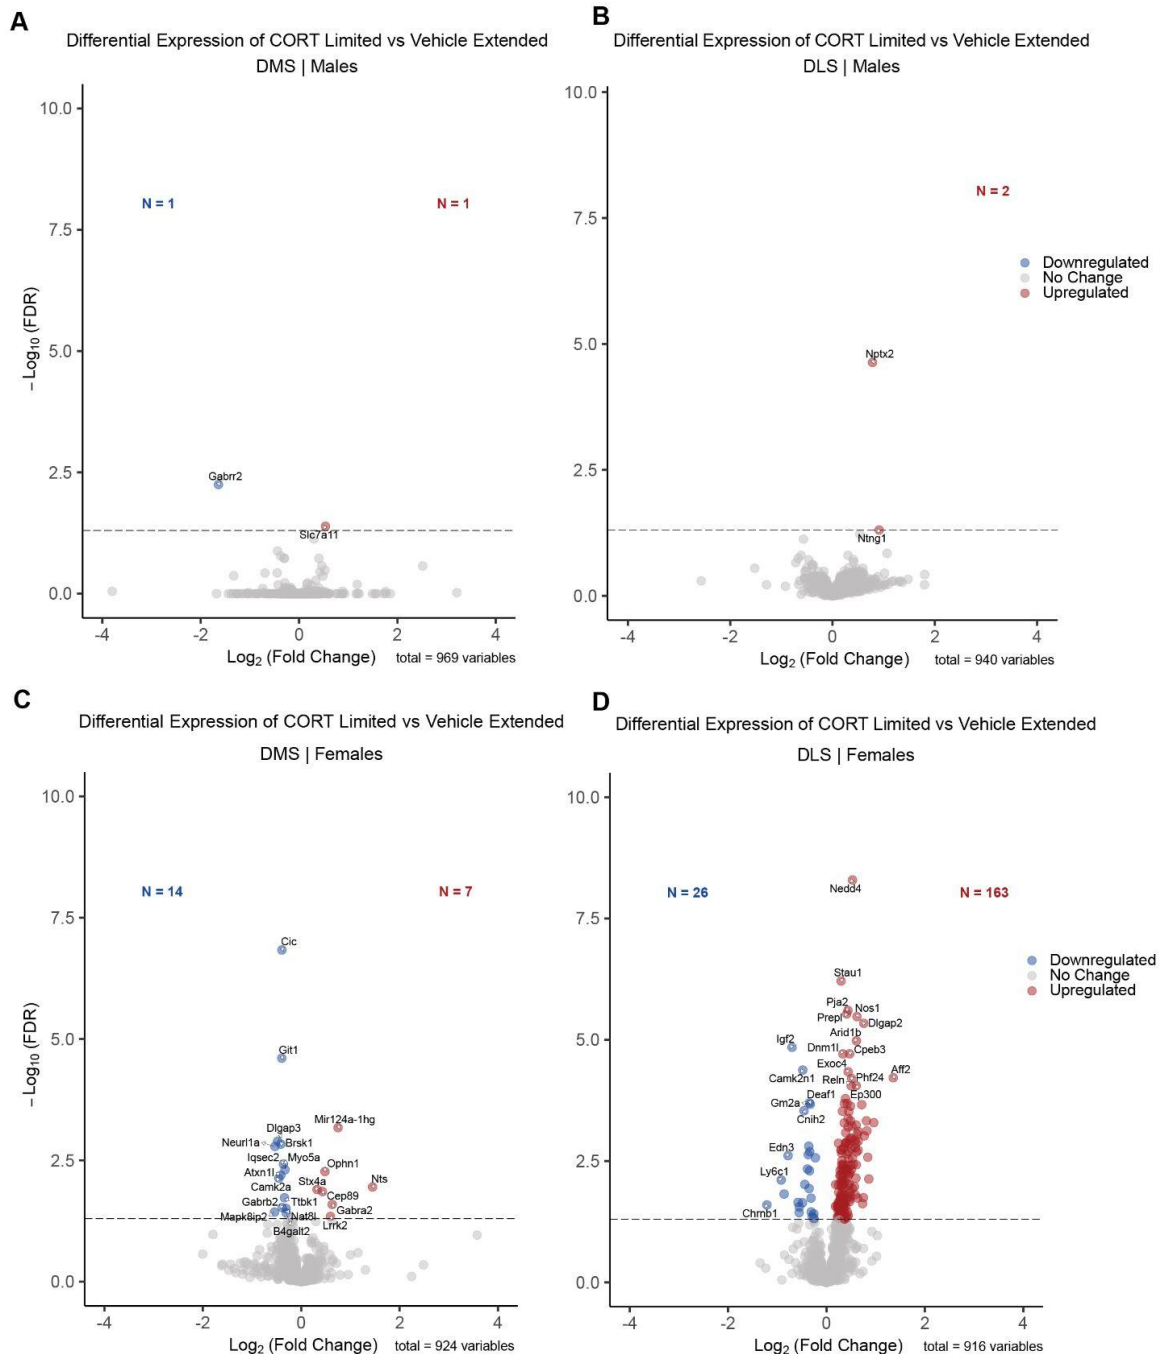

429

430 **Figure S15: Differential gene expression from CORT-limited training versus vehicle-**  
 431 **extended training groups. A–D** Expanded Figure 2E. Differentially expressed genes (DEGs)  
 432 across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” Significance  
 433 cutoff (horizontal line at FDR = 0.05). Differential gene expression from CORT-limited versus  
 434 vehicle-extended groups produces low differences in male DMS and DLS plasticity gene  
 435 expression. Meanwhile, the same comparison produces some differences in female DMS and  
 436 substantial differences in female DLS plasticity gene expression.

437

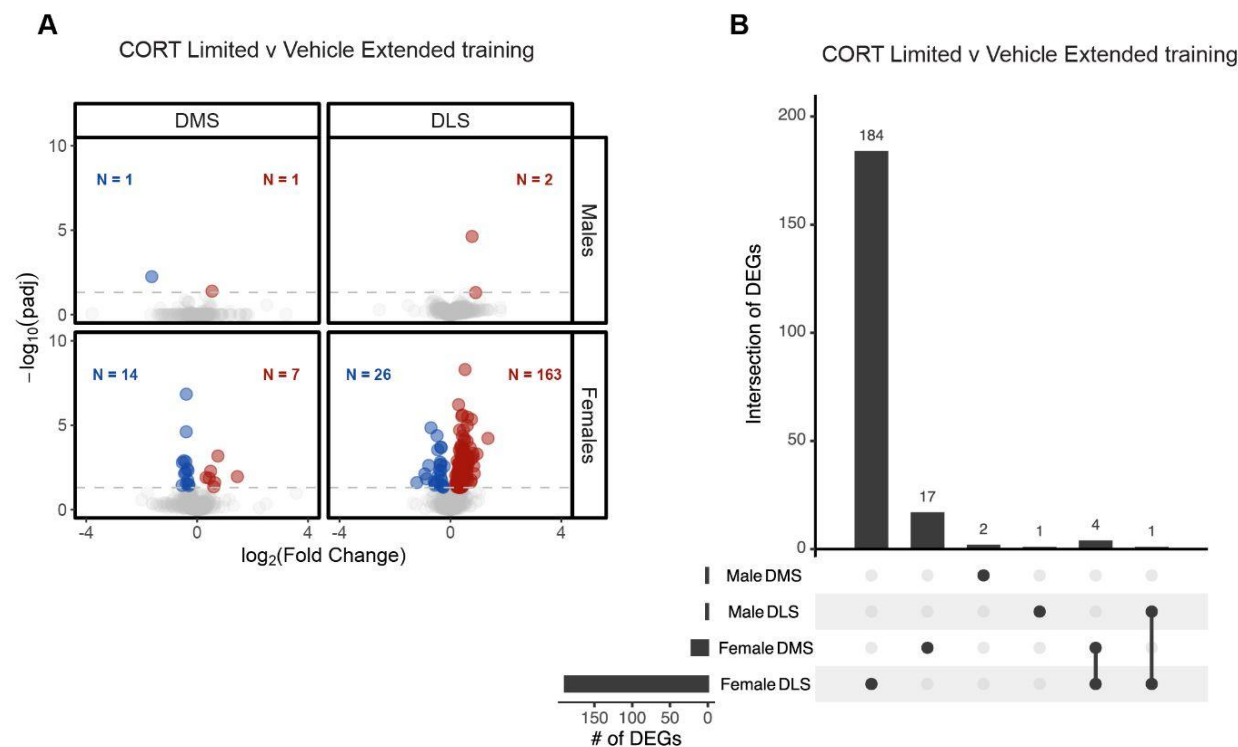

**Figure S16: CORT treatment during limited training produces region and sex specific differentially gene expression compared to vehicle extended training groups.** Data from Figure 2E has been disaggregated by brain region and sex. **A** Differentially expressed genes (DEGs) across 1157 genes from gene ontology terms: “synaptic signaling” and “cognition.” DEGs Significance cutoff (horizontal line at FDR = 0.05). **B** Upset plot highlighting the number of DEGs unique or overlapping between brain region and sex.

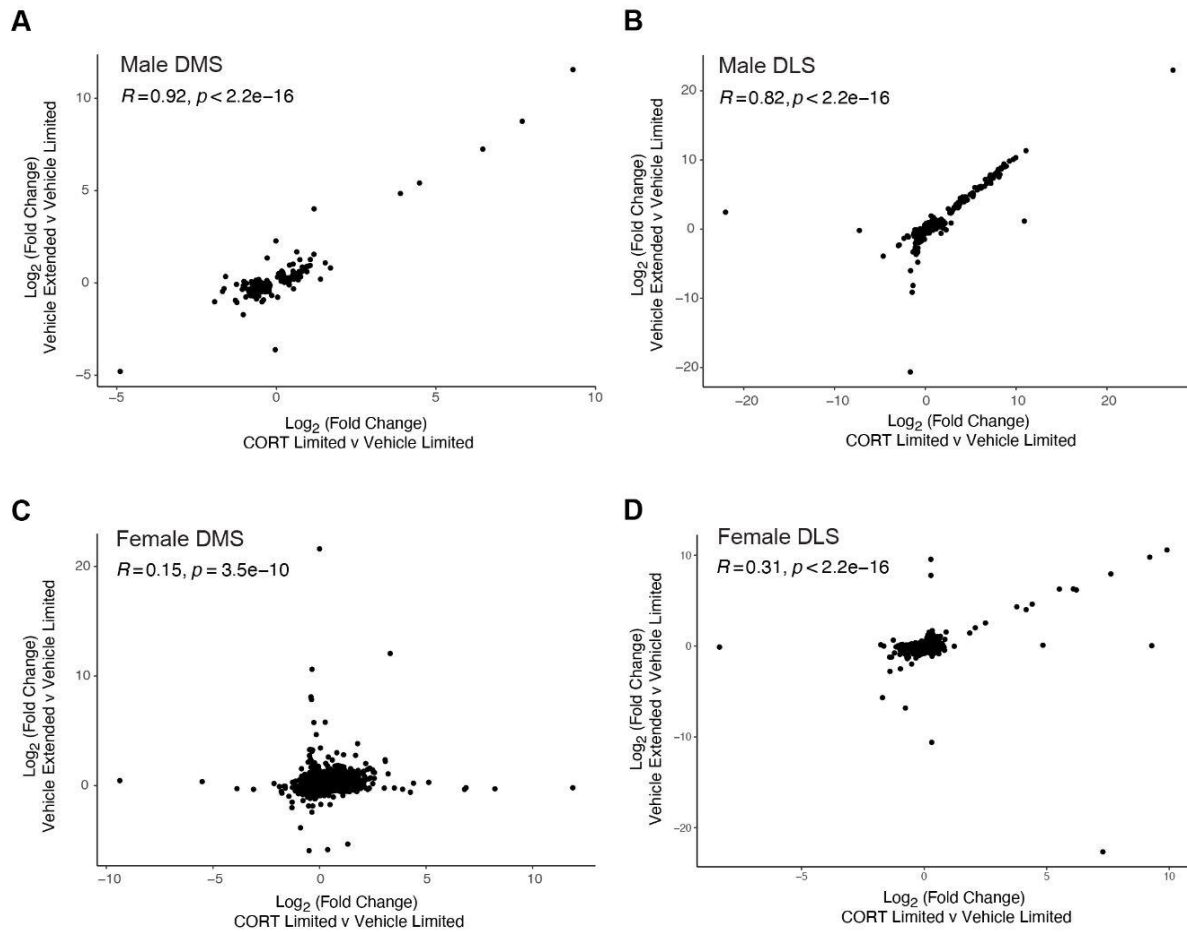

**Figure S17: DEGs from the natural and CORT-accelerated transition to inflexible behavior strongly correlate in males, but not females.** Pearson correlations between log<sub>2</sub> fold change values from the natural (vehicle extended training versus vehicle limited training) and CORT-accelerated (CORT limited training versus vehicle limited training) transition to inflexible behavior are disaggregated by dorsal medial striatum (DMS) and dorsal lateral striatum (DLS). Pearson correlation coefficients (R) and associated p value are given by sex and subregion correlation.

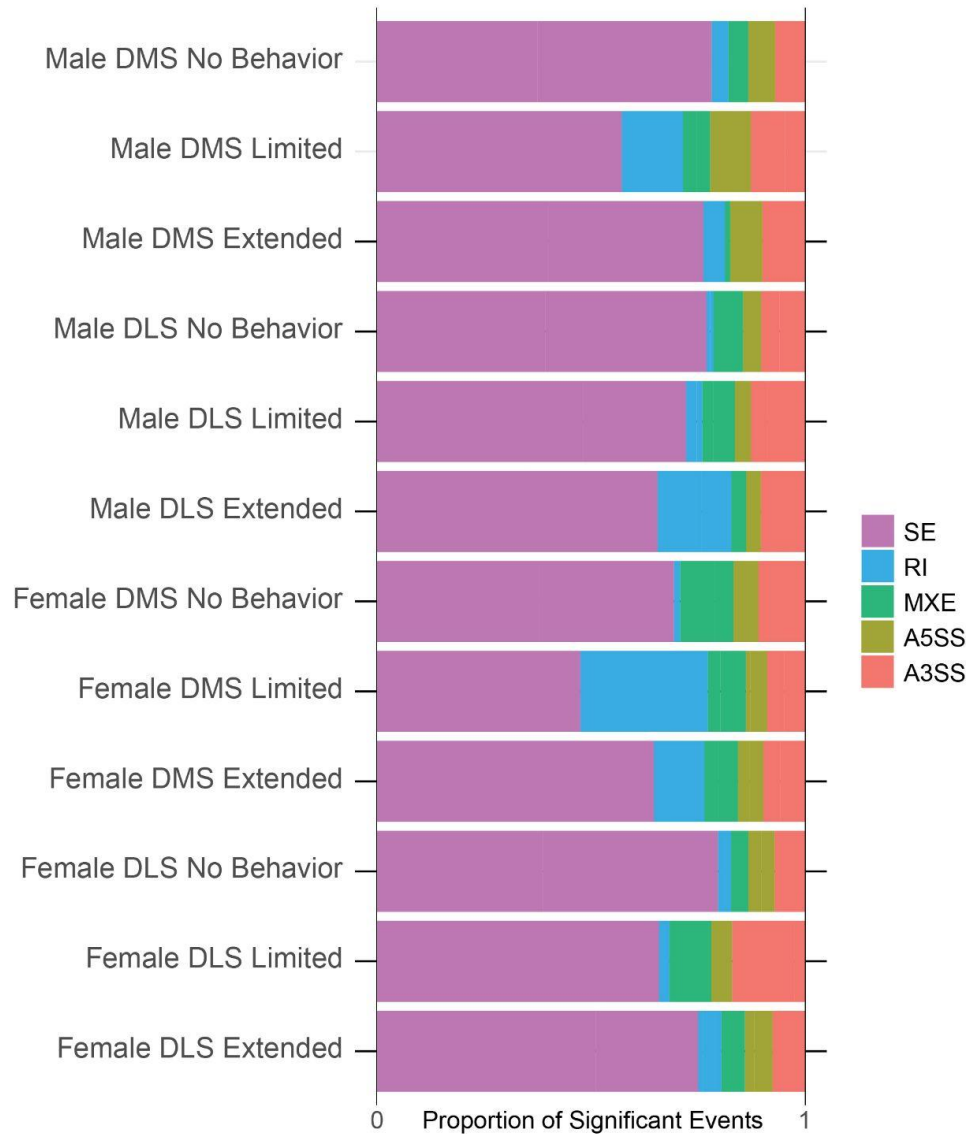

**Figure S18: CORT treatment produces differential alternative splicing across sex, region, and training time point.** Relative proportions of differential splice events from CORT versus vehicle comparisons across sex, region, and training time point (n = 3/sex/region/treatment/training). Alternative splicing events: spliced exon, SE, retained intron, RI, mutually exclusive exon, MXE, alternative 3' splice site, A3SS, or alternative 5' splice site, A5SS. SEs were the most abundant differential splicing event due to CORT treatment across all groups, followed by RIs and A3SSs.

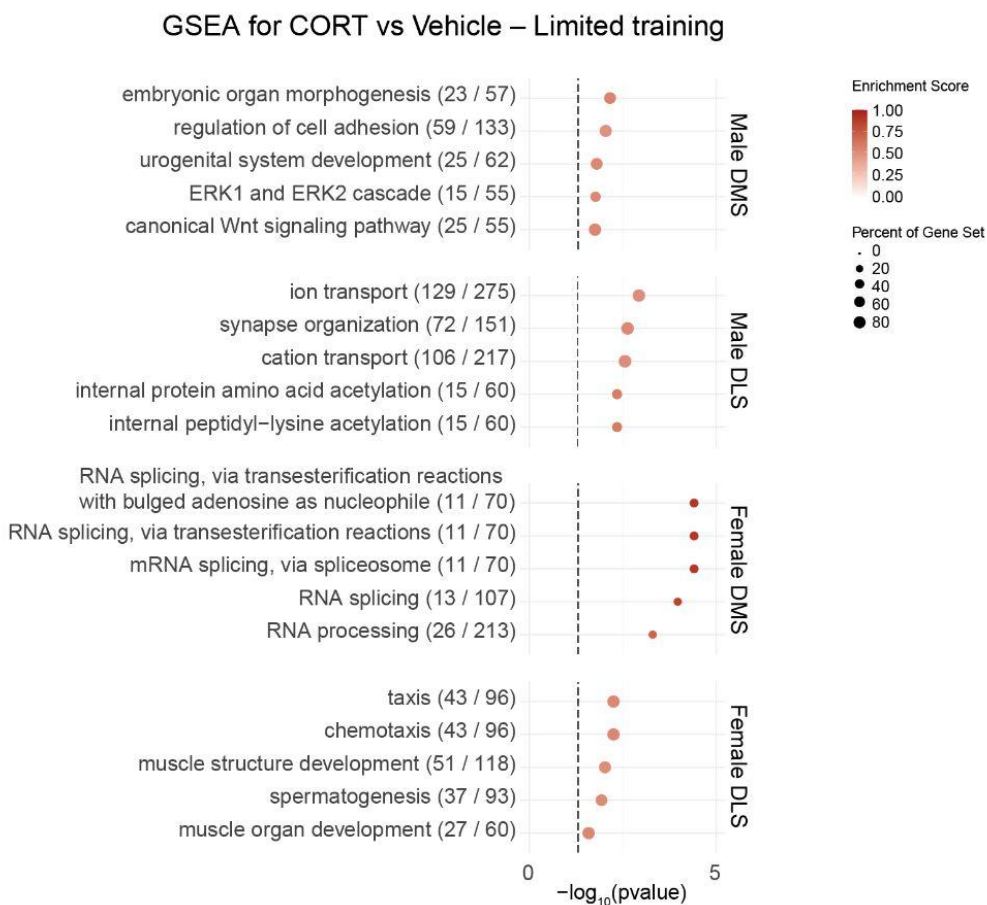

**Figure S19: The dorsal striatum undergoes sex- and subregion-specific alternative splicing as behaviors become routinized.** Gene set enrichment analysis for CORT versus vehicle groups following limited training based on all differential splice events. Term selection was restricted to the five lowest FDRs unique to male and female DMS or DLS.

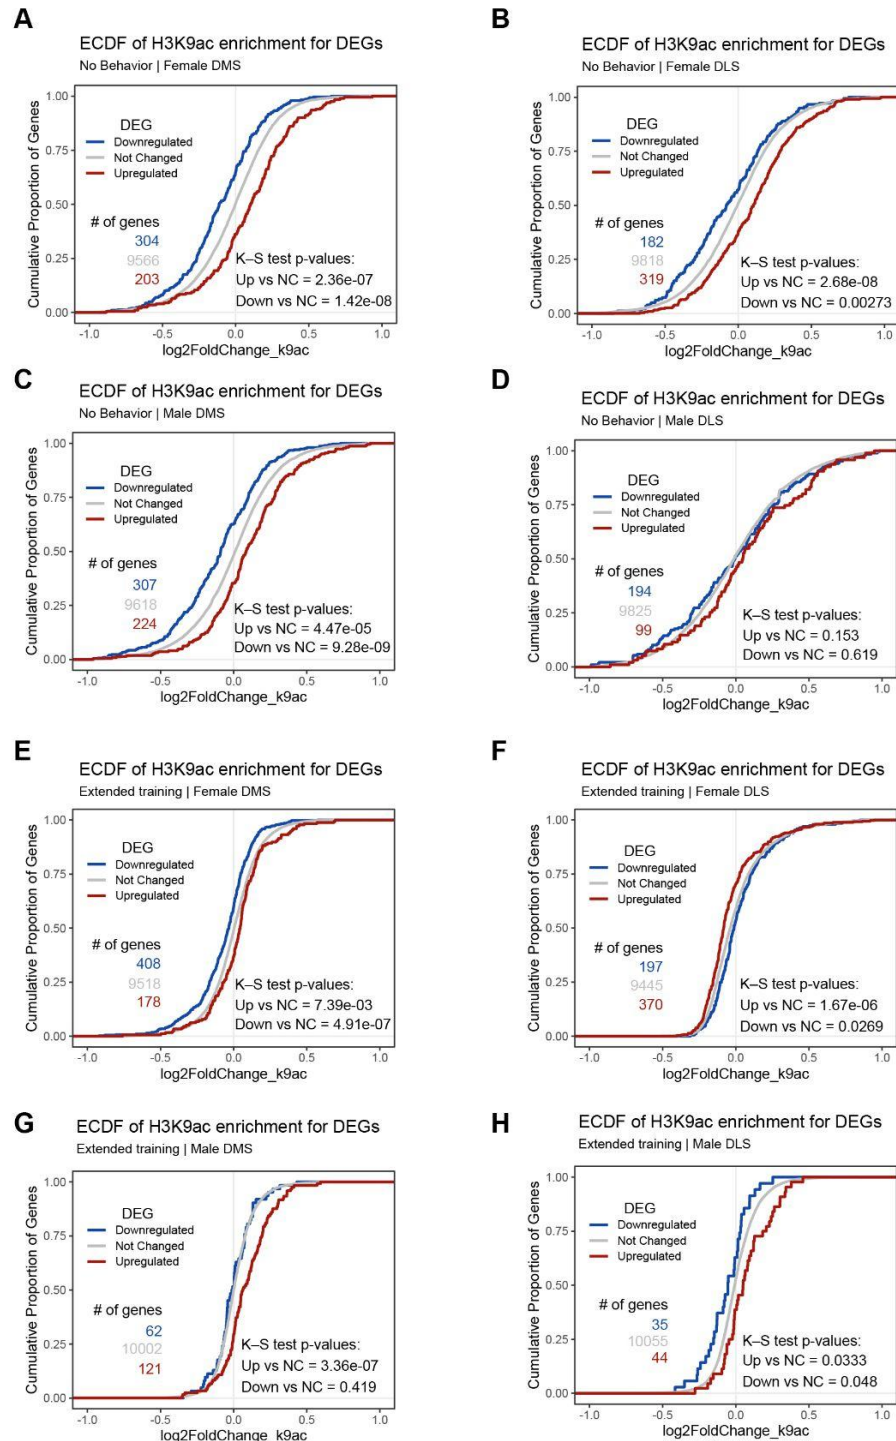

**Figure S20: CORT treatment produces differential H3K9ac enrichment related to differentially expressed genes by sex and region during extended training.** Empirical cumulative distribution functions (ECDFs) of relative H3K9ac enrichment across the cumulative

proportion of genes among differentially expressed genes (DEGs) for male and female DMS and DLS when comparing CORT versus vehicle groups for either **A** no behavior or **B** extended training. Kolmogorov-Smirnov tests are used to test the cumulative H3K9ac enrichment between upregulated (Up) or downregulated (Down) DEGs against genes that were not changed (NC).

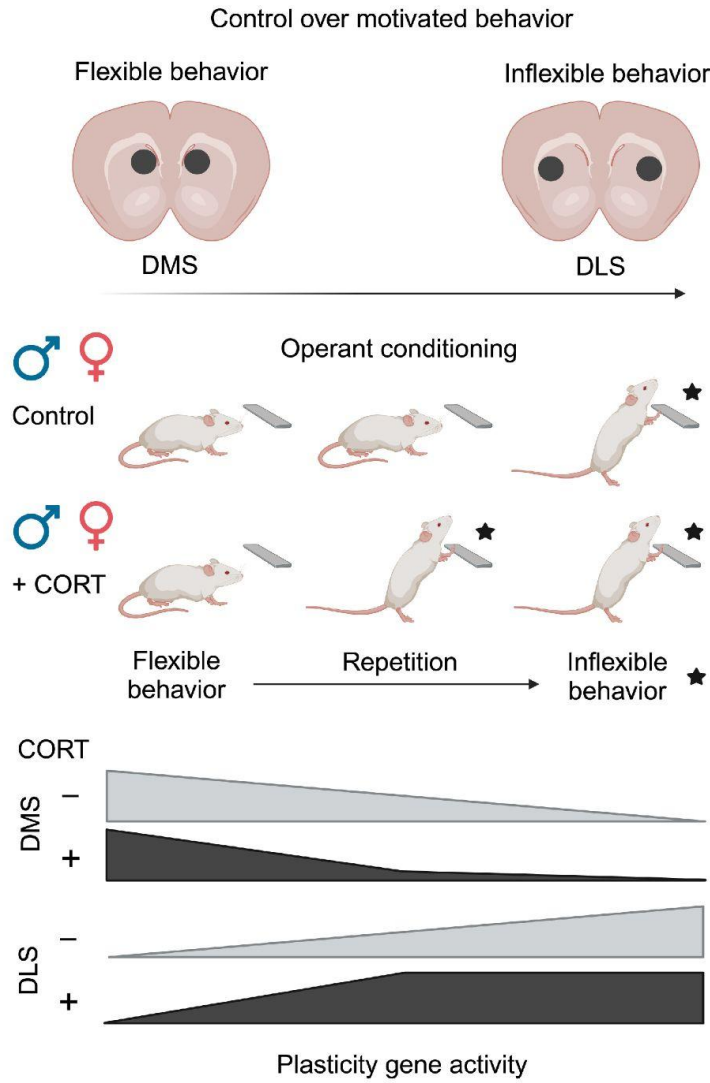

**Figure S21: Proposed graphical abstract of CORT's influence on behavioral inflexibility and plasticity gene activity.** Control over motivated behavior is canonically distributed between the DMS and DLS. The DMS promotes behavioral flexibility, and the DLS promotes behavioral inflexibility. Increasing the number of operant learning sessions increases DLS-dependent behavioral inflexibility. Chronic CORT treatment hastens the transition to behavioral inflexibility in rodents. Plasticity gene regulation is also affected by chronic CORT, in a subregion-specific manner, during limited amounts of operant training. Chronic CORT reduces plasticity gene activity in the DMS and increases the plasticity gene activity in the DLS during limited training, likely contributing to behavioral inflexibility.

## References

1. Sheskin DJ. Handbook of Parametric and Nonparametric Statistical Procedures: Third Edition. London, England: Chapman & Hall/CRC; 2003.
2. Xu SJ, Heller EA. Single sample sequencing (S3EQ) of epigenome and transcriptome in nucleus accumbens. *J Neurosci Methods*. 2018;308:62–73.
3. Fischer DK, Krick KS, Han C, Woolf MT, Heller EA. Cocaine regulation of Nr4a1 chromatin bivalency and mRNA in male and female mice. *Sci Rep*. 2022;12:15735.
4. Andrews S. FastQC: A Quality Control Tool for High Throughput Sequence Data [Online]. 2010. 2010.
5. Ewels P, Magnusson M, Lundin S, Käller M. MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics*. 2016;32:3047–3048.
6. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15:550.
7. Bagot RC, Cates HM, Purushothaman I, Lorsch ZS, Walker DM, Wang J, et al. Circuit-wide Transcriptional Profiling Reveals Brain Region-Specific Gene Networks Regulating Depression Susceptibility. *Neuron*. 2016;90:969–983.
8. Walker DM, Cates HM, Loh Y-HE, Purushothaman I, Ramakrishnan A, Cahill KM, et al. Cocaine Self-administration Alters Transcriptome-wide Responses in the Brain's Reward Circuitry. *Biol Psychiatry*. 2018;84:867–880.
9. Benjamini Y, Hochberg Y. Controlling the false discovery rate: A practical and powerful approach to multiple testing. *J R Stat Soc*. 1995;57:289–300.
10. Yu G, Wang L-G, Han Y, He Q-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS*. 2012;16:284–287.
11. Newman AM, Steen CB, Liu CL, Gentles AJ, Chaudhuri AA, Scherer F, et al. Determining cell type abundance and expression from bulk tissues with digital cytometry. *Nat Biotechnol*. 2019;37:773–782.
12. Saunders A, Macosko EZ, Wysoker A, Goldman M, Krienen FM, de Rivera H, et al. Molecular diversity and specializations among the cells of the adult mouse brain. *Cell*. 2018;174:1015–1030.e16.
13. Shen S, Park JW, Lu Z-X, Lin L, Henry MD, Wu YN, et al. rMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. *Proceedings of the National Academy of Sciences*. 2014;111:E5593–E5601.
14. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast

- universal RNA-seq aligner. *Bioinformatics*. 2013;29:15–21.
15. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods*. 2012;9:357–359.
16. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics*. 2009;25:2078–2079.
17. Institute B. Picard toolkit. 2019. <https://github.com/broadinstitute/picard>.
18. Amemiya HM, Kundaje A, Boyle AP. The ENCODE Blacklist: Identification of Problematic Regions of the Genome. *Sci Rep*. 2019;9:1–5.
19. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics*. 2010;26:841–842.
20. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 2008;9:R137.
21. Kassambara A. Package 'rstatix'. 2023.
22. Gourley SL, Swanson AM, Jacobs AM, Howell JL, Mo M, Dileone RJ, et al. Action control is mediated by prefrontal BDNF and glucocorticoid receptor binding. *Proc Natl Acad Sci U S A*. 2012;109:20714–20719.
23. Deroche V, Piazza PV, Deminière JM, Le Moal M, Simon H. Rats orally self-administer corticosterone. *Brain Res*. 1993;622:315–320.
24. Barfield ET, Gourley SL. Glucocorticoid-sensitive ventral hippocampal-orbitofrontal cortical connections support goal-directed action - Curt Richter Award Paper 2019. *Psychoneuroendocrinology*. 2019;110:104436.
25. Locachevic GA, Prado MKB, Zoccal KF, Pereira PAT, Sorgi CA, Bortolanza M, et al. Paradoxical Effect of LTB4 on the Regulation of Stress-Induced Corticosterone Production. *Front Behav Neurosci*. 2019;13:73.
26. Barrett TJ, Corr EM, van Solingen C, Schlamp F, Brown EJ, Koelwyn GJ, et al. Chronic stress primes innate immune responses in mice and humans. *Cell Rep*. 2021;36:109595.
27. Paxinos G, Keith B. J. Franklin MA. Paxinos and Franklin's the Mouse Brain in Stereotaxic Coordinates. Elsevier Science; 2019.

How the deposited data were processed for this re-analysis (not part of the article)

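RNA was sequenced from DMS and DLS punches of male and female mice given vehicle or CORT, without behavior or 1 h after the last session of limited or extended training. The 71 libraries were assigned to 24 groups of training, sex, region and treatment from the sample labels and the paper, with 3 libraries per group and 2 in the male DMS CORT group without behavior. No library was left out and no table column was without a sample.

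The authors trimmed the reads, quantified them with kallisto against mm39 and deposited TPM, an abundance corrected for transcript length, in 1 table of 56923 rows. The kallisto version and the annotation are not given in the sources used here. Each library sums to 1000000 TPM. The deposited TPM values keep no depth, so the number of reads per library is unknown and no interval or floor from counting error is given. The authors tested differential expression with DESeq2 on groups of 3 and adjusted p-values over all genes, and then took the plasticity genes from that result. The design fixed before the data were examined assumed counts. Because the values are TPM, the branch planned for TPM was used in its place, and the count models planned there were not run.

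The table as used here has no column of gene names, so rows were used as unnamed features. Gene lists, the plasticity gene list, cell class scores, gene set tests, isoform usage and a comparison gene by gene with the supplementary tables were therefore not analysed here, and no gene is named. The rule for genes to be named, fixed before the data were examined, could for the same reason not be applied. Of the 56923 rows, 45524 were above 0 in some library, and 875 of these were identical to another row in every library. The 23395 rows with at least 0.5 TPM in at least 3 libraries were tested.

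Differential expression was computed with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), with 1 mean per group over all 71 libraries and an empirical Bayes mean-variance trend. P-values were adjusted by the Benjamini-Hochberg method over the 4 contrasts of a family, or over the 2 of an interaction, at an FDR of 0.05. The families were CORT versus vehicle within each training, DLS versus DMS after limited and after extended training, CORT-limited versus vehicle-extended training and vehicle-extended versus vehicle-limited training. A model of limited training with both sexes together had sex as a covariate and was adjusted per region. The model was tested on simulated data built from the group means and the spread of these libraries, with 200 changed features.

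The TPM scale fixes the total of each library, so that an abundant feature that differs between libraries shifts all others. An alternative scaling divided each library by the median of its ratios to the geometric mean over 18021 features. Its calls are given beside those of the TPM scale wherever calls are split by direction. Other alternatives were 2 other pseudocounts (0.1 and 1), no filter and a stricter filter on low TPM, adjustment per contrast, models of only the libraries compared, sample quality weights, the replicate number as a block, and leaving out each library.

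Sex and region labels were checked. For each library, the features that best separated the sexes (10) and the regions (50) were taken from the other libraries, and all 71 libraries lay on the side of their label for both. The region score nearest to the other region was that of limited training male DMS CORT replicate 1. Principal components used the 500 most variable features. For the correlation of contrasts that share vehicle-limited libraries, unchanged groups were simulated 100 times from the deviations of the trained libraries from their group means. Other splits of the libraries compared were counted, all 10 for 3 versus 3 and 100 drawn for the larger designs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

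The splicing, chromatin immunoprecipitation, deconvolution, network and behavioral results were not analysed here.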

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

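The test of these calls without the most abundant features was chosen after the values were seen, and the counts of other splits of the libraries were set out before.

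The CORT effect after limited training differed between the DLS and the DMS for 48 features in males and for 411 in females, and between females and males for 28 features in the DMS and for 64 in the DLS (interaction terms, limma, FDR 0.05). Of these, 42 in males and 330 in females had a higher CORT effect in the DLS, and 24 in the DMS and 64 in the DLS had a higher effect in females. With median-of-ratios scaling the counts were 86, 1050, 8 and 67, and the numbers with the higher effect became 60, 642, 2 and 31. The scaling centers the libraries, so a more even balance of directions follows from it and decides nothing. Of the 48 features in males, 4 belonged to a set of 18 features that split the libraries of single groups, as did 15 of the 86 in males and 7 of the 1050 in females after scaling. What made that set differ between libraries stays open, as given under the other observations, and so does the origin of these calls. Among 100 splits in which treatment was reassigned within the compared groups, in models of the libraries of each comparison alone, with p-values adjusted for that comparison alone, the real split gave 1 call for the region difference in males and 5 for the sex difference in the DMS, and 76 and 7 splits gave as many, so chance cannot be excluded for these. Adjusted over both contrasts of an interaction, models of the same libraries gave 156 and 372 calls, and splits were not counted with that adjustment. In the same models the real split gave 2756 calls for the region difference in females and 2775 for the sex difference in the DLS. Both were the most of all splits (1 of 100 for each). For the region difference in females, chance assignment is excluded only if DMS and DLS libraries are independent. Treatment was reassigned separately in each region, and the sources used here do not say whether the regions share mice. For the sex difference in the DLS it is excluded only if male and female libraries are independent. Same-numbered male and female libraries of limited training DLS CORT correlated between 0.110 and 0.276. With the replicate number as a block, the sex difference in the DLS was called for 1727 features. Single libraries moved the counts. The region difference in females fell to 41 features without limited female DMS vehicle replicate 3, and the sex difference in the DLS to 1 feature without limited female DLS vehicle replicate 3. Differences between the regions and sexes in their response to CORT stay open as a biological explanation. A different share of abundant features between libraries is a technical one. Under both scalings, 44 of the 48 features in males, 393 of the 411 in females, 6 of the 28 in the DMS and 22 of the 64 in the DLS were called, so most of the calls of the sex differences depended on the scaling. Without the 18 features that were among the 10 highest of any library, 45 of the 48, 411 of the 411, 28 of the 28 and 64 of the 64 stayed called in the same direction, and the counts were 104, 1244, 61 and 486. The numbers with the higher effect were then 76, 903, 45 and 449. Both settings argue against the share of abundant features as the whole cause of the region differences. For the sex differences the settings disagree, and this explanation stays open.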

How the results depend on the processing

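The alternatives were set before the data were examined, except leaving out the 10 most abundant features of each library and leaving out the set of 18 features that followed PC2, which were chosen after seeing the data. A count is described as held when it stayed within 1.5 times the count given at the conclusion. Beyond the settings below, the planned tests on counts (DESeq2, edgeR and voom), the score covariates, the gene lists and gene sets, the cell class scores and the isoform tests were not run, since the values are TPM and the rows were analysed without names. The pseudocounts of 0.1 and 1 were run on 35 counts and held all of them. The TPM values carry no depth, so how far read depth limits the calls could not be measured. In simulated data for CORT versus vehicle after limited training in the female DMS (3 versus 3 libraries, 23395 features, 200 of them changed), limma recovered 78% of changes of 1 on the log2 scale with 7 false calls and 93% of changes of 2 with 3 false calls. The changed features had a mean of at least 1 TPM, and the other 3 contrasts had no change. Noise was independent between features, with 1 spread per feature for all groups. Real libraries need not vary so, and these values give no error rate for the real calls.

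Scaling held 14 of 39 results. With median-of-ratios scaling, the counts became 31 in the male DMS, 21 in the male DLS, 557 in the female DMS and 419 in the female DLS for CORT versus vehicle after limited training, 44 in the male DMS, 366 in the female DMS and 396 in the female DLS for CORT versus vehicle after extended training, and 1463 in male CORT and 3304 in female vehicle for DLS versus DMS after limited training. They became 20 in the male DMS, 235 in the female DMS and 781 in the female DLS for CORT-limited versus vehicle-extended training, 15 in the male DMS, 41 in the male DLS and 104 in the female DMS for vehicle-extended versus vehicle-limited training, and 1813 in the 4 groups together for CORT versus vehicle without behavior. The scaled counts were 86 in males and 1050 in females for the difference of the CORT effect between regions, 8 in the DMS for the difference of the CORT effect between sexes, and 668 in the DMS and 5 in the DLS for CORT versus vehicle with the sexes together. After this scaling there were 28 in the male DMS, 20 in the male DLS, 493 in the female DMS and 202 in the female DLS for the 2-step selection. The share of calls in one direction moved by over 10 points in most contrasts, as given at each conclusion. The cause was not tested by this setting, which centers the libraries by construction. Without the 18 features that were among the 10 highest of any library, and with the others rescaled, the counts were 46 in the male DMS, 34 in the male DLS and 503 in the female DMS for CORT versus vehicle after limited training, 387 in the female DMS and 798 in the female DLS for CORT versus vehicle after extended training, and 1594 in male CORT for DLS versus DMS after limited training. This removal gave 4861 in male vehicle for DLS versus DMS after extended training, 199 in the male DLS, 292 in the female DMS and 1453 in the female DLS for CORT-limited versus vehicle-extended training, and 94 in the female DMS for vehicle-extended versus vehicle-limited training. The counts after removal were 1682 in the 4 groups together for CORT versus vehicle without behavior, 104 in males and 1244 in females for the difference of the CORT effect between regions, and 61 in the DMS and 486 in the DLS for the difference of the CORT effect between sexes. After removal there were 42 in the male DMS, 33 in the male DLS, 419 in the female DMS and 258 in the female DLS for the 2-step selection. The cause of these changes was not tested further.

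Without a filter on low TPM, the counts were 128 in the male DMS, 26 in the male DLS and 399 in the female DLS for CORT versus vehicle after limited training, 78 in the male DMS and 74 in the male DLS for CORT-limited versus vehicle-extended training, and 44 in the male DMS, 45 in the male DLS and 294 in the female DMS for vehicle-extended versus vehicle-limited training. They were 1843 in the 4 groups together for CORT versus vehicle without behavior, 270 in females for the difference of the CORT effect between regions, and 5 in the DMS and 15 in the DLS for the difference of the CORT effect between sexes. The unfiltered counts were 554 in the DMS for CORT versus vehicle with the sexes together, and 114 in the male DMS and 21 in the male DLS for the 2-step selection. With 1 TPM or more required in every library of a group (16933 features), the counts were 352 in the male DMS for CORT versus vehicle after limited training, 194 in the male DLS for CORT-limited versus vehicle-extended training, and 171 in the male DLS, 794 in the female DMS and 47 in the female DLS for vehicle-extended versus vehicle-limited training. The stricter filter gave 78 in males and 640 in females for the difference of the CORT effect between regions, 61 in the DMS and 181 in the DLS for the difference of the CORT effect between sexes, and 341 in the male DMS for the 2-step selection. Both filters change the number of features tested and with it the adjustment. With each contrast adjusted on its own, there were 17 in the male DMS, 1 in the male DLS and 1408 in the female DLS for CORT versus vehicle after limited training, 3 in the male DMS, 5 in the male DLS and 2913 in the female DLS for CORT versus vehicle after extended training, and 282 in male CORT for DLS versus DMS after limited training. Adjusted alone, there were 0 in the male DMS and 0 in the male DLS for CORT-limited versus vehicle-extended training, 0 in the male DMS, 0 in the male DLS, 1789 in the female DMS and 0 in the female DLS for vehicle-extended versus vehicle-limited training, and 0 in males and 985 in females for the difference of the CORT effect between regions. The per-contrast counts were 1 in the DMS and 244 in the DLS for the difference of the CORT effect between sexes, and 17 in the male DMS, 1 in the male DLS and 205 in the female DLS for the 2-step selection. For the contrasts with 0 calls, limma gave 1284 features at an unadjusted p under 0.05 in the male DMS and 2516 in the male DLS between CORT-limited and vehicle-extended training, 1988 in the male DMS, 4116 in the male DLS and 1590 in the female DLS between vehicle-extended and vehicle-limited training, and 2202 for the difference between regions in males. Adjusting the contrasts together lets a contrast with many small p-values raise the p-value cutoff for the others.

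With sample quality weights, there were 3453 in the male DMS, 912 in the male DLS, 2779 in the female DMS and 4956 in the female DLS for CORT versus vehicle after limited training, 1341 in the male DMS, 43 in the male DLS and 6183 in the female DLS for CORT versus vehicle after extended training, and 7083 in male vehicle, 1572 in male CORT, 9946 in female vehicle and 6527 in female CORT for DLS versus DMS after limited training. The weighted counts were 771 in male vehicle, 6881 in male CORT, 9626 in female vehicle and 6397 in female CORT for DLS versus DMS after extended training, 123 in the male DMS, 27 in the male DLS, 493 in the female DMS and 6311 in the female DLS for CORT-limited versus vehicle-extended training, and 1317 in the male DMS, 30 in the male DLS, 840 in the female DMS and 829 in the female DLS for vehicle-extended versus vehicle-limited training. Weighting also gave 2045 in the 4 groups together for CORT versus vehicle without behavior, 789 in males and 4512 in females for the difference of the CORT effect between regions, and 1633 in the DMS and 4321 in the DLS for the difference of the CORT effect between sexes. Weights gave 2209 in the DMS for CORT versus vehicle with the sexes together, and 3392 in the male DMS, 907 in the male DLS, 2577 in the female DMS and 839 in the female DLS for the 2-step selection. The estimation of these weights stopped before its tolerance was reached, and the cause of the higher counts was not tested. With only the libraries of the groups compared in the model, there were 21 in the male DMS, 6 in the male DLS, 70 in the female DMS and 221 in the female DLS for CORT versus vehicle after limited training, 44 in the male DMS, 47 in the male DLS, 64 in the female DMS and 1061 in the female DLS for CORT versus vehicle after extended training, and 3804 in male vehicle and 445 in male CORT for DLS versus DMS after limited training. Such models gave 269 in male vehicle, 135 in female vehicle and 1546 in female CORT for DLS versus DMS after extended training, 27 in the male DMS, 24 in the male DLS and 53 in the female DMS for CORT-limited versus vehicle-extended training, and 3 in the male DMS, 7 in the male DLS, 1 in the female DMS and 3 in the female DLS for vehicle-extended versus vehicle-limited training. Smaller models gave 17 in the 4 groups together for CORT versus vehicle without behavior, 156 in males and 1760 in females for the difference of the CORT effect between regions, and 372 in the DMS and 1987 in the DLS for the difference of the CORT effect between sexes. The restricted counts were 20 in the male DMS, 6 in the male DLS, 64 in the female DMS and 36 in the female DLS for the 2-step selection. These models rest on fewer libraries.

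Replicate numbers were checked as pairs. Deviations from the group means of same-numbered DMS and DLS libraries correlated between -0.200 and 0.217 (median -0.007), and 4 of 35 pairs were above 0.1. Above 0.1 were also 1 of 35 pairs of vehicle and CORT, 1 of 12 of limited and extended training and 9 of 35 of males and females. Of the pairs of males and females, all 3 of limited training DLS CORT were above 0.1 (0.110, 0.158 and 0.276). Of those of limited training DLS vehicle, only replicate 1 was (0.102, against 0.028 and 0.090). In the groups of no comparison made here were all pairs above 0.1, so the numbers were not taken as pairs. Same-numbered male and female libraries still shared a side of the set of 18 features in 21 of 24 pairs. Independence between the sexes therefore stays open. The fit with the number as a block is given here and beside results that join or compare the sexes. With the replicate block, there were 3023 in the male DMS, 156 in the male DLS, 1203 in the female DMS and 2774 in the female DLS for CORT versus vehicle after limited training, 5 in the male DMS, 0 in the male DLS, 10 in the female DMS and 2 in the female DLS for CORT versus vehicle after extended training, and 3958 in male vehicle, 1941 in male CORT and 4259 in female CORT for DLS versus DMS after limited training. Under the block the counts were 522 in male vehicle, 443 in male CORT, 339 in female vehicle and 597 in female CORT for DLS versus DMS after extended training, 0 in the male DMS, 1 in the male DLS, 3 in the female DMS and 1 in the female DLS for CORT-limited versus vehicle-extended training, and 3 in the male DMS, 0 in the male DLS, 0 in the female DMS and 1 in the female DLS for vehicle-extended versus vehicle-limited training. The blocked counts were 1792 in the 4 groups together for CORT versus vehicle without behavior, 371 in males and 2100 in females for the difference of the CORT effect between regions, and 742 in the DMS and 1727 in the DLS for the difference of the CORT effect between sexes. Blocking gave 286 in the DMS and 1 in the DLS for CORT versus vehicle with the sexes together, and 3023 in the male DMS, 155 in the male DLS, 1201 in the female DMS and 2774 in the female DLS for the 2-step selection. With the block, the contrasts with 0 calls had 1325 features at an unadjusted p under 0.05 in the male DLS after extended training, 798 in the male DMS between CORT-limited and vehicle-extended training, and 2562 in the male DLS and 4310 in the female DMS between vehicle-extended and vehicle-limited training. The cause of these changes was not tested.

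With an adjusted p under 0.1 in the first test, there were 882 in the male DMS, 55 in the male DLS, 422 in the female DMS and 385 in the female DLS for the 2-step selection. With an unadjusted p under 0.05 in the second test, there were 128 in the male DMS, 6 in the male DLS, 73 in the female DMS and 12 in the female DLS for the 2-step selection. With the vehicle-limited libraries split so that the contrasts shared none, r was 0.266 in the male DMS, 0.213 in the male DLS, 0.266 in the female DMS and 0.149 in the female DLS for the correlation with training. In the male DMS, male DLS, female DMS and female DLS, r was 0.727, 0.593, 0.647 and 0.439 with only the features of a mean log2 above 1, and 0.641, 0.552, 0.583 and 0.426 without the set of 18 features. The male DMS value without the set was below the upper limit simulated for the main setting (0.658). With all tested features, the share of variance was 29.0% in PC1 and 11.0% in PC2 for the principal components. With the 2000 most variable features, it was 30.8% in PC1 and 8.74% in PC2 for the principal components. With the 500 features scaled to unit variance, it was 31.7% in PC1 and 8.83% in PC2 for the principal components. Leaving out the set of 18 features that followed PC2, the share was 6.8% in PC2 for the principal components. 

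Each library was left out in turn. A group left with fewer libraries borrowed its spread from the model over all groups, which for male DMS CORT without behavior meant a single library that is assumed to vary like the other groups. For CORT versus vehicle after limited training, the counts ranged from 33 without limited male DMS CORT replicate 1 to 464 without limited male DMS CORT replicate 2 in the male DMS and from 10 without limited male DLS CORT replicate 1 to 51 without limited male DLS CORT replicate 3 in the male DLS. The counts also ranged from 167 without limited female DMS CORT replicate 1 to 288 without limited female DMS CORT replicate 2 in the female DMS and from 101 without limited female DLS vehicle replicate 2 to 539 without limited female DLS vehicle replicate 1 in the female DLS. For CORT versus vehicle after extended training, the counts ranged from 39 without extended male DMS CORT replicate 1 to 168 without extended male DMS vehicle replicate 1 in the male DMS and from 77 without extended male DLS CORT replicate 2 to 1208 without extended male DLS vehicle replicate 3 in the male DLS. They also ran from 276 without extended female DMS vehicle replicate 2 to 2530 without extended female DMS vehicle replicate 3 in the female DMS and from 406 without extended female DLS CORT replicate 1 to 1186 without extended female DLS CORT replicate 3 in the female DLS. For DLS versus DMS after limited training, the counts ranged from 1237 without limited male DLS vehicle replicate 2 to 1585 without limited male DLS vehicle replicate 1 in male vehicle and from 500 without limited male DLS CORT replicate 3 to 1155 without limited male DMS CORT replicate 3 in male CORT. The remaining counts ranged from 4555 without limited female DMS vehicle replicate 3 to 5581 without limited female DMS vehicle replicate 2 in female vehicle and from 1615 without limited female DLS CORT replicate 1 to 2412 without limited female DMS CORT replicate 2 in female CORT. For DLS versus DMS after extended training, the counts ranged from 776 without extended male DLS vehicle replicate 2 to 4790 without extended male DLS vehicle replicate 3 in male vehicle and from 850 without extended male DLS CORT replicate 1 to 1394 without extended male DLS CORT replicate 3 in male CORT. The other counts ran from 1192 without extended female DMS vehicle replicate 1 to 8225 without extended female DMS vehicle replicate 2 in female vehicle and from 1503 without extended female DLS CORT replicate 2 to 2022 without extended female DLS CORT replicate 3 in female CORT. For CORT-limited versus vehicle-extended training, the counts ranged from 39 without extended male DMS vehicle replicate 1 to 93 without limited male DMS CORT replicate 2 in the male DMS and from 30 without extended male DLS vehicle replicate 2 to 1580 without extended male DLS vehicle replicate 3 in the male DLS. Others ranged from 207 without extended female DMS vehicle replicate 2 to 3322 without extended female DMS vehicle replicate 3 in the female DMS and from 1041 without extended female DLS vehicle replicate 3 to 1755 without extended female DLS vehicle replicate 2 in the female DLS. For vehicle-extended versus vehicle-limited training, the counts ranged from 10 without limited male DMS vehicle replicate 2 to 132 without extended male DMS vehicle replicate 1 in the male DMS and from 17 without extended male DLS vehicle replicate 2 to 1915 without extended male DLS vehicle replicate 3 in the male DLS. The rest ran from 0 without extended female DMS vehicle replicate 2 to 3136 without extended female DMS vehicle replicate 1 in the female DMS and from 7 without extended female DLS vehicle replicate 3 to 43 without extended female DLS vehicle replicate 1 in the female DLS. For CORT versus vehicle without behavior, the counts ranged from 552 without no behavior male DMS CORT replicate 1 to 2719 without no behavior male DMS CORT replicate 2 in the 4 groups together. For the difference of the CORT effect between regions, the counts ranged from 9 without limited male DLS CORT replicate 1 to 208 without limited male DMS CORT replicate 3 in males and from 41 without limited female DMS vehicle replicate 3 to 613 without limited female DMS vehicle replicate 2 in females. For the difference of the CORT effect between sexes, the counts ranged from 2 without limited male DMS vehicle replicate 2 to 69 without limited male DMS CORT replicate 3 in the DMS and from 1 without limited female DLS vehicle replicate 3 to 123 without limited female DLS vehicle replicate 1 in the DLS. For CORT versus vehicle with the sexes together, the counts ranged from 210 without limited male DMS vehicle replicate 3 to 2041 without limited female DMS vehicle replicate 2 in the DMS and from 0 without limited female DLS vehicle replicate 1 to 2 without limited male DLS CORT replicate 1 in the DLS. For the 2-step selection, the counts ranged from 21 without limited male DMS CORT replicate 1 to 429 without limited male DMS CORT replicate 2 in the male DMS and from 5 without limited male DLS CORT replicate 1 to 44 without limited male DLS CORT replicate 3 in the male DLS. Remaining groups ranged from 81 without limited female DMS vehicle replicate 3 to 676 without extended female DMS vehicle replicate 2 in the female DMS and from 3 without limited female DLS vehicle replicate 2 to 241 without extended female DLS vehicle replicate 3 in the female DLS. For the correlation with training, the values ranged from 0.567 without limited male DMS CORT replicate 1 to 0.727 without limited male DMS vehicle replicate 2 in the male DMS and from 0.463 without extended male DLS vehicle replicate 3 to 0.646 without limited male DLS vehicle replicate 2 in the male DLS. Other groups ran from 0.476 without extended female DMS vehicle replicate 3 to 0.662 without limited female DMS vehicle replicate 2 in the female DMS and from 0.396 without extended female DLS vehicle replicate 2 to 0.571 without limited female DLS vehicle replicate 1 in the female DLS. For the principal components, the values ranged from 42.9% without no behavior female DLS vehicle replicate 3 to 44.2% without extended female DMS CORT replicate 2 in PC1 and from 9.43% without extended female DLS CORT replicate 1 to 10.0% without no behavior female DLS vehicle replicate 1 in PC2. With 0 features called between vehicle-extended and vehicle-limited training in the female DMS, limma gave 2680 at an unadjusted p under 0.05, and with the sexes together in the DLS the 12 libraries gave 2676. Leaving out a library changed many of the counts by more than 1.5 times, so the counts are not stable against single libraries.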

Differences from the paper's values

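Of the paper's values, 1 stated in the text and 1 read from a figure were compared, and neither differed by more than 1.5 times from the value computed here. The counts and ratios within the plasticity gene list were not compared. The paper states that up to 66% of the variation is explained by the first 9 principal components, and the value here was 72.3% with the 500 most variable features. The share of PC1, about 30% in Fig. S6, read by eye, was 43.8% with the 500 most variable features and 29.0% with all tested features.

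In the paper's Fig. S6, PC2 separates the regions. With the 500 most variable features PC2 followed region with an R2 of 0.112 and PC3 with 0.580, while with all tested features, with the 2000 most variable features and with scaled features PC2 followed region with an R2 of 0.565, 0.642 and 0.511.

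The paper states that CORT lowered more plasticity genes than it raised in the DMS after limited training, and raised more than it lowered in the DLS. These are counts within a gene list and the counts here cover all features, so they are not the same measure. Over all features, 223 calls were lower and 305 higher in the DMS, because 299 of the 319 calls in the female DMS were higher, while 203 of the 209 calls in the male DMS were lower, as the paper states for the region. In the DLS, 646 calls were higher and 9 lower, the paper's direction, but 640 of the higher calls came from females. The male DLS had 6 higher and 7 lower. With the sexes together, limma called 0 features in the DLS (2676 at an unadjusted p under 0.05). With median-of-ratios scaling, set before the data were examined, 234 were lower and 354 higher in the DMS, and 204 lower and 236 higher in the DLS. With the sexes together, 955 features were lower and 86 higher in the DMS, the paper's direction, and 318 lower and 350 higher after scaling.

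The paper states that the DMS and DLS balance persisted into extended training. Over all features, more calls were higher than lower with CORT in the male DMS (48 and 28) and in the female DMS (739 and 94). With median-of-ratios scaling, the calls were 17 higher and 27 lower in the male DMS and 174 higher and 192 lower in the female DMS. Summed over the sexes in the DLS, 1717 calls were higher and 20 lower, the paper's direction, and 303 higher and 222 lower after scaling.

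According to the paper, there was almost no differential expression between CORT-limited and vehicle-extended males, in figures that cover its plasticity gene list. Here 46 features differed in the male DMS and 118 in the male DLS, over all 23395 features tested, so this is not the same measure. With each contrast adjusted on its own, an alternative set before the data were examined, limma called 0 in both (1284 and 2516 at an unadjusted p under 0.05). Leaving out 1 library gave up to 93 in the male DMS and 1580 in the male DLS. In Fig. S17, fold changes of DEGs with CORT and with training correlated strongly in males only. Over all features, r was 0.668 in the male DMS, 0.586 in the male DLS, 0.607 in the female DMS and 0.472 in the female DLS. The female DMS value thus lay between those of the male regions. Unchanged groups with shared controls gave a simulated range from 0.300 to 0.658.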

Other observations

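The tests on principal components, batch and the set of 18 features, its shared side included, were chosen after the values were seen. The count of other splits, the removal of abundant features, the test without shared libraries and the test of PC2 without the set of 18 features were set out before their results were seen.

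Calls on the TPM scale went mostly in one direction. A candidate explanation is a different share of the TPM in a few abundant features. It was tested by removing the 18 features that were among the 10 highest of any library and rescaling the others. Over all features, the size of the median log2 fold change fell by more than 50% in 15 of 20 contrasts of treatment or training, and for DLS versus DMS in 1 of 4 contrasts after limited training and in 0 of 4 after extended training. The median size over the 28 contrasts was 0.120 before and 0.047 after. The abundant features may thus explain the shift in most treatment and training contrasts. In the region contrasts after limited training it stays open how much they explain. After extended training the shift fell by more than 50% in 0 of 4 region contrasts. This argues against these features as the main cause of the shift there. In vehicle-limited mice the shift went from -0.149 to -0.077 in males and from -0.250 to -0.117 in females. In CORT-limited mice it went from 0 to -0.061 in males and from -0.153 to -0.094 in females. After extended training it went from -0.165 to -0.160 in vehicle males and from -0.162 to -0.106 in CORT males. In females after extended training it went from -0.158 to -0.142 with vehicle and from -0.124 to -0.096 with CORT. With 1 library left out, it fell by more than 50% in 8 of 24 fits after limited training and in 1 of 24 after extended training. A difference between regions in the RNA of many features stays open too.

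PC1 separated libraries without behavior from trained ones, with an R2 of 0.976 for training. Training and batch give the same split of no behavior from trained libraries, so they cannot be told apart for PC1. With the trained libraries alone, limited and extended training accounted for 0.020 of PC1. PC2 followed no label closely (R2 of 0.112 for region at most). Without the set of 18 features its R2 for region was 0.658, so the set is a candidate explanation of PC2.

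A set of 18 features was at 16.6 to 48.3 TPM on average in 27 trained libraries and at 0.148 TPM or less in the other 21, while the 23 libraries without behavior were at or below 0.058 TPM. The lowest correlation between any pair of these features across the trained libraries was 0.961. The set was chosen by its values, as features at most 0.5 TPM in every library without behavior, at 5 TPM or more in at least 10 trained libraries, at 1 TPM or less in at least 10, and with a median correlation of at least 0.9 with one another. Libraries of one group lay on both sides in 8 of the 16 trained groups, which argues against training, sex, region or treatment as the whole cause. A swap of DMS and DLS labels is argued against by the label check, since 71 of 71 libraries matched their region. Male and female libraries of the same training, region, treatment and number were on the same side in 21 of 24 pairs, and DMS and DLS libraries of the same sex, training, treatment and number in 3 of 24. A state of the whole mouse would put its DMS and DLS on one side, which argues against individual mice if the numbers mark mice. The sources used here do not say that they do, so individual mice stay open. On the high side, the 3 libraries of extended training male DLS CORT were at 45.2 to 48.3 TPM and the other 24 at 16.6 to 25.6. The shared side of libraries of different mice could also come from the preparation of the libraries or from RNA of another source, which cannot be told apart from the rest here because no preparation order or feature names were used (21 of 24 pairs). The median log2 fold change of the set with CORT after limited training was -3.59 in the male DMS, -3.36 in the female DMS, 3.48 in the male DLS and 3.43 in the female DLS, and after extended training 3.57 in the male DMS, 3.37 in the female DMS, 2.78 in the male DLS and -3.43 in the female DLS, but none of the 18 features passed the FDR in these contrasts. In the difference of the CORT effect between regions, 4 passed it in males, and after scaling 15 in males and 7 in females.

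The log2 fold changes of CORT-limited and vehicle-extended training, both against vehicle-limited training, were positively correlated. Without shared libraries, the upper limit of simulated unchanged groups was 0.203. The male DMS was above it in every split (0.228 to 0.312), which argues against shared vehicle-limited libraries as the whole cause there. The male DLS (0.188 to 0.267) and the female DMS (0.168 to 0.301) lay on both sides of it, so shared libraries stay open as the cause in these groups. The female DLS was below it in every split (0.065 to 0.160), so shared libraries may explain the correlation in that group. The splits of a group reuse the same libraries and are not independent checks. The test without shared libraries was not repeated after scaling, without the set of 18 features or with a library left out. The 10 features with a log2 fold change above 3 in both contrasts in the male DLS, and the 10 in the female DLS, all belonged to the set of 18 features.

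Without behavior, CORT changed 928 features over the 4 combinations of sex and region, of which 90 were lower and 229 higher in the male DMS, 72 and 108 in the male DLS, 148 and 96 in the female DMS, and 104 and 81 in the female DLS (limma, FDR 0.05). With median-of-ratios scaling they were 371 and 166, 215 and 172, 210 and 241, and 172 and 266.

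Other splits of the 6 libraries of a contrast of 3 versus 3, in models of those libraries alone, cannot exclude chance, because 10 splits give no share under 0.1. These models adjust each comparison on its own and call other numbers than the model of all libraries, and where the real split had 0 calls the number of splits says nothing. For CORT versus vehicle after limited training, the real split had 1 call in the male DMS, 0 in the male DLS (limma, 2249 at an unadjusted p under 0.05), 61 in the female DMS and 2162 in the female DLS, and 10, 10, 1 and 1 splits, the real one included, had as many. After extended training it had 4, 19, 10 and 3960 calls, with 3, 1, 2 and 1 splits. For DLS versus DMS after limited training it had 4346 calls in vehicle males, 4 in CORT males, 7421 in vehicle females and 1821 in CORT females, with 1, 5, 1 and 1 splits, and after extended training 24, 3951, 0 (limma, 2047 at an unadjusted p under 0.05) and 2614 calls, with 2, 1, 10 and 1 splits. In the male DMS, male DLS, female DMS and female DLS it had 3, 0 (limma, 826 at an unadjusted p under 0.05), 3 and 4752 calls for CORT-limited versus vehicle-extended training, with 4, 10, 5 and 1 splits, and 3, 7, 1 and 9 calls for vehicle-extended versus vehicle-limited training, with 2, 1, 7 and 2 splits. With the sexes together, the real split gave 1041 calls in the DMS, the most, 1 of 100 drawn. Chance assignment is excluded there only if male and female libraries are independent. With the replicate number as a block the count was 286. In the DLS the real split gave 0 calls (limma, 2676 features at an unadjusted p under 0.05), so that 100 of 100 splits gave as many, which says nothing.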
